# RADIP technology comprehensively identifies H3K27me3-associated RNA–chromatin interactions

**DOI:** 10.1093/nar/gkae1054

**Published:** 2024-11-18

**Authors:** Xufeng Shu, Masaki Kato, Satoshi Takizawa, Yutaka Suzuki, Piero Carninci

## Abstract

Many RNAs associate with chromatin, either directly or indirectly. Several technologies for mapping regions where RNAs interact across the genome have been developed to investigate the function of these RNAs. Obtaining information on the proteins involved in these RNA–chromatin interactions is critical for further analysis. Here, we developed RADIP [RNA and DNA interacting complexes ligated and sequenced (RADICL-seq) with immunoprecipitation], a novel technology that combines RADICL-seq technology with chromatin immunoprecipitation to characterize RNA–chromatin interactions mediated by individual proteins. Building upon the foundational principles of RADICL-seq, RADIP extends its advantages by increasing genomic coverage and unique mapping rate efficiency compared to existing methods. To demonstrate its effectiveness, we applied an anti-H3K27me3 antibody to the RADIP technology and generated libraries from mouse embryonic stem cells (mESCs). We identified a multitude of RNAs, including RNAs from protein-coding genes and non-coding RNAs, that are associated with chromatin via H3K27me3 and that likely facilitate the spread of Polycomb repressive complexes over broad regions of the mammalian genome, thereby affecting gene expression, chromatin structures and pluripotency of mESCs. Our study demonstrates the applicability of RADIP to investigations of the functions of chromatin-associated RNAs.

## Introduction

Large portions of mammalian genomes are transcribed into RNAs (1–3). Many of these RNAs are known to interact with chromatin, either directly or indirectly, and they are typically identified as chromatin-associated RNAs (caRNAs). caRNAs include many long non-coding RNAs (lncRNAs) and play essential roles in gene regulation, genomic organization and chromatin structure maintenance (4–6).

Several technologies have been developed to determine the functional roles of caRNAs and lncRNAs. RNA-centric methods (e.g. ChIRP, CHART and RAP) (7–9) for studying RNA–chromatin interactions have been used for a while. However, the reliance of these technologies on antisense probes to target specific transcripts limits their capacity to capture RNA–chromatin interactions within the nucleus comprehensively. More recently, some technologies that are based on a proximity ligation method of mapping genome-wide RNA–chromatin interactions have been developed; they include global RNA interactions with DNA by deep sequencing (GRID-seq), *in situ* mapping RNA-genome interactions (iMARGI), RNA and DNA interacting complexes ligated and sequenced (RADICL-seq), RNA ends on DNA capture (Red-C) and Chromatin-Associated RNA sequencing (ChAR-seq) (10–14). In addition, Split-Pool Recognition of Interactions by Tag Extension (SPRITE) and its enhanced successor, RNA & DNA SPRITE (RD-SPRITE) (15,16), which function by breaking crosslinked nuclei into multiple particles by sonication and tagging the identical unique barcodes to all RNA and DNA molecules within the same subnuclear particle, have been used to investigate RNA–DNA interactions. However, very deep sequencing is required to fully identify all RNA–chromatin interactions owing to a wide range of RNA expression levels. Although these methods can broadly detect the RNA–chromatin interactome, they can not broadly reveal which proteins or chromatin modifications are associated with specific RNAs. Therefore, understanding information on the proteins involved in RNA-chromatin interactions is essential for deepening the analysis.

Polycomb repressive complex (PRC) 2 is a histone-modifying complex responsible for the trimethylation of histone H3 lysine 27 marks (H3K27me3), associated with the repression of cell-type-specific genes. It has been postulated that many lncRNAs interact with PRC2 to facilitate the deposition of H3K27me3 marks and thus regulate the expression of target genes. For instance, *HOTAIR* (HOX transcript antisense intergenic RNA) and XIST (X-inactive-specific transcripts) lncRNAs can bind to PRC2 and then recruit and guide the PRC2 to specific genomic regions for target gene silencing (17,18).

However, our understanding of the mechanisms of PRC2 regulation by RNA is controversial. Recent studies have shown that PRC2 interacts with RNAs, including RNAs derived from bacterial sequences, with little specificity, in a manner described as ‘promiscuous’ (19,20). These spurious interactions raise the question of whether lncRNAs can provide specificity for PRC2 localization on the genome. Other studies have reported that RNAs can inhibit PRC2 catalytic activity by competing with chromatin for PRC2 binding (21–26). In contrast, another study demonstrated that PRC2–RNA interaction is critical *in vivo* for PRC2 chromatin occupancy and localization across the genome and for maintaining H3K27me3 levels in induced pluripotent stem cells (27).

Many lncRNAs engage in long-range RNA–chromatin interactions (9,17,28). Several studies have revealed that PRCs establish long-range DNA–DNA interactions in various types of cells (28–32). However, the precise mechanisms of how RNAs influence the establishment and organization of the three-dimensional genome architecture mediated by PRCs or H3K27me3 histone marks remain unclear.

The study of caRNAs and lncRNAs linked to PRCs and H3K27me3 histone marks using the above methods is hampered by the scarcity of these RNAs, and their function may be repressive. To enable the characterization of the proteins that are involved in RNA–chromatin interactions, we have developed RADIP (RADICL-seq with immunoprecipitation), a novel technology that inherits advantages of RADICL-seq methods by broadly determining RNA–chromatin interactions, in conjunction with chromatin immunoprecipitation (ChIP), to identify those interactions mediated by a specific protein or histone mark of interest. We used an anti-H3K27me3 antibody to study the H3K27me3-associated RNA–chromatin interactome in mouse embryonic stem cells (mESCs), and we demonstrated the applicability of the RADIP method to investigations of the function of caRNAs. We identified a spectrum of caRNAs enriched at, and around, PRC2-binding chromatin sites and H3K27me3 peak regions in mESCs; these caRNAs may be involved in PRC2-mediated gene repression and the establishment of PRC2-mediated three-dimensional genome architecture in mESCs.

## Materials and methods

### Cell culture and crosslinking of cells

mESCs (PGK12.1) (33) were cultured in Dulbecco’s modified Eagle’s medium (Nacalai Tesque) supplemented with 15% fetal bovine serum (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 1000 U/ml Leukemia Inhibitory Factor (Merck) and 1× non-essential amino acids (Gibco). Detached cells were pelleted and resuspended in fresh 1% formaldehyde (Thermo Fisher Scientific) at a volume of 1 ml formaldehyde for 2 million cells. Cells were incubated at room temperature for 10 min with rotation. Glycine (Sigma–Aldrich) was added at a final concentration of 125 mM to quench the formaldehyde, and the cells were incubated at room temperature for 5 min with rotation. Cells were pelleted and washed with ice-cold phosphate-buffered saline, pelleted again, snap frozen in liquid nitrogen and stored at –80°C.

### RADIP library preparation

#### Generation of chimeric molecules of RNA–internal bridge adaptor–DNA

Chimeric molecules of RNA–internal bridge adaptor–DNA were generated following a published protocol, with modifications (12), except without using AMPure XP magnetic beads. In brief, 20 million crosslinked cells were resuspended in 4 ml of ice-cold lysis buffer {10 mM Tris-HCl (pH = 8.0), 10 mM NaCl, 0.2% Igepal CA-630 [octylphenoxy poly(ethyleneoxy)ethanol], 1 mM phenylmethylsulfonyl fluoride (PMSF), 1× cOmplete Protease Inhibitor Cocktail (Roche), 0.8 U/μl RNasin Plus (Promega)} and incubated on ice for 10 min. Chimeric molecules of RNA–internal bridge adaptor–DNA were generated with 2 million cells per tube; multiple tubes were processed in parallel before the sonication step and then pooled; 0.122 U/μl RNase H (New England Biolabs) was added and the reaction was incubated at 37°C for 40 min before the RNA–internal bridge adaptor ligation step following a published protocol (12). For further details, please refer to the Supplementary Protocol.

#### Sonication

The nuclei were pelleted at 2500×*g* for 4 min, resuspended in 100 μl sodium dodecyl sulfate (SDS) lysis buffer [50 mM Tris-HCl (pH = 8.0), 1% SDS, 10 mM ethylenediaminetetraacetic acid (EDTA)] and incubated on ice for 10 min. After the addition of 400 μl of cold ChIP dilution buffer [50 mM Tris-HCl (pH = 8.0), 167 mM NaCl, 1.1% Triton X-100, 0.1% sodium deoxycholate (NaDOC)], the mixture was briefly sonicated (5 s at 4°C) in a Picoruptor sonicator (Diagenode). The sonicated mixture was spun at 14 000 rpm for 5 min at 4°C, and the supernatant was collected. After adding 600 μl of ChIP dilution buffer, 100 μl of the mixture was used as a 10% input sample (for the Input library) and the remainder was used for immunoprecipitation.

#### Chromatin immunoprecipitation

A rabbit monoclonal antibody against H3K27me3 (Cell Signaling Technology, #9733) was used. The antibody was incubated with anti-rabbit IgG Dynabeads (Thermo Fisher Scientific) on ice for 1 h and then overnight after the addition of the sonicated chimeric molecules at 4°C. The sample was washed with Radio-Immunoprecipitation Assay (RIPA) buffer [50 mM Tris-HCl (pH = 8.0), 500 mM NaCl, 1% Triton X-100, 0.1% NaDOC, 1 mM EDTA, 0.1% SDS], the original RADICL-seq protocol (12) was followed for the rest of the procedure (for the H3K27me3-RADIP library).

### Data processing

#### RADIP mapping and processing

RADIP mapping and processing were performed as described before (12). A summary of the pipeline workflow is depicted in Supplementary Figure S1A.

#### Reference annotation and genome binning

The comprehensive gene annotation for mouse (GENCODE release M25 version for mm10 assembly) (34) was downloaded. Genome binning was performed as described before (12). Mouse genome binning at 25-kb resolution was performed using BEDtools (ver. 2.26.0) (35) with parameter -w 25000. RNA and DNA tags were associated unambiguously with the corresponding annotated features (RNA tags were mapped to reference annotated genes, and DNA tags were mapped to genomic 25-kb bins). We identified each fragment by the single-nucleotide position at its center to reduce the possibility of fragments overlapping with multiple genes or bins. The strand information was considered for RNA tags but discarded for DNA tags. Both RNA and DNA tags were required to be mapped uniquely [Burrows–Wheeler Aligner MAPping Quality (BWA MAPQ) = 37] to the genome.

#### Reproducibility

The reproducibility of the RNA–DNA interaction frequencies across replicates was assessed by counting the occurrences of genic transcripts and 25-kb bin interaction pairs. The results were visualized using the CAGEr (ver. 2.4.0) R package (36).

#### Removal of interaction pairs from blacklisted genomic regions

A blacklist of the mouse genome (mm10) was downloaded from the ENCODE Data Coordination Center. All RNA–DNA interaction pairs associated or overlapped, or both, with these blacklist mouse mm10 genomic regions were removed by using the BEDtoolsr (ver. 2.30.0–5) R package (37) based on the genomic coordinates of the DNA tags.

#### ChIP-seq and ATAC-seq data processing

EZH2 and H3K27me3 ChIP-seq data were obtained from the Gene Expression Omnibus (GEO) database (GSM5658769 and GSM5658773, respectively). H3K9me3 ChIP-seq and ATAC-seq data were obtained from the GEO database (GSM5233300 and GSM5582921, respectively). DNA tags from RADIP RNA–DNA interactions were extracted, and then the distributions of the DNA tags around the center points of the H3K27me3 ChIP peaks, the center points of the EZH2-binding sites, the center points of the H3K9me3 ChIP peaks and the center points of the ATAC peaks were computed by using the computeMatrix function of deepTools (ver. 3.5.0) (38).

#### High-confidence interaction calculation and definition or background removal step

A modified negative binomial distribution approach based on the CHiCANE R package (ver. 0.1.8) (39) was used to calculate the adjusted *P*-value (*q* value) for each RNA–DNA interaction pair. Only statistically significant interaction pairs (*q* value ≤ 0.1) were retained for subsequent analysis.

#### Genome-wide RNA–DNA interaction plots

For the genome-wide interaction plots, the genome was divided into 25-kb bins, and each interaction was assigned to these bins based on both RNA and DNA tags in the significant interaction pairs. Thus, the RNA–DNA interaction pairs were changed to bin–bin interactions across the mouse mm10 genome. The plot was produced in R using the ggplot2 (ver. 3.4.2) R package (40) to visualize all interactions. We selected 25-kb bins for easier visualization because it allows us to modify RNA tag coordinates and directly use DNA tags. The bin size can be adjusted for visualization purposes, either larger or smaller, depending on the need. However, regardless of the bin size, the general conclusions would remain the same. This consistency arises from having the actual coordinates of RNA tags and DNA bins, ensuring that changes in graphical representation do not affect the underlying data coordinates, allowing us to maintain consistent results.

#### PAR-CLIP (EZH2 targeting) and RIP-seq (EZH2 targeting) data processing

PAR-CLIP data were obtained from the GEO database (GSE49433). The mouse mm9 genome used in the PAR-CLIP data was liftOvered to the mouse mm10 genome using CrossMap (ver. 0.5.2) (41). RIP-seq data were obtained from the GEO database (GSM4080157). To enable us to access the genomic coordinates more efficiently, the BigWig format was changed to a BED-based format by bigWigtoBedGraph, a tool released on the UCSC (University of California Santa Cruz) genome browser. The processed PAR-CLIP and RIP-seq data were merged to define EZH2- or PRC2-interacting RNAs.

#### Differential interaction analysis

Common RNAs were determined from RNA names, and RNA–DNA interactions were counted per RNA name and TMM (Trimmed Mean of M-values) normalized by using edgeR (ver. 3.40.2) (42). A volcano plot was created based on the results of the differential interaction analysis after using edgeR (ver. 3.40.2) with customized cutoffs (adjusted *P*-values ≤ 0.1 and absolute value of log_2_ fold change ≥ 0.5).

#### RNA-seq data processing

Enriched RNAs' expression values (in RPKM, reads per kilobase per million mapped reads) were retrieved from the mESCs RNA-seq data (GEO: GSM3239395). EZH2 knockout and EZH2 wild-type RNA-seq reads were obtained from GEO (GSE66814) and were mapped to the mm10 genome by using STAR (ver. 2.5.0a) (43). They were then intersected with GENCODE ver. M25 to generate counts by using htseq-count (ver. 0.13.5) (44). All counts were normalized using the DESeq2 (ver. 1.38.3) R package (45) with the default settings. The log_2_ fold-change values of the normalized RNA-seq data were calculated. Significance was accessed using the ggsignif (ver. 0.6.4) R package (46).

#### GO term analysis

The shift from RNA names to RNA Entrez IDs was done using *bitr function* in clusterProfiler (ver. 4.6.2) (47) R package. The enrichGO function was used to call biological processes significantly associated with the input query RNAs, using the default settings.

#### TAD-like domains

TAD-like domains (TLDs) were built on the basis of *cis* RNA–DNA interaction pairs on each chromosome from chr. 1 to chr. 19 and chr. X by using SuperTAD (ver. 1.2) with the recommend settings (48). After an overall comparison, the TLDs that had changed across the whole mouse mm10 genome were defined and the RNAs located in both anchors of the changed TLDs in the H3K27me3-RADIP samples were defined as ‘Changed TLD’ RNAs.

#### Hi-C paired-end-read processing and comparison with RADIP RNA–DNA interactions

Publicly available Hi-C data for mESCs were obtained (GEO: GSE137274). The Hi-C data were analyzed by using Juicer (ver. 1.6) and Juicer Tools (ver. 1.9.9) (49) with MAPQ = 30. The processed Hi-C data were binned at a fixed resolution of 25 kb and Knight–Ruiz normalized by using straw in Juicer Tools, which is a data extraction API (application program interface) for Hi-C contact maps. Pearson’s correlation coefficient was calculated by comparing Hi-C DNA–DNA contacts with RNA–DNA interactions at the same 25-kb resolution. The TAD structures were also called by using Juicer Tools at 25-kb resolution. Visualization was done by using CoolBox (ver. 0.3.8) (50) and ggplot2 (ver. 3.4.2).

#### Elucidation of the RNA-induced genomic distribution of H3K27me3 and its impact on gene expression

The publicly available data of a differentiation model was utilized. This model involved the culture of mESCs under conditions with leukemia inhibitory factor (LIF) and induced differentiation into embryoid bodies following the removal of LIF and supplementation with 10 μM retinoic acid (RA) for 6 days. RNA-seq and ChIP-seq data were downloaded at the day 0 and 6 time points (GEO: GSE169745). RNA-seq and ChIP-seq data were processed as described above.

#### Sequence motif enrichment analysis

The STREME package (ver. 5.5.3) (51) was used to identify motifs enriched in RNA tags in RADIP libraries. RNA tags of interest were collected and extended by 800 bp from the central points in either direction to simulate the average length of the ChIP peaks for better STREME performance and to overcome the fact that our RNA tags were only about 27 nt long. Ungapped motifs enriched in 1.6-kb query sequences were discovered by using STREME with custom cutoffs (*P* value was no more than 0.05 and enriched peaks were near the central point, standing for the real captured RNA tags containing the identified motifs). The FIMO package (ver. 5.5.3) (52) was used to find those submitted RNA sequences that contained the selected motifs.

## Results

### RADIP technology workflow

We developed the RADIP method to identify RNA–chromatin interactions mediated by a particular protein or specific histone mark by combining the RADICL-seq protocol with a ChIP protocol (Figure 1A, see the ‘Materials and methods’ section). The nuclei of mammalian cells crosslinked in 1% formaldehyde were isolated, and their genomic DNA was digested with DNase I. We followed the RADICL-seq protocol (12) until the step of RNA–chromatin chimera formation, except omitting the use of AMPure XP magnetic beads due to the difficulty in solubilizing RNA–chromatin chimeras once they have attached to the beads. The nuclear membrane was disrupted by sonication, but the sonication time was kept brief to avoid damaging the RNA. Immunoprecipitation was performed using an antibody against a particular protein or a specific type of histone mark. The antibody had selectively captured the target protein to prepare the RADIP samples, and excess uncaptured molecules were washed away. In parallel, we kept 10% of lysate contain RNA–adaptor–DNA chimeric molecules and prepared libraries without antibody selection as the Input sample for comparison. The Input sample essentially corresponds to the original RADICL-seq method (therefore by omitting antibody selection), which we use to calculate the enrichment or depletion of specific RNAs in the RADIP interactomes. For convenience, in subsequent analysis, we refer to it simply as the ‘Input’ sample. To comprehensively investigate the functions of RNAs interacting with genomic sites marked by H3K27me3, we utilized H3K27me3-RADIP to examine the H3K27me3-associated RNA–chromatin interactome in mESCs. We demonstrate the importance of RADIP-seq by elucidating which RNAs collaborate with PRC2 to regulate specific gene expressions and maintain chromatin structures.

**Figure 1.**
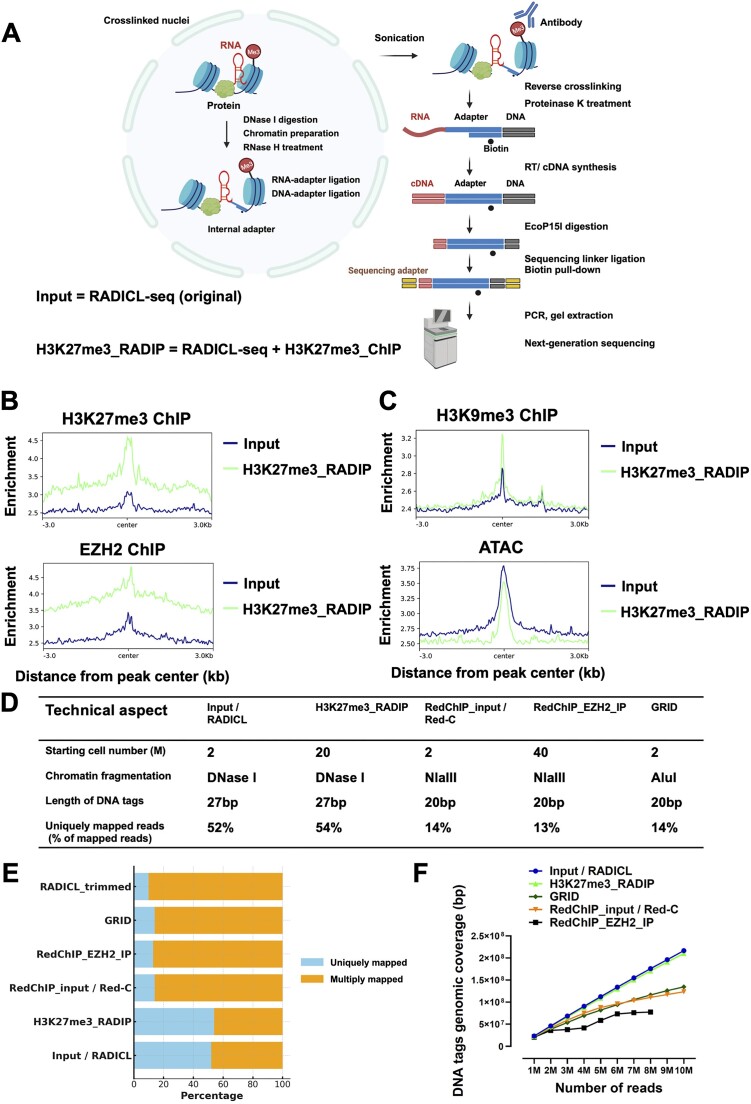
RADIP technology enables the capture of RNA–chromatin interactions mediated by a specific protein or certain types of histone marks. (**A**) Schematic of the RADIP technology. Left: Steps performed *in situ* on fixed nuclei after partial lysis of the nuclear membrane. Right: Steps performed in solution after disruption of the nuclear membrane by sonication. After reversal of crosslinks, the RNA–adaptor–DNA chimera is converted into a fully double-stranded DNA molecule. This molecule is then digested to a designated length using the EcoP15I enzyme. (**B**) Distribution of DNA tags from Input and H3K27me3-RADIP samples around H3K27me3 and EZH2 ChIP-seq peaks in local windows (±3 kb from the center points of the ChIP-seq peaks). (**C**) Distribution of DNA tags from Input and H3K27me3-RADIP samples around H3K9me3 ChIP-seq peaks and ATAC-seq peaks in local windows (±3 kb from the center points of the ChIP-seq peaks and ATAC-seq peaks). (**D**) Comparison of features across different technologies. (**E**) Analysis of read length and mapping results includes uniquely mapped (blue) and multiply mapped (orange) reads reported as percentages of the total read pool. For direct comparison, both DNA and RNA tags of RADICL-seq reads were artificially trimmed to 20 nucleotides. (**F**) Assessment of genomic coverage of DNA tags across different technologies in relation to sequencing depth. Note: Different technologies use various mathematical models to filter out low-frequency RNA–DNA interactions (non-specific interactions), which can influence and change the characteristics of the experimental data. Therefore, when discussing aspects such as enrichment, immunoprecipitation efficiency and comparing results across different technologies, it is crucial to use the raw data before applying background removal. This approach allows for direct comparisons and provides a clearer understanding of the experimental benefits at a fundamental level. All panels were generated by using datasets before the background removal step.

### Quality assessment of RADIP library

We prepared libraries of four biological replicates from the Input samples and four from the H3K27me3-RADIP samples. Our current analysis pipeline requires sequencing the entire internal adaptor to distinguish between the RNA and DNA sides. Therefore, 150-nt single-end sequencing was performed. After separating RNA and DNA reads, rRNA removal, genome alignment and filtering, uniquely mapped RNA–DNA pair reads were used (Supplementary Figure S1A). RADIP exhibited high reproducibility across replicates from each set of samples (Supplementary Figure S1B). We, therefore, merged all replicates in each condition to obtain 270 million 150-nt single-end raw reads from the Input library and 175 million 150-nt single-end raw reads from the H3K27me3-RADIP library. First, we examined the length and sequencing quality of RNA tags and DNA tags 25–27 nt long since the EcoP15I enzyme was used to obtain a designated length of the library (Supplementary Figure S2A and B). We obtained high sequencing quality, with >99% base-call accuracy (Phred score ≥ 25; Supplementary Figure S2C). The distribution of nucleotides in the RNA and DNA tags was uniform, except for the overhang of the T and EcoP15I recognition motif on the two ends of the DNA tags (Supplementary Figure S2D).

After the initial mapping, we used uniquely mapped RNA–DNA pair reads to assess the immunoprecipitation efficiency. Unlike the DNA tags from the Input reads, the DNA tags from the H3K27me3-RADIP reads were preferentially localized at the H3K27me3 ChIP-seq peak regions and at the binding sites of an enzyme that participates in histone methylation and ultimately in transcriptional repression, namely Enhancer of zeste homolog 2 (EZH2) (Figure 1B), indicating that the H3K27me3-RADIP technology preferentially enriched specific fractions within the initial RADICL-seq-derived data. This demonstrates the successful enrichment for PRC2-associated RNA–DNA interactions. In addition, we observed that DNA tags from the H3K27me3-RADIP reads were more enriched in heterochromatic regions marked by H3K9me3, and less enriched in open chromatin regions, as indicated by ATAC-seq data, compared to the DNA tags from the Input reads (Figure 1C). Numerous studies have explored the phenomenon and mechanisms behind why many gene loci in mESCs are simultaneously marked by H3K27me3 and H3K9me3. This dual marking is considered a characteristic feature of mESCs. Several reasons have been proposed to explain this, including the following: (i) The H3K9 methyltransferase SETDB1 targets and represses a subset of bivalent genes marked by H3K27me3, catalyzed by Polycomb group proteins, and H3K4me3, catalyzed by Trithorax proteins. This dual repression by H3K27me3 and H3K9me3 ensures robust and stable silencing of developmental regulators, which is critical for maintaining mESCs pluripotency and stability (53). (ii) Additionally, PRC2 and H3K27me3 marks are essential for HP1α stability at chromatin. Knockdown of the PRC2 subunit EZH2 leads to HP1α degradation, and overexpressing H3K27me3 demethylases has a similar effect. H3K27me3 enhances HP1α binding to H3K9me3 peptides, a process dependent on PRC2, suggesting a cooperative mechanism for HP1α anchorage involving methylation at both K9 and K27 residues. RNA-mediated recruitment of PRC2 facilitates H3K27me3 deposition, which promotes HP1α binding and the establishment of H3K9me3 marks, reinforcing heterochromatin stability (54).

Furthermore, by intersecting our data with repeat elements (REs) obtained from the RepeatMasker website (http://www.repeatmasker.org), we found that in H3K27me3-RADIP raw data, 25.4% of the total RNA tags overlapped with REs, including transposable elements. This finding underscores the critical role of RNA-guided PRC2 binding in supporting heterochromatin stability, silencing REs, protecting genome integrity and maintaining the pluripotency of mESCs.

### Comparison of RADIP with existing technologies

Building upon the foundational principles of RADICL-seq, RADIP offers enhanced genomic coverage and superior unique mapping efficiency compared to existing methods. These advantages are achieved through two primary technical aspects (Figure 1D), detailed as follows:

(i) The GRID-seq (10), Red-C (13) and RedChIP (55) protocols utilize the type II restriction enzyme MmeI to trim DNA tags from chimeric RNA–DNA interaction reads, producing a maximum of 20 nt per DNA tag. In contrast, the 27 nt DNA tags generated by the EcoP15I restriction enzyme used in RADICL-seq and RADIP protocols produce more extended DNA tags, which are mapped uniquely to the genome much more efficiently when compared to GRID-seq. Although the Red-C and RedChIP protocols did not trim RNA tags, the absence of size selection and purification leads to a substantial proportion of uninformative sequences in the final library. Notably, when comparing the percentage of sequencing reads that can be mapped to the mouse genome on both DNA and RNA sides, RADICL-seq and RADIP outperform GRID-seq, Red-C and RedChIP, with more than a four-fold increase in the percentage of unique mapping reads (54% versus 13%). To confirm these results, we artificially trimmed RADICL-seq tags from 27 to 20 nt for both RNA and DNA reads and observed a dramatic reduction in the fraction of uniquely mapped RNA–DNA interactions, dropping from 52% to 10%. This reduced unique mapping rate is comparable to that observed in the GRID-seq, Red-C and RedChIP datasets, which contain DNA tags of 20 nt (Figure 1E). (ii) Unlike Red-C and RedChIP, which employ the restriction enzyme NlaIII, and GRID-seq, which uses AluI to digest genomic DNA, RADICL-seq and RADIP utilize controlled DNase I digestion. This method effectively avoids sequence biases inherent in restriction enzyme-based distribution on the genomes, achieving more uniform chromatin shearing. RADICL-seq and RADIP not only deliver higher genomic coverage, demonstrating increased coverage to sequencing depth, maintaining comparable coverage levels throughout. In contrast, starting with the same cell number and exhibiting similar unique mapping rates, GRID-seq and Red-C achieve lower coverage than RADICL-seq and RADIP, which plateaus upon analyzing 10 million RNA–DNA interactions. RedChIP, building upon Red-C technology, selectively enriches for EZH2-associated RNA–DNA interactions from the whole RNA–DNA interactions detected by Red-C. This targeted enrichment further narrows the genomic regions that are ultimately captured (Figure 1F).

These analyses suggest that RADIP comprehensively captures protein-associated RNA–chromatin interactions with reduced genomic bias, thereby enhancing our understanding of the functional roles of these chromatin-bound RNAs.

### Removal of background from RNA–DNA interaction pairs in RADIP data

Previously, we showed that more than 60% of the uniquely mapped reads in the RADICL-seq data consisted of a single read interaction per bin when we spliced the linear genome into bins of 25-kb intervals (12). In our current study, we also observed many interactions in *trans* (*trans* interactions refer to the RNA tags and their target DNA tags are on different chromosomes) involving transcripts from protein-coding genes. Still, we could not assess whether they represented specific interactions, as speculated previously (10,13,14). Moreover, we observed many *trans* interactions in the Input data (69%) and H3K27me3-RADIP data (73%). If the RNA tags were assumed to be baits and the DNA tags were assumed to be targets, then the RADIP data generated a large volume of RNA–DNA interaction data with a complexity equivalent to that of the DNA–DNA contact data obtained by using Capture Hi-C (CHi-C) technology. We therefore adapted the CHiCANE package (39), designed for the analysis of CHi-C data, for the statistical assessment of RNA–DNA interactions (Supplementary Methods). An RNA–DNA interaction matrix based on all observed interaction pairs was assembled by individually mapping RNA tags to their reference loci and their corresponding DNA tags in 25-kb genomic bins. By considering RNA’s ability to interact with chromatin DNA, we created the background for each RNA using the truncated NB (negative binomial) test. We compared the observation of each RNA interaction with a genomic bin with the background and assigned *P* values. The false discovery rate was estimated using Benjamini–Hochberg multiple-testing correction, and the RNA–DNA interaction pairs were judged to be ‘significant’ if the adjusted *P*-value was ≤ 0.1. We removed background RNA–DNA interactions and inferred a set of 1.3 million ‘significant’ RNA–DNA interaction pairs in the Input dataset and 1.4 million in the H3K27me3-RADIP dataset (Supplementary Figure S3A), even though many of the *trans* interactions were eliminated because of their low frequency (Supplementary Figure S3B. 

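RADIP joins an RNA and a nearby piece of chromatin DNA through a bridge adaptor and then selects the joined molecules with an antibody, here against H3K27me3. The cells were mESCs of the line PGK12.1, fixed with 1% formaldehyde. The Input libraries were made from lysate that had not met the antibody. The sample labels list 8 libraries per condition and the paper reports 4 biological replicates, all merged by the authors into 1 table of significant pairs per condition. A single line of these tables is 1 pair of an RNA tag and a DNA tag. The tables held 1305107 pairs for Input and 1415135 pairs for H3K27me3-RADIP. The authors mapped the tags to mm10, kept uniquely mapped pairs, annotated the RNA tag with GENCODE genes and assigned the DNA tag to a 25-kb bin. Pairs with DNA tags in blacklisted regions and pairs above an adjusted *P*-value of 0.1 had already been removed from the tables, so the pairs before background removal were not analysed here. The adjusted *P*-value belongs to a combination of an RNA and a bin. Input had 64121 such combinations and H3K27me3-RADIP had 73578, with at least 7 pairs in each and a median of 13 pairs in both libraries. Pairs that repeated the 2 tag positions of another pair made up 6.79% of the Input table and 9.74% of the H3K27me3-RADIP table. Because the tables carry no molecular identifiers, repeated pairs cannot be told from copies made by amplification, and every interval and floor given for these libraries covers counting error only. No replicate error can be given, since the replicates were merged. Shares of pairs were given a 95% Wilson interval and compared between the libraries with a 2-sided chi-square test, which compares those 2 merged libraries, not the conditions. A share of 3 pairs of a library's total, the smallest taken as detectable, was 0.000230% in Input and 0.000212% in H3K27me3-RADIP. This lies below the 7 pairs of the smallest listed combination. Gene positions were taken from an older GENCODE release for the same genome build than the one the authors used. Of the gene identifiers with their version, 9779 of 10180 in Input and 10252 of 10666 in H3K27me3-RADIP were found in that release. Without the version, 10172 and 10656 were found.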

Note: *cis* interactions refer to the RNA tags and their target DNA tags being located on the same chromosome. In contrast, *trans* interactions refer to the RNA tags and their target DNA tags are on different chromosomes.).

### H3K27me3-RADIP enriched more long-range RNA–chromatin interactions compared to the input

To visualize the RNA–chromatin interactions globally, we reorganized the RNA tags and their corresponding DNA tags into a two-dimensional contact matrix in 25-kb bins to represent RNA–DNA interactions in the Input and H3K27me3-RADIP samples (Figure 2A). The diagonal signal clearly showed a tendency towards proximal *cis* interactions (interactions near the genomic regions where RNAs were transcribed) in both the Input and the H3K27me3-RADIP samples. However, we observed that certain RNAs could interact with chromatin in a long-range *cis* (the RNA tags and their target DNA tags are on the same chromosome but separated by a linear distance greater than 100 kb) or *trans* manner (Figure 2A). 

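The distance of a pair was taken between the centres of its RNA tag and its DNA tag. In Input, 40.6% of the significant pairs (interval 40.5 to 40.7) lay within 25 kb of the site of transcription, compared with 34.4% (34.4 to 34.5) in H3K27me3-RADIP. The difference was -6.18 percentage points (-6.29 to -6.06, chi-square 11059 on pairs of the 2 merged libraries). Within 100 kb lay 63.4% of the pairs in Input and 56.1% in H3K27me3-RADIP.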

Compared with the Input samples, the H3K27me3-RADIP samples demonstrated larger numbers of long-range *cis*, which were distant from the diagonal line yet remained on the same chromosome, and increased *trans* interactions (Figure 2B). 

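Pairs over 100 kb apart on the same chromosome numbered 472813 in Input, which is 36.2% of all its pairs (interval 36.1 to 36.3). H3K27me3-RADIP had 615553 such pairs, or 43.5% (43.4 to 43.6). The shares differed by 7.27 percentage points (7.15 to 7.39, chi-square 14950). The share was higher in H3K27me3-RADIP on 20 of 20 chromosomes. The alternative that moved this difference most gave every RNA with at least 10 *cis* pairs in both libraries the same weight, and the difference was then 3.13 points, from 9.47% to 12.6%. *Trans* pairs numbered 4505 in Input (0.345%, interval 0.335 to 0.355) and 5313 in H3K27me3-RADIP (0.375%, 0.365 to 0.386). This difference was 0.0303 percentage points (0.0160 to 0.0445, chi-square test, p = 3.22e-05). *Malat1* supplied 1199 of the *trans* pairs in Input and 2130 in H3K27me3-RADIP. The spliceosomal RNA gene *Gm22973* supplied 2940 and 1765, and 1.12% and 1.19% of these had an RNA tag whose sequence occurs at more than 1 place in the genome. *Snord118* supplied 169 and 569 *trans* pairs, of which 7.10% and 11.1% had such a tag, and *Rmrp* supplied 108 and 293 with none. Without *Malat1*, whose own gain exceeds that of all *trans* pairs, the *trans* share was 0.254% in Input and 0.225% in H3K27me3-RADIP, a difference of -0.0283 points (-0.0399 to -0.0166, chi-square test, p = 1.89e-06). Without *Gm22973*, an alternative chosen after the data were seen, it was 0.120% and 0.251%, a difference of 0.131 points (0.121 to 0.141), and without both, chosen in the same way, 0.0281% and 0.101%.

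**Figure D1:**
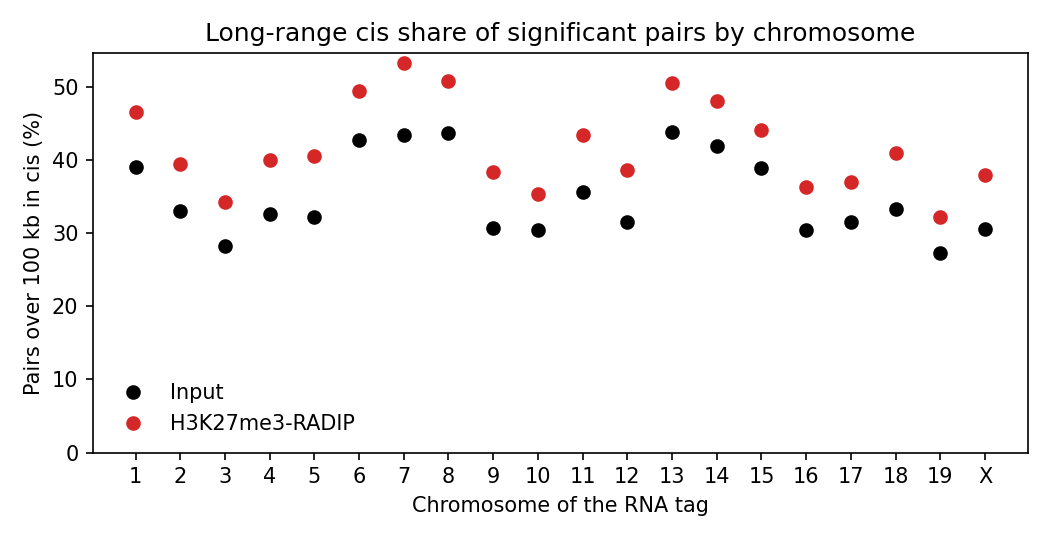
Percentage of significant pairs of each chromosome with more than 100 kb between the RNA tag and the DNA tag in *cis*, by chromosome of the RNA tag, in the merged Input library (black) and the merged H3K27me3-RADIP library (red). The red point lies above the black point on 20 of 20 chromosomes. Input ranges from 27.4% on chromosome 19 to 43.8% on chromosome 13, and H3K27me3-RADIP from 32.2% on chromosome 19 to 53.4% on chromosome 7.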

We quantified all RNA–DNA interactions according to the distance categories. 

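From 100 kb to 1 Mb lay 31.6% of the Input pairs (interval 31.6 to 31.7) and 36.2% of the H3K27me3-RADIP pairs (36.1 to 36.3), a difference of 4.57 percentage points (4.46 to 4.68, chi-square 6315). Over 1 Mb apart were 60008 pairs in Input, or 4.60% (4.56 to 4.63), and 103294 pairs in H3K27me3-RADIP, or 7.30% (7.26 to 7.34). The difference over 1 Mb was 2.70 points (2.65 to 2.76, chi-square 8780). With each RNA given the same weight, the share over 1 Mb was 0.313% in Input and 0.510% in H3K27me3-RADIP. At shorter range the shares were lower in H3K27me3-RADIP: 9.13% against 7.66% under 1 kb, 18.5% against 15.6% from 1 to 10 kb, and 35.8% against 32.9% from 10 to 100 kb.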

We found that the interactions in the long-range *cis* (100 kb to 1 Mb and more than 1 Mb) category was larger in the H3K27me3-RADIP sample than in the Input sample (Figure 2C). We observed a significant decrease in RNA–DNA interactions at distances exceeding 1Mb in both Input and H3K27me3-RADIP samples. 

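Per 100 kb of distance, Input had 81991 pairs between 100 and 500 kb, 16968 between 500 and 1000 kb, 3981 between 1000 and 2000 kb, and 520 between 2000 and 5000 kb. H3K27me3-RADIP had 99726, 22671, 5686 and 914 pairs per 100 kb in the same 4 ranges. The number fell from each range to the next in both libraries.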

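The mean distance of *cis* pairs was 246 kb in Input and 450 kb in H3K27me3-RADIP, a ratio of 1.82. Resampling the RNAs 1000 times gave a 95% range of 1.65 to 1.99 for this ratio; the range describes how much it rests on single RNAs and is not a replicate error. The median distance was 44.0 kb in Input (quartiles 7.93 and 198 kb) and 68.5 kb in H3K27me3-RADIP (11.7 and 281 kb), a ratio of 1.56 (1.50 to 1.61). The mean moved most when it was restricted to the 48615 combinations of an RNA and a bin listed in both libraries, an alternative chosen after the data were seen, with means of 194 and 222 kb and a ratio of 1.14.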

Upon comparing the lengths of RNA–DNA interactions from Input and H3K27me3-RADIP samples with topologically associating domains (TADs) derived from Hi-C data, it was evident that H3K27me3-RADIP significantly captures more long-range RNA–DNA interactions compared to Input. However, most interaction lengths were still shorter than those observed in the TADs from Hi-C. The average TAD length of ∼0.8 M indicates that DNA–DNA interactions are crucial in restricting how far the many RNAs can spread from their transcription sites to interact with distant DNA regions (Figure 2D). These results suggest that RNA–chromatin interactions mediated by H3K27me3 histone marks occurred at relatively long distances, with some RNAs interacting with chromatin separated by more than 100 kb from their transcribed sites. 

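Against a length of 0.8 Mb, 93.7% of the *cis* pairs in Input (interval 93.7 to 93.8) and 90.6% in H3K27me3-RADIP (90.5 to 90.6) were shorter. The Hi-C domains themselves were not used here.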

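Over the 7256 RNAs with at least 10 *cis* pairs in both libraries, the median distance was longer in H3K27me3-RADIP for 5021 RNAs (69.2%) and not longer for 2235 (30.8%). The median of the ratios of these distances was 1.34. RNAs are not independent replicates, so no test was made across them. From the larger long-range *cis* category and the longer distances in H3K27me3-RADIP, the paper proposes that interactions mediated by H3K27me3 histone marks occur at relatively long distances.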

The RNA–DNA interaction matrix on chromosome 7 was enhanced as a representative region. 

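*Kcnq1ot1* (ENSMUSG00000101609.2) is an antisense lncRNA on the minus strand of chromosome 7, from 143203458 to 143296549 in mm10. It had 5350 pairs in 189 bins in Input and 11139 pairs in 408 bins in H3K27me3-RADIP, and 171 of the bins were shared. Its mean *cis* distance was 1156 kb in Input (quartiles 134 and 1120 kb) and 2995 kb in H3K27me3-RADIP (197 and 1977 kb), a ratio of 2.59. Between the medians, 536 and 769 kb, the ratio was 1.44. With pairs of q at most 0.01, the ratio of the means was 2.06. The bin of *Cdkn1c* held 84 *Kcnq1ot1* pairs in Input and 201 in H3K27me3-RADIP. *Tenm4* (ENSMUSG00000048078.16), a protein-coding gene on the plus strand of chromosome 7 from 96171246 to 96911093, contains the genes *Mir708* and *Mir6394* on its own strand. It had 8679 pairs in 285 bins in Input and 11573 pairs in 453 bins in H3K27me3-RADIP, with 206 bins shared. The mean distance of *Tenm4* was 1963 kb in Input (quartiles 109 and 1401 kb) and 4677 kb in H3K27me3-RADIP (157 and 3299 kb), a ratio of 2.38, while the medians of 513 and 724 kb had a ratio of 1.41.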

On chromosome 7 in the H3K27me3-RADIP samples, for example, the interactions of *Kcnq1ot1* and *Tenm4* RNAs had longer distances between the RNA tags and their target DNA regions than in the Input samples (Figure 2E).

**Figure 2.**
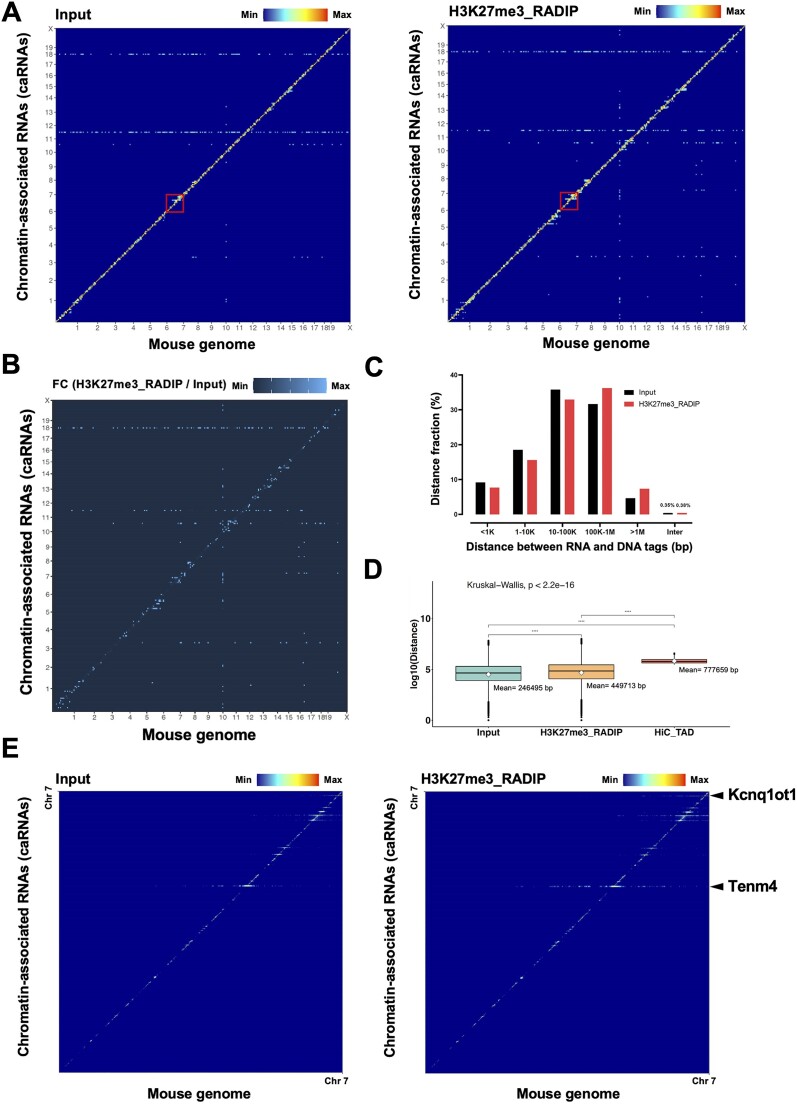
H3K27me3-RADIP enriched more long-range RNA–chromatin interactions compared to the Input. (**A**) Heatmap showing caRNAs across the whole genome in mouse ESCs. *Y*-axis: caRNAs. *X*-axis: Mouse mm10 genome. Left: Input sample; right: H3K27me3-RADIP sample. (**B**) Calculation and visualization of the fold-change values after comparison of the H3K27me3-RADIP and the Input samples, showing that the H3K27me3-RADIP samples captured more long-range *cis* interactions and *trans* interactions that were far from the diagonal. FC, fold change. (**C**) RNA–chromatin interactions in Input (black) and H3K27me3-RADIP (red) samples, quantified according to the genomic distance between RNA and DNA tags. (**D**) The comparison of the lengths of RNA–DNA interactions from Input and H3K27me3-RADIP samples with TADs derived from Hi-C data showed that H3K27me3-RADIP significantly captures more long-range RNA–DNA interactions than the Input. However, most of these interaction lengths were still shorter than those observed in the TADs from Hi-C data. (**E**) The representative chromosome (chr.) 7 is enlarged, showing that some RNAs could interact with chromatin in a long-range *cis* manner and the interaction distance may be longer than that in the Input sample.

### Definition of RNA species enriched by H3K27me3-RADIP

We initially compared RNA tags captured by the Input and H3K27me3-RADIP libraries. We observed that the number of RNA species harvested increased proportionately with sequencing depth in both libraries, but the total number was lower in the H3K27me3-RADIP library compared to the Input library (Figure 3A, left). Next, to confirm that the RNAs filtered out by H3K27me3-RADIP were predominantly transcribed from euchromatin regions not associated with H3K27me3 histone marks, we analyzed the overlap with the photoactivatable-ribonucleoside-enhanced cross-linking and immunoprecipitation (PAR-CLIP) and RNA immunoprecipitation (RIP-seq) datasets targeting EZH2, a core component of PRC2. The lack of overlap with these EZH2-targeted datasets in the RNAs filtered out by H3K27me3-RADIP underscores that this technology effectively excludes RNA–DNA interactions unrelated to PRC2 (Figure 3A, right).

**Figure 3.**
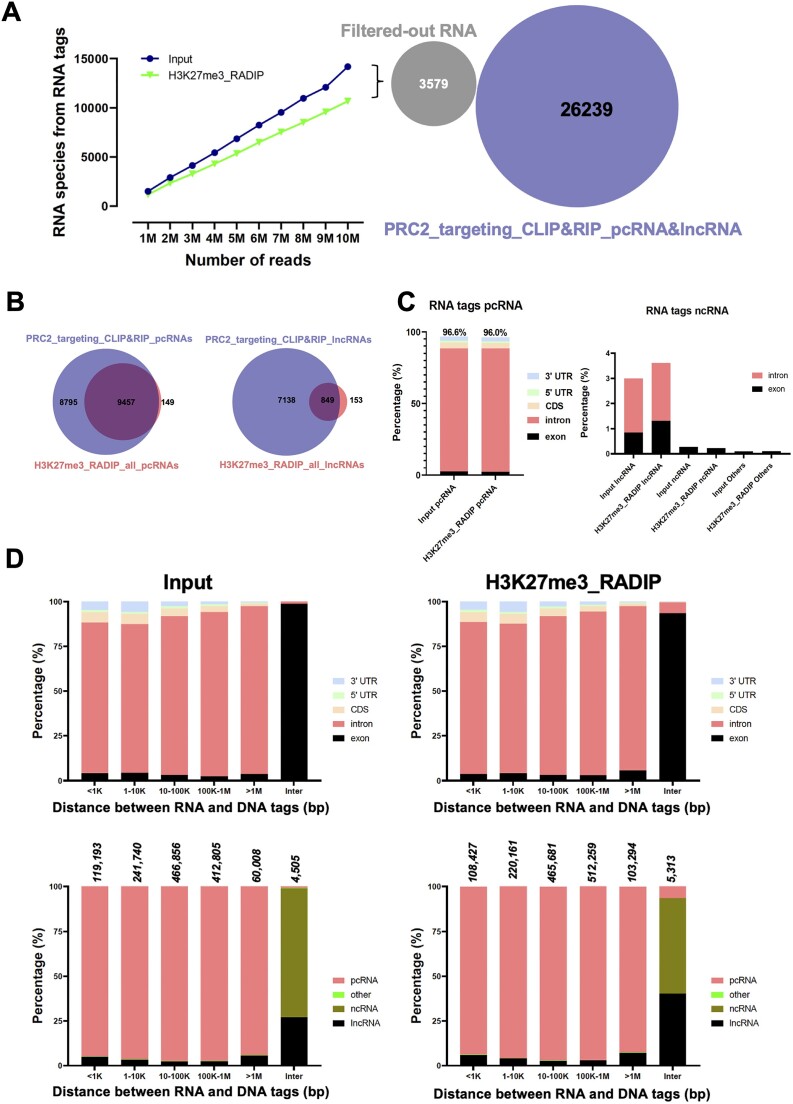
Characterization of RNA species in RNA–chromatin interactions mediated by H3K27me3 histone marks. (**A**) Evaluation of RNA species captured from Input and H3K27me3-RADIP samples in relation to sequencing depth. The number of RNA species harvested increased proportionately with sequencing depth in both libraries but was lower in the H3K27me3-RADIP library than in the Input library. Moreover, the filtered-out RNAs by H3K27me3-RADIP were predominantly transcribed from euchromatin regions not associated with H3K27me3 histone marks, as evidenced by their lack of overlap with the EZH2-targeted PAR-CLIP and RIP-seq datasets, demonstrating that H3K27me3-RADIP technology effectively excluded RNA–DNA interactions unrelated to PRC2. (**B**) Overlap of protein-coding RNA (pcRNA) species identified by H3K27me3-RADIP technology with those identified by the EZH2-targeted PAR-CLIP and RIP-seq datasets, as well as overlap of lncRNA species identified by H3K27me3-RADIP technology with those identified by the EZH2-targeted PAR-CLIP and RIP-seq datasets. (**C**) Origins of RNA tags. Both Input and H3K27me3-RADIP significant RNA tags were found to be dominated by pcRNA intronic regions (about 86%) (left columns). The origins of ncRNA are shown (right columns). (**D**) Input RNA–DNA interactions (left) and H3K27me3-RADIP RNA–DNA interactions (right) were quantified according to the genomic distance between the RNA and DNA tags. Both Input and H3K27me3-RADIP RNA–DNA interactions were catalogued and calculated according to the derived regions of the RNA tags and the classes of the RNA tags.

Additionally, the substantial overlap of pcRNA species identified using H3K27me3-RADIP with those found in the EZH2-targeted PAR-CLIP and RIP-seq datasets, along with the notable overlap of lncRNA species between these datasets, suggests that most H3K27me3-associated RNA–DNA interactions captured by H3K27me3-RADIP are directly associated with PRC2 (Figure 3B).

To investigate the RNA origins of RNA–DNA interaction pairs that participated in long-range interactions in the H3K27me3-RADIP samples, we analyzed the differences between the Input and H3K27me3-RADIP samples in the distributions of the significant RNA–DNA interaction pairs for various transcript biotypes and RNA regions. About 86% of the RNA–DNA interaction pairs in the Input and H3K27me3-RADIP samples were dominated by intronic RNA reads originating from protein-coding genes. 

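Intronic tags of pcRNAs supplied 1121264 of the Input pairs (85.9%, interval 85.9 to 86.0) and 1218544 of the H3K27me3-RADIP pairs (86.1%, 86.1 to 86.2), by the region labels in the authors' tables. The difference was 0.194 percentage points (0.112 to 0.277, chi-square test, p = 3.87e-06), and the share was higher in H3K27me3-RADIP on 14 of 20 chromosomes. Without the 10 RNAs with the most pairs the difference was 0.384 points. The alternative that moved it most weighted the pairs of H3K27me3-RADIP to the distance categories of Input and was chosen after the data were seen; the difference was then -0.306 points, so the higher share goes with the longer distances. Coding sequence of pcRNAs supplied 4.17% of the pairs in Input and 3.94% in H3K27me3-RADIP. All lncRNA tags together made up 2.99% in Input and 3.61% in H3K27me3-RADIP.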

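Exonic lncRNA tags supplied 11049 pairs in Input (0.847%, interval 0.831 to 0.862) and 18510 in H3K27me3-RADIP (1.31%, 1.29 to 1.33). The difference was 0.461 percentage points (0.437 to 0.486, chi-square 1345), or 7461 more pairs. *Kcnq1ot1* accounted for 5789 of the additional pairs (77.6%). *Malat1* rose from 1494 to 2653 exonic pairs and accounted for 1159 (15.5%), and *Neat1* accounted for 243 (3.26%). *Malat1* (ENSMUSG00000092341.3) lies on the minus strand of chromosome 19 from 5795690 to 5802672 and contains *Gm27694* on its own strand. The share of exonic lncRNA tags was 0.733% in Input and 1.12% in H3K27me3-RADIP without *Malat1*, and 0.438% and 0.525% without *Kcnq1ot1*. Without the 10 RNAs with the most pairs, *Kcnq1ot1* among them, the difference was 0.0987 points.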

In the H3K27me3-RADIP samples, the percentage of RNA–DNA interaction pairs from exonic RNA tags of lncRNAs was marginally increased (Figure 3C), although the increased tags largely corresponded to *Malat1* lncRNA. Our results agree with the previous studies that have highlighted abundant global binding of the *Malat1–*PRC2 complex on chromatin; this includes many *trans* interactions (56,57). 

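Within each distance category, the share of intronic pcRNA tags in H3K27me3-RADIP was compared with that in Input. It was 80.1% in Input and 79.4% in H3K27me3-RADIP under 1 kb, 80.4% and 80.0% from 1 to 10 kb, and 86.7% and 86.6% from 10 to 100 kb. At long range it was 90.2% and 89.9% from 100 kb to 1 Mb, and 90.7% and 89.3% over 1 Mb. The share of lncRNA tags over 1 Mb was 5.51% in Input and 6.99% in H3K27me3-RADIP. In *trans*, non-coding RNAs other than lncRNAs supplied 72.0% of the pairs in Input and 53.3% in H3K27me3-RADIP, lncRNAs 27.0% and 40.3%, and intronic pcRNA tags 0.710% and 5.85%.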

The Input and the H3K27me3-RADIP samples displayed very similar profiles regarding RNA origins and interaction distances (Figure 3D). These results suggested that specific RNA origins or transcript biotypes may not contribute to long-range RNA–chromatin interactions mediated by H3K27me3.

Next, we investigated whether specific RNA species in the H3K27me3-RADIP samples reflected RNA–chromatin interactions dependent on H3K27me3 histone marks. We focused on transcripts from protein-coding genes (referred to as ‘pcRNAs’. Notably the 86% fraction of the pcRNAs consist of introns of protein-coding genes.) and lncRNA species captured by the Input and H3K27me3-RADIP samples. 

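Species were counted as RNA names with at least 1 significant pair. Of the pcRNA names, 8158 were found in both libraries, 1130 only in Input and 1448 only in H3K27me3-RADIP. The 8158 were 84.9% of the H3K27me3-RADIP pcRNAs (interval 84.2 to 85.6). Shared pcRNAs had a median of 41 pairs in Input and 40 in H3K27me3-RADIP, whereas those found only in H3K27me3-RADIP had a median of 9 pairs. Counting only species with at least 10 pairs moved the shared percentage most, to 85.9%.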

About 85% of the pcRNA species captured by H3K27me3-RADIP overlapped with those captured by Input. The numbers of pcRNA species captured by both samples were similar (Input: 9 288; H3K27me3-RADIP: 9 606). In contrast, only about 57% of the lncRNA species captured by H3K27me3-RADIP overlapped with those of Input, with H3K27me3-RADIP capturing more lncRNAs species than Input (Input: 852; H3K27me3-RADIP: 1 002) (Figure 4A). These results suggested that some lncRNAs were preferentially captured by the H3K27me3-RADIP technology and that these identified lncRNAs had greater potential to recruit PRC2, thereby facilitating the deposition of H3K27me3 histone modification marks. 

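The 2 libraries had 572 lncRNA names in common, which was 57.1% of the H3K27me3-RADIP lncRNAs (interval 54.0 to 60.1) and 67.1% of the Input lncRNAs. Another 280 were found only in Input and 430 only in H3K27me3-RADIP. With pairs of q at most 0.01, the alternative that moved the percentage most, 54.8% of the H3K27me3-RADIP lncRNAs were shared.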

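The lncRNAs found only in H3K27me3-RADIP had a median of 8 pairs and at most 30 pairs, and 86.5% of them had fewer than 15. They supplied 8.24% of the lncRNA pairs of that library. The lncRNAs found only in Input also had a median of 8 pairs, with at most 37. Shared lncRNAs had a median of 16 pairs in H3K27me3-RADIP and 15 in Input. From the smaller overlap and the larger number of lncRNA species in H3K27me3-RADIP, the paper proposes that some lncRNAs were preferentially captured by the technology and had a greater potential to recruit PRC2.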

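Pairs were counted per RNA name in each library and normalized within each class by the TMM method. Each shared RNA was tested with an exact negative binomial test, 2-sided and conditional on its total, and the p-values were adjusted by the Benjamini–Hochberg method. With 1 merged library per condition there are no replicates to estimate the variation between them, and the paper's text does not name the value used, so a biological coefficient of variation of 0.1 was assumed. The result compares those 2 merged libraries, not the conditions. At an adjusted p-value of at most 0.1 and an absolute log2 fold change of at least 0.5, 1176 of 8158 shared pcRNAs passed (14.4%), 563 higher and 613 lower in H3K27me3-RADIP. Among the 572 shared lncRNAs, 53 passed (9.27%), 32 higher and 21 lower. The assumed variation moved the pcRNA count most: at 0.4 none passed in either class, while 107 pcRNAs and 5 lncRNAs had an unadjusted p-value under 0.05. The lncRNA count moved most, to 303, with TMM-normalized CPM values entered as counts, an alternative chosen after the data were seen. Libraries with 200 changed RNAs per class were simulated with the same assumed variation of 0.1 and without background removal. In these the test found 44.5% of the changed pcRNAs and 38.5% of the changed lncRNAs, and called 4 of 7958 unchanged pcRNAs and 5 of 372 unchanged lncRNAs. The few false calls follow from simulating the variation that the test assumes, so they do not show how many calls in the data are false. Intervals of single RNAs cover counting error only. Among shared pcRNAs with at least 50 pairs, *Pde1c* (log2 fold change 3.49, interval 2.45 to 4.75), *Fras1* (3.18), *Pkhd1* (3.14) and *Htr4* (2.65) were among those with the largest changes. The most negative were *Lnpep* (-3.65, interval -4.63 to -2.80), *Nkain2* (-3.34), *Cntn4* (-3.08), *Phtf1* (-3.00) and *Mei4* (-2.96). *Pde1c*, *Fras1*, *Pkhd1* and *Htr4* had 7 or 8 pairs in 1 bin in Input. The most negative had 8 to 12 pairs in 1 bin in H3K27me3-RADIP. No combination under 7 pairs is listed, and bins that did not pass background removal are missing from all counts. How much of a fold change comes from this cut cannot be told, and the intervals do not cover it. Among lncRNAs, *4933431K23Rik* (1.91), *4932443L11Rik* (1.61) and *Gm48591* (1.61), which lies within *Rassf3* on the same strand, were among the highest. *Junos* (-2.20), *Platr28* (-1.24), *Platr4* (-1.22) and *Gm28037* (-1.13), which overlaps *Rpl24* and *Zbtb11*, were among the lowest. Several of these genes contain smaller annotated genes on the same strand, whose tags cannot be assigned between them here.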

Among the shared pcRNAs and lncRNAs in the Input and H3K27me3-RADIP samples, about 10.5% of the pcRNAs and 53% of the lncRNAs were differentially enriched (including both Input- and H3K27me3-RADIP-enriched), as determined from the normalized counts of RNA–DNA interaction pairs (adjusted *P*-values ≤ 0.1 and absolute value of log_2_ fold change ≥ 0.5) (Figure 4B, top). The enriched pcRNAs and lncRNAs were queried by expression level by using the RNA-seq data. There were low levels of expression of pcRNAs and lncRNAs enriched in the H3K27me3-RADIP samples (Figure 4B, bottom).

**Figure 4.**
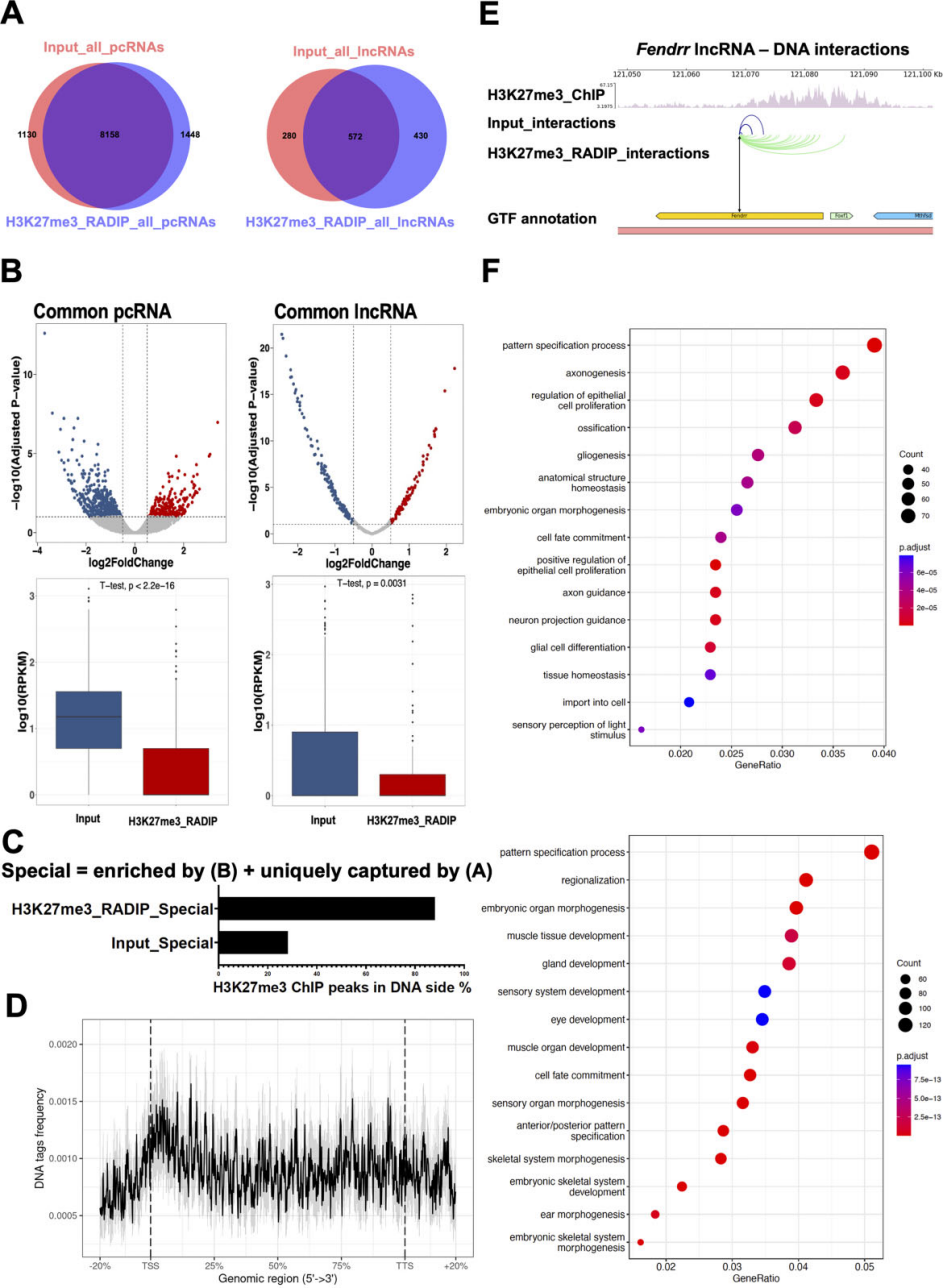
Definition of RNA species enriched by H3K27me3-RADIP. (**A**) Overlap of pcRNA species identified in Input and H3K27me3-RADIP samples, as well as overlap of lncRNA species identified in Input and H3K27me3-RADIP samples. (**B**) Left: Differential interaction analysis of common pcRNAs detected in both Input and H3K27me3-RADIP samples (top). Expression of pcRNAs enriched in Input and H3K27me3-RADIP samples (bottom). Right: Differential interaction analysis of common lncRNAs detected in both Input and H3K27me3-RADIP samples (top). Expression of lncRNAs enriched in Input and H3K27me3-RADIP samples (bottom). (**C**) Percentage of H3K27me3 ChIP peaks located in DNA-side tags from Input ‘Special’ [enriched by differential interaction analysis of panel (**B**) + uniquely captured by panel (**A**)] RNA–chromatin interaction pairs and H3K27me3-RADIP ‘Special’ [enriched by differential interaction analysis of panel (**B**) + uniquely captured by panel (**A**)] RNA–chromatin interaction pairs. (**D**) Distribution of DNA-side tags from H3K27me3-RADIP ‘Special’ [enriched by differential interaction analysis of panel (**B**) + uniquely captured by panel (**A**)] RNA–chromatin interaction pairs across genomic regions. (**E**) Representative lncRNA–DNA interactions mediated by H3K27me3 histone marks (*Fendrr* lncRNA). Note that the source RNA region was set to the center of the *Fendrr* gene. (**F**) Gene ontology (GO) term analysis of pcRNAs and lncRNAs from H3K27me3_RADIP ‘Special’ RNAs (top), as well as target genes covered by the H3K27me3 ChIP peak regions of these RNAs (bottom).

Among the common pcRNAs and lncRNAs in the Input and H3K27me3-RADIP samples, we conducted a differential interaction analysis to identify RNAs with higher interaction frequencies in H3K27me3-RADIP samples compared to Input samples. These RNAs are referred to as H3K27me3-RADIP enriched RNAs. Additionally, some RNAs are exclusively captured in H3K27me3-RADIP samples, termed H3K27me3-RADIP unique RNAs. Therefore, H3K27me3-RADIP ‘Special’ (enriched + unique) RNAs are those either exclusively captured in H3K27me3-RADIP samples or with significantly higher interaction frequencies with chromatin in H3K27me3-RADIP samples. Similarly, the Input ‘Special’ (enriched + unique) RNAs are either exclusively captured in Input samples (Input unique RNAs) or have significantly higher interaction frequencies with chromatin in Input samples, termed Input enriched RNAs.

Therefore, the RNAs that are biased towards Input samples are referred to as Input ‘Special’ (enriched + unique) RNAs (Supplementary Table S1), while those biased towards H3K27me3-RADIP samples are termed H3K27me3-RADIP ‘Special’ (enriched + unique) RNAs (Supplementary Table S2). 

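Put together in the same way from the tests on pair counts, the H3K27me3-RADIP 'Special' RNAs comprised 2011 pcRNAs and 462 lncRNAs, and the Input 'Special' RNAs comprised 1743 pcRNAs and 301 lncRNAs. The copies of the paper's Supplementary Tables S1 and S2 used here end before the last unique lncRNAs. Of the 1997 RNAs that could be read from Supplementary Table S2, 1924 (96.3%) were 'Special' here as well, and of the 1991 that could be read from Supplementary Table S1, 1799 (90.4%) were. Unique RNAs match by definition, since both sets of lists rest on the same significant pairs. Of the RNAs listed as enriched in H3K27me3-RADIP, 289 of 289 pcRNAs but only 31 of 104 lncRNAs were called here. For those listed as enriched in Input, 549 of 563 pcRNAs and 21 of 199 lncRNAs were called. The H3K27me3-RADIP unique pcRNAs with the most pairs were *Dcdc2a* with 80, *Foxo6* with 45, *Ldb2* with 44, and *Chsy3* and *Notch3* with 39 each. The Input unique pcRNAs with the most pairs were *Kcnt2* with 109, *Ythdc1* with 62, *Wnk3* with 60, *Rasa1* with 57 and *Hspa14* with 48. *Lncppara* (ENSMUSG00000116305.1) lies on the plus strand of chromosome 15 from 85653616 to 85707524 and overlaps *Gm49539*, *Mirlet7c-2* and *Mirlet7b* on that strand. It had 12 pairs in Input and 60 in H3K27me3-RADIP, a log2 fold change of 2.20 (interval 1.29 to 3.23). *2500002B13Rik* (ENSMUSG00000096917.2), on the plus strand of chromosome 8 from 57488054 to 57508877, had 52 pairs in Input and 18 in H3K27me3-RADIP, a log2 fold change of -1.66 (-2.52 to -0.86). *Nanog* had no significant pair in either library.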

We found that the DNA targets of H3K27me3-RADIP ‘Special’ (enriched + unique) RNAs exhibited a substantially greater overlap with H3K27me3 ChIP peaks compared to the DNA targets of Input ‘Special’ (enriched + unique) RNAs in the Input samples (Figure 4C). 

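For each *cis* DNA tag of a 'Special' RNA, 1 random position was drawn on the same chromosome, and both were compared with the annotated TSSs. The TSS of a gene was taken at the upstream end of its annotated extent, so start sites of its other transcripts were not used. Within 2 kb of a TSS lay 14935 of the 146855 DNA tags of H3K27me3-RADIP 'Special' RNAs (10.2%, interval 10.0 to 10.3) and 7.89% of the random positions, a ratio of 1.29 (1.26 to 1.32). Of the 97632 DNA tags of Input 'Special' RNAs in Input, 10.3% lay within 2 kb of a TSS, compared with 7.12% of their random positions, a ratio of 1.45 (1.41 to 1.49). Over all RNAs the ratio was 1.36 in H3K27me3-RADIP and 1.23 in Input. For DNA tags outside the RNA's own gene, the ratio was 1.58 for H3K27me3-RADIP 'Special' RNAs and 2.12 for Input 'Special' RNAs. This choice of tags moved the ratio most. When the random positions were drawn from the 25-kb bin of each tag, an alternative chosen after the data were seen, the ratios were 1.08 (1.06 to 1.11) and 1.05 (1.02 to 1.08).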

Additionally, there was a noticeable enrichment of the DNA targets of H3K27me3-RADIP ‘Special’ RNAs around transcription start sites (TSS) and promoter regions (Figure 4D). These results suggest that the function of RNAs interacting with H3K27me3-marked genomic regions may be associated with the repressive roles of PRC2. These RNAs potentially recruit PRC2 to the promoter regions of genes, facilitating the deposition of H3K27me3 histone marks and ultimately silencing gene expression. For instance, the number of *Fendrr* lncRNA interactions was much higher in the H3K27me3-RADIP samples than in the Input samples. In addition, the target DNA tags of *Fendrr* lncRNA in the H3K27me3-RADIP samples were strongly correlated with the H3K27me3 ChIP peaks that covered the promoter region of adjacent *Foxf1* gene (Figure 4E). It has been reported previously that, in mouse E8.5 embryonic caudal ends, *Fendrr* lncRNA recruits PRC2 to the local genomic promoter region and represses expression of the adjacent *Foxf1* gene by depositing a strong H3K27me3 signal (58). 

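*Fendrr* (ENSMUSG00000097336.8) is annotated as a processed transcript on the minus strand of chromosome 8 from 121054882 to 121083110. It had 11 pairs in Input and 41 in H3K27me3-RADIP, of which 11 and 38 had distinct tag positions. The log2 fold change was 1.77 (interval 0.79 to 2.88). Intronic tags made up all but 1 of the pairs in Input and all but 4 in H3K27me3-RADIP.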

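The TSS of *Foxf1*, which lies on the plus strand from 121084386 to 121088144, is 1.3 kb from that of *Fendrr*. All 11 *Fendrr* pairs of Input fell in the bin from 121050001 to 121075000, which lies within the *Fendrr* gene and its downstream flank. In H3K27me3-RADIP this bin held 25 pairs, and the next bin, which covers the start of *Fendrr* and the whole of *Foxf1*, held the other 16. Of these, 2 DNA tags lay within 2 kb of the *Foxf1* TSS. Input pairs in the *Foxf1* bin that did not pass background removal are not listed in the tables. The ChIP peaks were not used here.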

We also presented the results for other lncRNAs, such as *A930004J17Rik*, *Zmiz1os1*, *A930037H05Rik* and *Airn* lncRNA from ‘Special’ RNA species in the H3K27me3-RADIP dataset as examples (Supplementary Figures S4 and S5A). We consistently observed that the RNA–DNA interaction numbers of these lncRNAs were substantially higher in the H3K27me3-RADIP samples than in the Input samples. Moreover, the target DNA tags of these lncRNAs in the H3K27me3-RADIP samples were strongly associated with the H3K27me3 ChIP peaks that covered the promoter regions of some genes, implying that these lncRNAs may participate in the repression of target gene expression through their collaboration with PRC2. Moreover, *Airn* lncRNAs have been reported to facilitate the spread of PRCs across distinct chromatin domains (59,60). 

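*A930004J17Rik* (ENSMUSG00000102602.1, chromosome 4 from 131878628 to 131883237) lies within *Srsf4* on the same strand and had 9 pairs in Input and 25 in H3K27me3-RADIP. Its log2 fold change was 1.35 (interval 0.20 to 2.63), which did not pass the test across lncRNAs, and its mean distance was 1.47 kb in Input and 12.7 kb in H3K27me3-RADIP. *Zmiz1os1* (ENSMUSG00000087535.2, chromosome 14 from 25257523 to 25461128), which overlaps *Gm26660* on its strand, had 58 pairs in Input and 144 in H3K27me3-RADIP, a log2 fold change of 1.19 (0.74 to 1.65), and its mean distance was 23.3 kb in Input and 19.4 kb in H3K27me3-RADIP. *A930037H05Rik* (ENSMUSG00000109408.1, chromosome 11 from 119448788 to 119491298) had 25 and 61 pairs, a log2 fold change of 1.16 (0.47 to 1.90), and its mean distance was 4.87 kb in Input and 101 kb in H3K27me3-RADIP. It no longer passed the test when library totals replaced the normalization, with pairs of q at most 0.01, or when repeated tag positions were counted once.

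**Figure D2:**
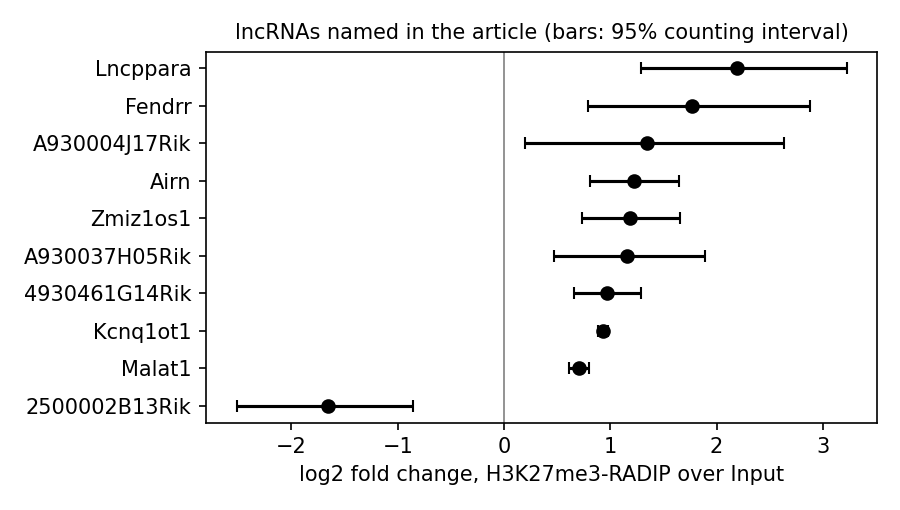
Log2 fold change of the normalized number of significant pairs, H3K27me3-RADIP over Input, for 10 lncRNAs named in the article. Bars are 95% counting intervals from 1 merged library per condition and hold no variation between replicates. The points of 9 lncRNAs lie between 0.70 and 2.20, and that of *2500002B13Rik* lies at -1.66.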

To determine whether the *Airn* lncRNA captured by H3K27me3-RADIP was actually associated with chromatin, we isolated the chromatin fraction from mESCs both with and without treatment with GSK126 [an EZH2 inhibitor (61)]. This was followed by reverse transcription–quantitative polymerase chain reaction (RT-qPCR). Mature *Nanog* mRNA is predominantly exported to the cytoplasm for translation, with only a minimal amount remaining associated with chromatin. The RT-qPCR results using *Nanog* exonic primers validated the success of our cell fractionation process, as very little *Nanog* exon was detected in the chromatin fraction. For negative controls, we selected intronic primers for *Nanog* and both intronic and exonic primers for *2500002B13* lncRNA from the Input ‘Special’ (enriched + unique) RNAs group. These RNAs were chosen because they are less likely to be associated with PRC2 or H3K27me3 histone marks. Our RT-qPCR results demonstrated that the level of *Airn* intron in the chromatin-associated fraction was significantly reduced following treatment with GSK126 [since the mature *Airn* lncRNA (transcript: ENSMUST00000079529.9 *Airn*-201) was expressed at levels too low to detect, we focused solely on the intron]. In contrast, the levels of *Nanog* intron and the intron and exon of *2500002B13* lncRNA remained unchanged in the chromatin-associated fraction. In addition to *Airn* lncRNA, we tested both the intron and exon of *Lncppara* lncRNA from the H3K27me3-RADIP ‘Special’ (enriched + unique) RNAs group. We observed similar results, with the levels of *Lncppara* intron and exon in the chromatin-associated fraction significantly reduced following treatment with GSK126. (Supplementary Figure S5B and see Supplementary Methods). The source data and details for these results have been added to Supplementary Table S3. These results implied that ‘Special’ RNA species identified in the H3K27me3-RADIP samples were physically associated with the chromatin in a manner that was dependent either on the catalytic activity of EZH2 or on H3K27me3 histone marks. However, we do not know whether those intronic RNA tags are intron fragments, pre-mature mRNAs or nascent RNAs. Finally, we performed a GO term analysis of pcRNAs and lncRNAs from H3K27me3-RADIP ‘Special’ RNAs (Figure 4F, top), as well as of DNA target genes covered by the H3K27me3 ChIP-seq peak regions of these H3K27me3-RADIP ‘Special’ RNAs (Figure 4F, bottom). We found that they were indeed involved in some expected biological processes, such as cell development, cell proliferation, cell differentiation and cell fate commitment. This was in agreement with the partial GO term results for PRC2 in mESCs (62), not only for the DNA target genes but also for the ‘Special’ RNAs. These results suggested that H3K27me3-associated RNAs may participate in the establishment of repressive marks for their target genes.

### Relationship between 3D chromatin structures and H3K27me3-associated RNA–DNA interactions

Based on our previous RADICL-seq data, we noticed that the DNA tags of RNA–chromatin interactions are significantly enriched at TAD boundaries (12). These TAD boundaries serve to constrain the spread of transcriptional activities, acting as barriers that prevent the free diffusion of RNA migration. This suggests that RNA–DNA interactions may, to some extent, reflect genomic interactions, which are closely related to RNA production and regulation. To further explore this, we utilized H3K27me3-RADIP captured *cis* RNA–DNA interactions to characterize TADs associated with the activity of PRC2. This approach has the potential to reveal new insights into the structural and regulatory mechanisms governing chromatin remodeling and gene expression. Initially, we analyzed the hierarchical domains mediated by RNA–chromatin interactions using an approach analogous to the TAD approach utilized in the Hi-C technology (63). We identified the hierarchical domains of RNA–DNA interaction pairs in Input and H3K27me3-RADIP and referred to them as TLDs (48). We illustrated the TLDs on chromosome 6 as an example (Figure 5A). 

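The *cis* pairs on chromosome 6, 92097 in Input and 98959 in H3K27me3-RADIP, were counted for pairs of 25-kb bins, 1 bin for the RNA tag and 1 for the DNA tag. Of the 36906 bin pairs with a count in either library, 44.1% had a count in both. Across these bin pairs, Pearson's *r* between the libraries was 0.758 (95% range of 0.735 to 0.778 from resampling the bins of the RNA tags 1000 times). The value depended on the scale more than on any other choice: *r* was 0.339 for log2 of the count plus 1, 0.615 for bin pairs off the diagonal, and 0.931 for 100-kb bins. Bin pairs are neighbours along 1 chromosome and not independent replicates, so no p-value was computed. The domains themselves were not called here.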

The TLDs were highly correlated across the Input and H3K27me3-RADIP samples on chromosome 6 (Pearson’s correlation coefficient = 0.7). After comparing the Input samples with the H3K27me3-RADIP samples at the level of the TLDs, we defined anchors and collected the anchor information of TLDs that had changed between Input and H3K27me3-RADIP on a genome-wide level. Subsequently, we determined which RNA species were related to the changed TLDs; these were referred to as ‘Changed TLD’ RNAs. We summarized the details of the changed TLDs on chromosome 6 (Supplementary Figure S6A), then, listed the ‘Common TLD’ RNAs and ‘Changed TLD’ RNAs on chromosome 6 (Supplementary Figure S6B). We extracted 853 RNA species in total and defined them as ‘Changed TLD’ RNAs on a genome-wide scale. The ‘Changed TLD’ RNAs were likely to have contributed to the gain or loss of anchors. We then intersected the ‘Changed TLD’ RNAs with the H3K27me3-RADIP ‘Special’ RNAs and found that 20.9% (178 of 853) of the RNAs in the two categories overlapped with each other. In contrast, 8.4% (72 of 853) of the ‘Changed TLD’ RNAs overlapped with the Input ‘Special’ RNAs. The overlapping section between ‘Changed TLD’ RNAs and H3K27me3-RADIP ‘Special’ RNAs was referred to as the ‘Overlap’ RNAs (Supplementary Table S4). These ‘Overlap’ RNAs were markedly enriched in TLDs gained in the H3K27me3-RADIP samples and were distinct from those in the Input samples in terms of the quantity and interaction pattern of RNA–DNA interactions. These ‘Overlap’ RNAs potentially interact with chromatin along with PRC2, leading to a gradual compaction of target regions after the deposition of H3K27me3 histone marks and ultimately contributing to the formation of TADs. This specific association highlights the role of these RNAs interacting with H3K27me3-marked genomic regions. 

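The 178 RNAs of the paper's Supplementary Table S4 all had pairs in H3K27me3-RADIP, with a median of 10 pairs, and 35 of them had pairs in Input. Of the 178, 177 were 'Special' here, but 143 had no pairs in Input and were so by definition. Together they had 2250 pairs in 158 bins in Input and 6236 pairs in 466 bins in H3K27me3-RADIP. Pairs over 100 kb made up 24.5% in Input (interval 22.8 to 26.4) and 21.9% in H3K27me3-RADIP (20.9 to 22.9). The difference was -2.66 percentage points (-4.71 to -0.608, chi-square test of the 2 merged libraries, p = 0.00967). With pairs of q at most 0.01 the difference was 0.0642 points (-2.10 to 2.23), so no difference was detectable at this depth. Over the 35 RNAs with pairs in both libraries, an alternative chosen after the data were seen, the direction changed: the share was 24.5% of 2250 pairs in Input and 28.8% of 4731 pairs in H3K27me3-RADIP, a difference of 4.26 points (2.06 to 6.45, chi-square test, p = 0.000195). The difference over all 178 therefore rests on which RNAs are present in each library. The list was selected by the authors for RNAs found more often in H3K27me3-RADIP, so the larger number of pairs is not independent of the selection.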

(Figure 5B). To confirm that the RNA–DNA interactions associated with the ‘Overlap’ RNAs are more closely correlated with TADs, we retrieved publicly available Hi-C data on mESCs (64) and examined the relationship between DNA–DNA interaction pairs and RNA–DNA interaction pairs. The frequencies of normalized RNA–DNA contacts for *cis* interactions in the Input ‘Special’ dataset and the H3K27me3-RADIP ‘Special’ dataset were both modestly correlated with the normalized Hi-C DNA–DNA contacts at the same 25-kb bin resolution (Pearson’s correlation coefficient = ∼0.48) (Figure 5C); this was consistent with our previous observations (12). To analyze the fraction highly enriched in H3K27me3-RADIP-gained TLDs, we then focused on the ‘Overlap’ dataset. The RNA–DNA interaction pairs from the ‘Overlap’ dataset were even more similar to the Hi-C DNA–DNA contacts (Pearson’s correlation coefficient = 0.65), and the DNA targets were enriched in the binding motif of CCCTC-binding factor (CTCF) (Figure 5D), indicating that the ‘Overlap’ RNAs may play a role in the establishment and maintenance of H3K27me3-mediated 3D chromatin structures through the activity of PRC2. Moreover, the *Airn* lncRNA from the ‘Overlap’ RNAs group, has been reported to shape the chromatin landscape by recruiting PRCs to specific genomic loci. This recruitment leads to changes in chromatin conformation. Knocking out or knocking down *Airn* lncRNA results in disrupting PRCs recruitment and leading to alterations in chromatin compaction and organization (65). These results indicate that the loss of RNA-PRC2 binding may alter or weaken PRC2-associated or H3K27me3-associated chromatin architectures. These findings suggest a dynamic interplay where ‘Overlap’ RNAs may act as guides or stabilizers in the formation of chromatin domains through long-range RNA–DNA interactions that extend beyond immediate neighboring regions (Figure 5E).

**Figure 5.**
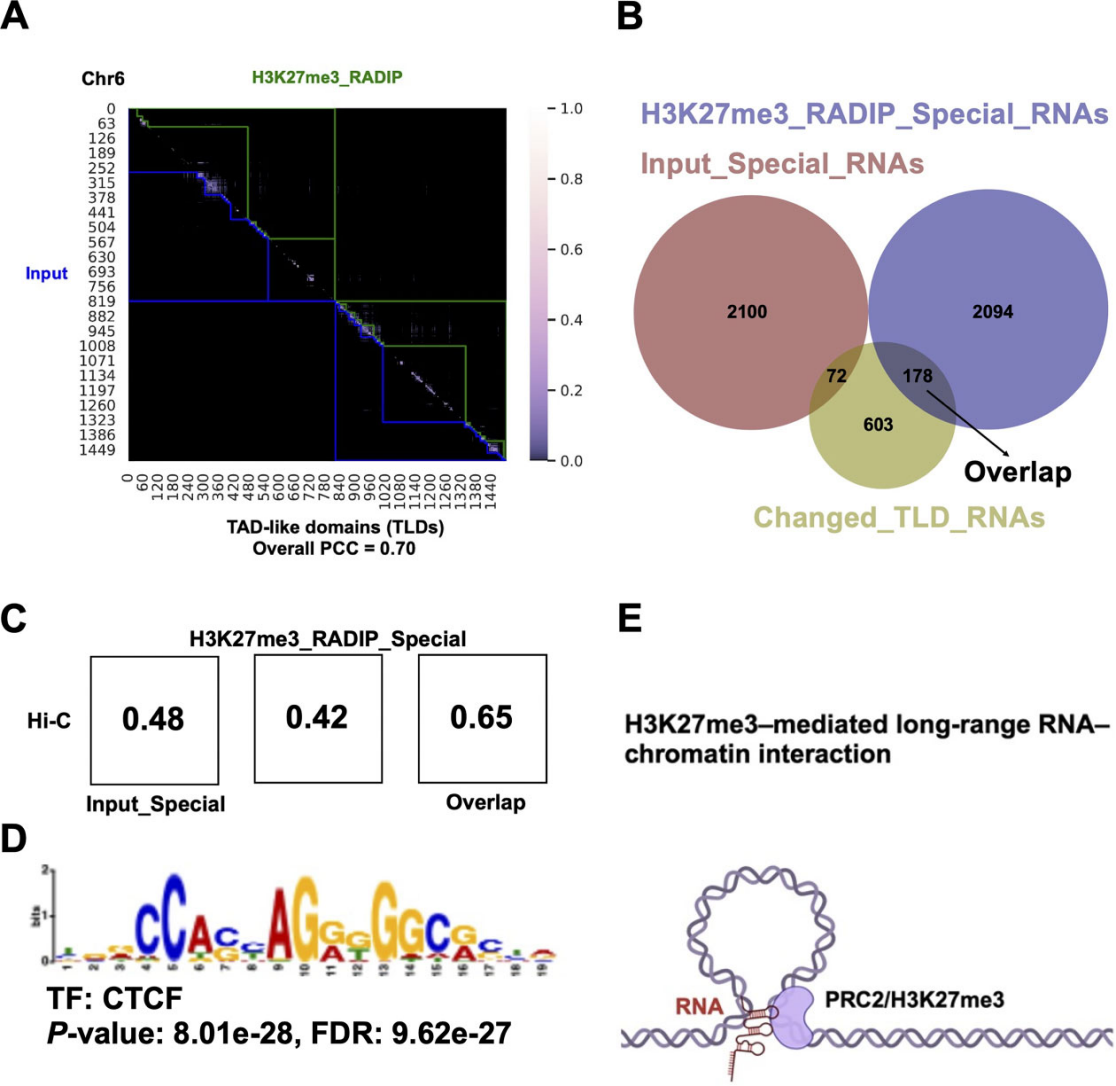
Identification of RNAs that may contribute to the formation of PRC2-associated TADs. (**A**) Comparison of TLDs on the basis of Input and H3K27me3-RADIP samples. Chromosome (chr.) 6 is presented as an example. (**B**) Overlap of RNA species among the ‘Changed TLD’ RNAs, Input ‘Special’ RNAs, and H3K27me3_RADIP ‘Special’ RNAs. (**C**) Pearson’s correlation coefficients between RNA–DNA interactions and DNA–DNA interactions. (**D**) The DNA targets of ‘Overlap’ RNAs were enriched in the binding motif of CTCF. (**E**) The essential role of ‘Overlap’ RNAs in forming PRC2-associated TADs, which facilitate specific long-range RNA–DNA interactions.

### Identification of lineage-specific RNA-mediated transcriptional silencing

To investigate lineage-specific RNA-mediated transcriptional silencing, we utilized the publicly available data of a differentiation model, as follows. This model involves the culture of mESCs under conditions with LIF and induced differentiation into embryoid bodies following the removal of LIF and supplementation with 10 μM RA for 6 days (66). To elucidate the RNA-induced genomic distribution of H3K27me3 and its impact on gene expression, RNA-seq and ChIP-seq data were downloaded at the day 0 and 6 time points. Differential expression analysis of RNA-seq data revealed significant gene expression changes between the pluripotent and differentiated states, as evidenced by adjusted *P*-values ≤ 0.05 and absolute value of log_2_ fold change ≥ 1.5 (Figure 6A). Subsequent differential intensity analysis of H3K27me3 ChIP peak regions identified significantly changed genomic regions between the two stages (adjusted *P*-values ≤ 0.05 and absolute value of log_2_ fold change ≥ 0) (Figure 6B). Further analysis correlated gene expression changes with fluctuations in H3K27me3 intensity. By overlapping the datasets, we identified a subset of genes that, upon differentiation, exhibited a decrease in H3K27me3 intensity and a corresponding increase in expression. This reinforces the role of H3K27me3 as repressive histone marks and underscores the crucial role of these marks in maintaining the silencing of these differentiation-related genes in mESCs (Figure 6C). GO term analysis also confirmed that these genes are significantly associated with biological processes including cell development, differentiation and fate commitment (Figure 6D). Subsequently, we identified RNAs that overlapped with these differentiation-related genes from H3K27me3-RADIP data in mESCs. Among the H3K27me3-RADIP ‘Special’ RNAs, we found that 10% of the H3K27me3-RADIP ‘Special’ lncRNAs (55 of 534) and 15% of the H3K27me3-RADIP ‘Special pcRNAs (256 of 1738) were interacting with these differentiation-related genes. 

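Supplementary Table S5 lists 581 links between 311 RNAs (55 lncRNAs and 256 pcRNAs) and 456 target genes, and 569 of the links name a gene found in the reference annotation. For each link, the pairs of the RNA in 25-kb bins that overlap the target gene were counted. All 569 links had at least 1 such pair in H3K27me3-RADIP, as their selection requires, and 205 (36.0%, interval 32.2 to 40.1) had such a pair in Input. The target was the RNA's own gene in 258 links and another gene in 311. Among the links to another gene, 115 (37.0%, 31.8 to 42.5) had a pair in Input, and 302 had more pairs in H3K27me3-RADIP than in Input. The authors took the RNAs of the links from the H3K27me3-RADIP 'Special' RNAs, which are absent from Input or found more often in H3K27me3-RADIP. The low shares in Input and the larger numbers in H3K27me3-RADIP are therefore not independent of the selection. Counting DNA tags within 2 kb of the target gene in place of bins left the percentages of links with a pair at the same values.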

We included the interactions between the H3K27me3-RADIP ‘Special’ RNAs and the identified differentiation-related genes in Supplementary Table S5.

**Figure 6.**
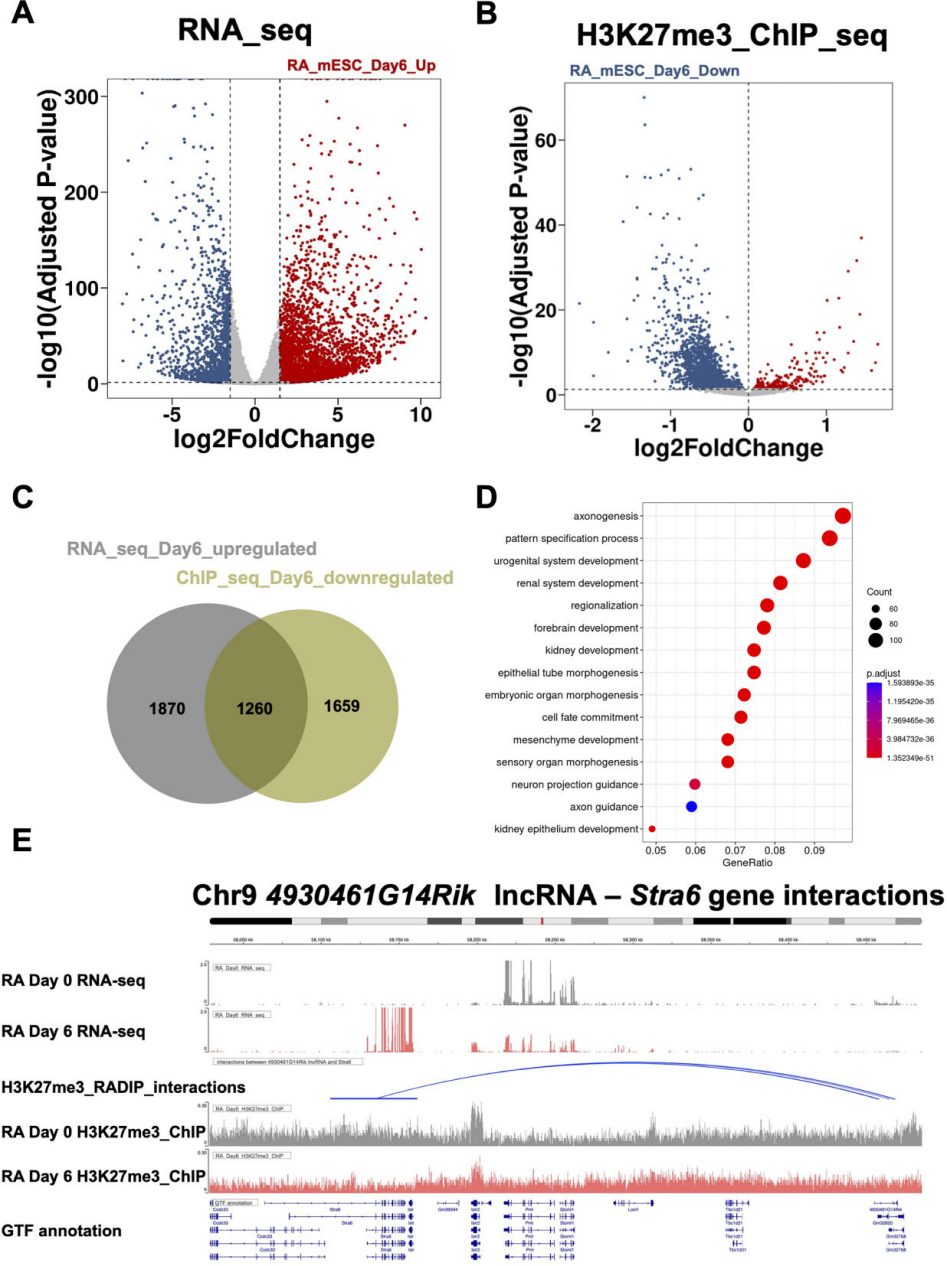
Definition of RNA-mediated lineage-specific transcriptional silencing. (**A**) Differential expression analysis of RNA-seq data revealed significant gene expression changes between the pluripotent and differentiated states (adjusted *P*-values ≤ 0.05 and absolute value of log_2_ fold change ≥ 1.5). (**B**) Differential intensity analysis of H3K27me3 ChIP peak regions identified out significantly changed genomic regions between the two states (adjusted *P*-values ≤ 0.05 and absolute value of log_2_ fold change ≥ 0). (**C**) Overlap of significantly changed RNA-seq data and ChIP-seq data identified a subset of genes that, upon differentiation, showed a decrease in H3K27me3 intensity and a corresponding increase in expression. (**D**) GO term analysis of these identified genes. (**E**) Visualization of interactions between *4930461G14Rik* lncRNA and the *Stra6* gene. the *4930461G14Rik* lncRNA guides PRC2 to the TSS of the *Stra6* gene, facilitating the deposition of H3K27me3 and thereby silencing the *Stra6* gene in mESCs. As differentiation progresses, the expression of *4930461G14Rik* lncRNA ceases, leading to diminished guidance, reduced PRC2 localization and a consequent decrease in H3K27me3 intensity at the TSS of *Stra6* gene. These changes result in a significant up-regulation of *Stra6* gene expression, which is critical for retinol uptake and thus promotes cell differentiation.

For example, we visualized the interactions between the *4930461G14Rik* lncRNA and the *Stra6* gene. This suggests that the *4930461G14Rik* lncRNA may guide PRC2 to the TSS of the *Stra6* gene, facilitating the deposition of H3K27me3 and thereby silencing the *Stra6* gene in mESCs. 

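*4930461G14Rik* (ENSMUSG00000097651.2) is a lincRNA on the plus strand of chromosome 9 from 58455122 to 58469635. It had 123 pairs in 8 bins in Input and 263 pairs in 15 bins in H3K27me3-RADIP, a log2 fold change of 0.97 (interval 0.66 to 1.29). *Stra6* lies on the same strand from 58063788 to 58153996, and the TSSs are 391 kb apart. In bins of *Stra6*, H3K27me3-RADIP had 8 pairs of *4930461G14Rik* and Input had none listed. Combinations under 7 pairs are not listed in either library, so Input pairs below that number cannot be excluded. All 8 DNA tags lay inside the *Stra6* gene and none within 2 kb of its TSS, taken at the upstream end of the annotated gene. Start sites of other *Stra6* transcripts inside the gene were not examined, so contact with those remains open.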

We postulated that as the process of spontaneous differentiation progresses, the expression of *4930461G14Rik* lncRNA ceases, resulting in diminished guidance, reduced PRC2 localization and a consequent decrease in H3K27me3 intensity at the TSS of the *Stra6* gene (Figure 6E). These changes may result in a significant up-regulation of *Stra6* gene expression. An additional example of the interactions between the *Vax2os* lncRNA and the *Vax2* gene is provided in Supplementary Figure S7.

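*Vax2os* (ENSMUSG00000085794.5) is antisense to the start of *Vax2* on chromosome 6, on the minus strand from 83692806 to 83712201, and the TSSs are 0.9 kb apart. It had no significant pair in Input and 16 in 2 bins in H3K27me3-RADIP, with a median distance of 1.66 kb. The bins of *Vax2*, which lies from 83711264 to 83738313, held 9 of the 16 pairs, and 2 DNA tags lay within 2 kb of the *Vax2* TSS.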

### RNA motifs contributing to chromatin associations

We further investigated whether the motifs in the RNA sequences were involved in facilitating RNA interactions with the genomic regions mediated by H3K27me3 histone marks (see the ‘Materials and methods’ section). We identified 67 motifs with a *P*-value threshold of 0.05 distributed across the RNA tags from the RNA–DNA interaction pairs in the H3K27me3-RADIP samples (Supplementary Figure S8–S11). We selected four representative motifs (Figure 7A; see the ‘Materials and methods’ section). Among them, two left motifs, (GGGG)n and (GGAA)n, were G-rich, as has been previously reported among PRC2-binding motifs (22). Another motif was C- and U-rich, which was consistent with a previous analysis of EZH2- or SUZ12-binding motifs (67). The last motif was A- and U-rich and is indicative of AU-rich elements. These findings indicated that many RNA-binding proteins (RBPs) were involved in these H3K27me3-associated RNA–chromatin interactions (68–71).

**Figure 7.**
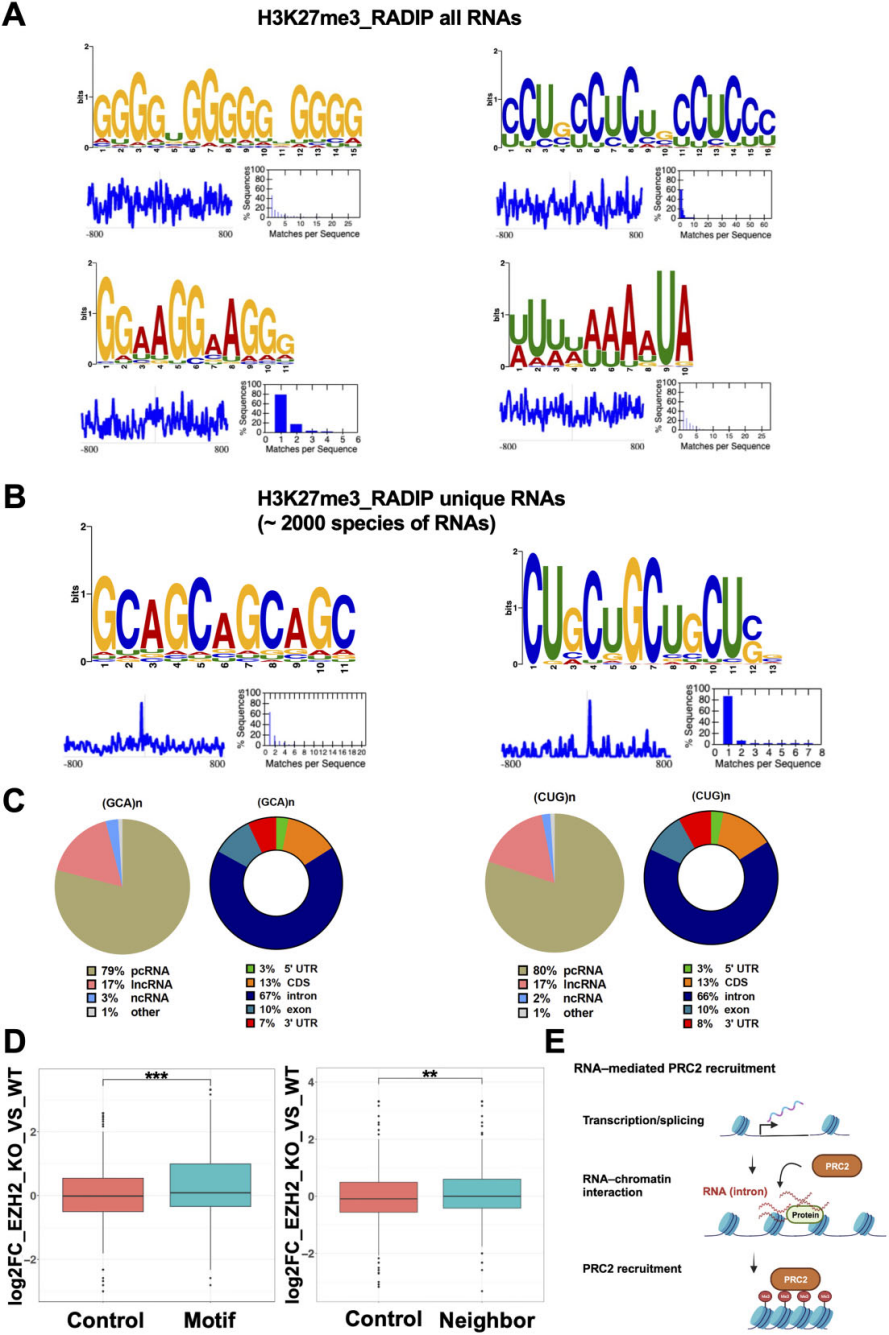
Motif enrichment analysis in RNA tags of H3K27me3-RADIP samples. (**A**) Representative sequence logos of motifs enriched in all RNA tags from H3K27me3-RADIP RNA–chromatin interaction pairs. RNA tags were extended ±800 nt from the center points. (**B**) Highly enriched motifs based on the RNA tags from unique RNA species detected only in the H3K27me3-RADIP samples and not in the Input samples. RNA tags were extended ±800 nt from the center points. Note that the GCA motif was found in 87% of the queried RNA tags and the CUG motif was found in 85% of the queried RNA tags. (**C**) Distributions of RNA classes and RNA regions, based on RNA tags containing the GCA motif and CUG motif. (**D**) Left: Expression-level changes of motif-containing RNAs and the same number of randomly selected control genes from the mouse mm10 genome after EZH2 knockout in mESCs. Right: Expression-level changes of neighboring genes (±3 kb from the motif-containing RNAs) and the same number of randomly selected control genes from the mouse mm10 genome after EZH2 knockout in mESCs. (**E**) After RNAs targeted by PRC2 were transcribed and spliced, their intronic regions are attached to chromatin directly or via proteins to help recruit PRC2 to chromatin and deposit H3K27me3 histone marks (Me3).

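By RNA name, 1904 species had pairs in H3K27me3-RADIP and none in Input. They supplied 20710 pairs, 1.46% of that library, and 85.3% of them had pairs in a single 25-kb bin. Tags of pcRNAs made up 78.1% of their pairs (interval 77.5 to 78.6) and tags of lncRNAs 20.3% (19.8 to 20.9). Intronic tags made up 75.1% over all classes (74.5 to 75.7), 57.1% from pcRNAs and 17.3% from lncRNAs. The median distance of their *cis* pairs was 1.93 kb, and 0.521% lay over 100 kb, compared with 71.5 kb and 44.1% for the RNAs found in both libraries. The 1420 species found only in Input had 15761 pairs, a median distance of 2.65 kb and 0.768% of pairs over 100 kb.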

To identify more specific motifs associated with H3K27me3-associated RNA–chromatin interactions, we focused on RNA species unique to H3K27me3-RADIP (1906 species). A total of 69 motifs were enriched in the unique RNA species, with a *P*-value threshold of 0.05 (Supplementary Figure S12–S15), and about 20 of these motifs overlapped with, or were similar to, the motifs that were identified across all RNAs in the H3K27me3-RADIP samples. From the non-overlapping and non-similar motifs, we selected two representative motifs (Figure 7B and see the ‘Materials and methods’ section), (GCA)n and (CUG)n. We examined the source RNAs of the two motifs and found that the two motifs were mostly mapped to pcRNAs (about 79%). In addition, we observed that the motifs located in the intronic regions accounted for 66% to 67% of all the RNA regions (Figure 7C). We investigated whether the queried RNA tags contain both the GCA repeat and the CUG repeat motifs. Our analysis revealed that ∼76% of the queried RNA tags contain both motifs. This result suggests that RNA-PRC2 binding may rely on the presence of multiple motifs rather than just a single one. The simultaneous presence of these motifs could potentially enhance the efficiency of PRC2 recruitment and the subsequent deposition of H3K27me3 histone marks.

To investigate the potential roles of RNAs containing GCA repeat and CUG repeat motifs, we investigated their links with PRC2. We retrieved the RNA-seq data for the conditional knockout of EZH2 and examined the expression-level changes of their source genes (i.e. the genes that were transcribed into RNAs containing GCA repeat and CUG repeat motifs). The expression levels of the motif-containing RNAs were significantly increased (*P*-value = 6.4e-10) after EZH2 knockout compared with the levels of the control RNAs (randomly selected and numerically equivalent to comparison RNAs) (Figure 7D, left). To gain further insights, we separated lncRNAs and pcRNAs to explore their potential roles in the chromatin regions they interact with. We found that the expression levels of motif-containing pcRNAs and lncRNAs were significantly elevated (*P*-value < 2.22e-16) after EZH2 knockout compared to control RNAs (Supplementary Figure S16A). This confirms that RNAs with these motifs contribute to guiding PRC2 to their genomic regions, leading to the massive accumulation of H3K27me3 histone marks and subsequent gene repression. We also examined the expression-level changes of the neighboring genes (±3 kb) around the source gene after EZH2 knockout and found that these levels were significantly elevated (*P*-value = 0.0033) as well (Figure 7D, right). When we separated lncRNAs and pcRNAs for further analysis, we observed that the expression levels of neighboring genes around source lncRNA genes significantly increased (*P*-value = 0.0021), while the expression levels of neighboring genes around source pcRNA genes remained unchanged (*P*-value = 0.71) after EZH2 knockout (Supplementary Figure S16B). These findings suggest that GCA-repeat- and CUG-repeat-motif-containing lncRNAs couple with PRC2 to repress gene expression across the entire neighborhood of PRC2-binding sites by depositing H3K27me3 histone marks. In contrast, GCA-repeat- and CUG-repeat-motif-containing pcRNAs seem to guide PRC2 more specifically to their own gene loci.

Taken together, these results indicate that the intronic regions of protein-coding genes associated with chromatin may act through intermediary proteins to assist PRC2 in depositing H3K27me3 histone marks locally (Figure 7E).

## Discussion

We developed RADIP, a proximity-ligation-based method that combines RADICL-seq with immunoprecipitation with antibodies against specific proteins. We evaluated RADIP’s applicability by using an antibody against H3K27me3 histone marks associated with repressive chromatin regions. We identified a spectrum of caRNAs enriched at and around PRC2-binding chromatin sites and H3K27me3 peak regions in mESCs; these caRNAs may be involved in PRC2-mediated gene repression for pluripotency of mESCs and the establishment of PRC2-mediated three-dimensional genome architecture.

RADIP retains the primary advantages of RADICL-seq over other methods. Firstly, chromatin digestion is carried out using DNase I, resulting in a higher resolution compared to digestion with restriction enzymes. Secondly, the use of EcoP15I to generate RNA and DNA reads of uniform size improves unique alignment to the genome (Supplementary Figure S2A). Thus, we increase our ability to detect RNA–DNA interactions that are uniquely mapped. Additionally, we utilized the CHiCANE package (39), which was originally designed for the analysis of CHi-C data analysis, to statistically evaluate RNA–DNA interactions in RADIP data. We computationally eliminated background RNA–DNA interactions, which include a significant number of *trans* interactions.

We observed that RADIP exhibited high reproducibility across replicates from each set of samples (Supplementary Figure S1B). To ensure that the Input and H3K27me3-RADIP samples captured different extents of RNA–DNA interactions, we compared the similarity of merged replicates for Input and H3K27me3-RADIP samples using a simulated chi-square test based on annotated RNA–DNA interactions. In this approach, the *P-*value is calculated through a Monte Carlo simulation, where the observed data is repeatedly randomized to generate a distribution of chi-square statistics under the null hypothesis of no difference in the distributions of RNA–DNA interactions between the Input and H3K27me3-RADIP samples. The *P*-value of 4.997501e-04 confirms that the Input and H3K27me3-RADIP samples captured significantly different RNA–DNA interactions. 

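The pairs of the 2 merged libraries were counted in 13 combinations of RNA class and region, and 2000 tables with the same totals per library and per combination were simulated. The chi-square of the observed table was 1908, and 0 of the simulated tables gave a value as large, so the p-value was 0.0005, the smallest that 2000 tables can give. Counted by RNA name in place of class and region, over 12080 names, chi-square was 95744 with the same p-value. From this test on the merged replicates, the paper concludes that the Input and H3K27me3-RADIP samples captured different RNA–DNA interactions.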

Regarding DNA tags, we demonstrated that, unlike the DNA tags from the Input reads, the DNA tags from the H3K27me3-RADIP reads were preferentially localized at H3K27me3 ChIP-seq peak regions and at the binding sites of EZH2, an enzyme involved in histone methylation and transcriptional repression, as shown in Figure 1B. This indicates that the H3K27me3-RADIP technology selectively enriched specific fractions within the initial RADICL-seq-derived data. As for RNA tags, we also showed that, using immunoprecipitation methods, we successfully eliminated some RNA–DNA interactions that were not associated with PRC2, as presented in Figure 3A. Thus, we ensured that the Input and H3K27me3-RADIP samples captured distinct RNA–DNA interactions by analyzing separate RNA tags, DNA tags and the resulting RNA–DNA interaction pairs.

Based on our research, we believe that using longer DNA and RNA tags could increase genomic coverage and reduce multi-mapped reads. To explore this further, we trimmed the RNA and DNA tags of H3K27me3-RADIP to 20 bp, simulating lower genome coverage and fewer uniquely mapped reads, which we termed ‘trimmed 20bp H3K27me3-RADIP.’ This comparison allowed us to assess the advantages of better genome coverage and a higher percentage of uniquely mapped reads. After running the same data analysis pipeline, we observed that improved genome coverage and a higher proportion of uniquely mapped reads largely enhance the detection of various RNAs, particularly pcRNAs (with H3K27me3-RADIP capturing about 1.8 times more than the trimmed 20 bp version) and lncRNAs (capturing about 4.5 times more) (Supplementary Figure S17). This enhancement in RNA detection, especially the substantial increase in lncRNA identification, not only improves the accuracy and comprehensiveness of lncRNA analysis but also facilitates the discovery of previously undetected PRC2-associated lncRNA–DNA interactions. This offers new biological insights into how these lncRNAs guide PRC2 to specific genomic locations, influence chromatin structure and contribute to a deeper understanding of lncRNA-mediated chromatin regulations. We also recognize the importance of developing a protocol that extends the length of both DNA and RNA tags to improve read quality. However, creating such a protocol will require additional strategies, and we anticipate this will be the focus of our future research.

By using H3K27me3-RADIP, we identified specific RNAs that were associated with H3K27me3 histone marks and were expressed at low levels but interacted with chromatin at longer distances from transcribed sites compared to the Input sample. Notably, a majority of the RNA tags originated from the intronic regions of protein-coding genes, implying a potential role for intronic pcRNAs as lncRNAs, although we do not yet know whether these intronic RNA tags are intron fragments, pre-mature mRNAs or nascent RNAs. Motif enrichment analysis of RNAs captured by H3K27me3-RADIP revealed several enriched motifs, including those known to be targeted by EZH2 or PRC2. Among these, we identified two specific ones—GCA repeat and CUG repeat motifs—located predominantly in the intronic regions of protein-coding genes. By using the RBPDB database (72), we performed a subsequent analysis of the RBPs potentially interacting with these motifs and identified several splicing factors, including ‘splicing factor, arginine/serine-rich 9′ (SFRS9), muscleblind-like splicing regulator 1 (MBNL1) and Y box binding protein 1 (YBX1). YBX1 is a nucleic acid-binding protein that participates in various DNA- or RNA-dependent processes, including mRNA translation, splicing, and transcription and DNA repair (73). YBX1 overlaps highly with PRC2 binding genome-wide; it controls PRC2 distribution and decreases H3K27me3 levels, suggesting that it fine-tunes PRC2 activity to regulate spatiotemporal gene expression in embryonic neural development (74), although it is unclear whether or not RNA binding to YBX1 plays important roles in these processes. Our results demonstrated that RNAs with the GCA repeat and CUG repeat motifs were highly repressed by PRC2, unlike control RNAs (Figure 7D). This suggests that YBX1 may compete with other proteins binding to these RNAs with GCA repeat and CUG repeat motifs, highlighting its potential role in fine-tuning PRC2 activity and helping to regulate gene expression.

Although our RADIP technology and data will act as valuable resources for the study of caRNAs, there is still room for improvement. One limitation of RADIP is the relatively large number of cells required (about 20 million). This requirement largely depends on the number of target protein molecules present and the efficacy of the antibodies against these target proteins. Optimizing these factors could potentially reduce the cell number needed and enhance the overall feasibility of the RADIP technology. In another study, Khyzha *et al.* described RT&Tag (Reverse Transcribe and Tagment) as a proximity-labeling tool that facilitates the mapping of caRNAs (75). RNAs associated with a specific chromatin epitope are targeted by a specific antibody followed by a protein A-Tn5 transposome. Then, localized reverse transcription generates RNA–cDNA hybrids that are tagmented by Tn5 transposases for downstream next-generation sequencing. RT&Tag requires 0.1 million cells per sample, although Khyzha *et al.* tested only *Drosophila* S2 cells. They used antibodies to target the RNA-associated dosage compensation complex (MSL2), H3K27me3 and post-transcriptionally modified RNAs with m6A (N6-methyladenosine).

The RADIP method can be potentially used to identify RNAs associated with genomic regions occupied by any protein of interest. Although here we used an anti-H3K27me3 antibody to demonstrate how the RADIP method was applicable to the study of RNAs associated with repressive histone marks, we could use any antibodies against target proteins—for example, antibodies against transcription factors, CTCF and RNA modifications. RADIP relies on proteins with known functions. Future advancements may focus on expanding the applicability of RADIP to *de novo* discoveries. Although the ENCODE Consortium has used eCLIP to generate the largest coherent public set of CLIP data, covering 150 RBPs in two cell types (HepG2 and K562) (76), we still lack a complete catalog of RBPs in other cell types, as discussed in another study (75). In combination with RBP information, the RADIP method is likely to enable us to identify new functions for caRNAs.

In summary, RADIP technology will enable us to accelerate the exploration of a variety of RNA chromatin-regulatory activities mediated by specific proteins and determine the functions of new classes of RNAs.

## Supplementary Material

gkae1054_Supplemental_Files

## Data Availability

The RADIP data have been deposited in the GEO database under accession number GSE260447.

# Supplementary material for: RADIP technology comprehensively identifies H3K27me3-associated RNA–chromatin interactions
**Source:** Nucleic Acids Res. 2024 Nov 18;52(22):e104. doi: 10.1093/nar/gkae1054
**Supplement:** gkae1054_Supplemental_Files

**Figure S1.**

**A**

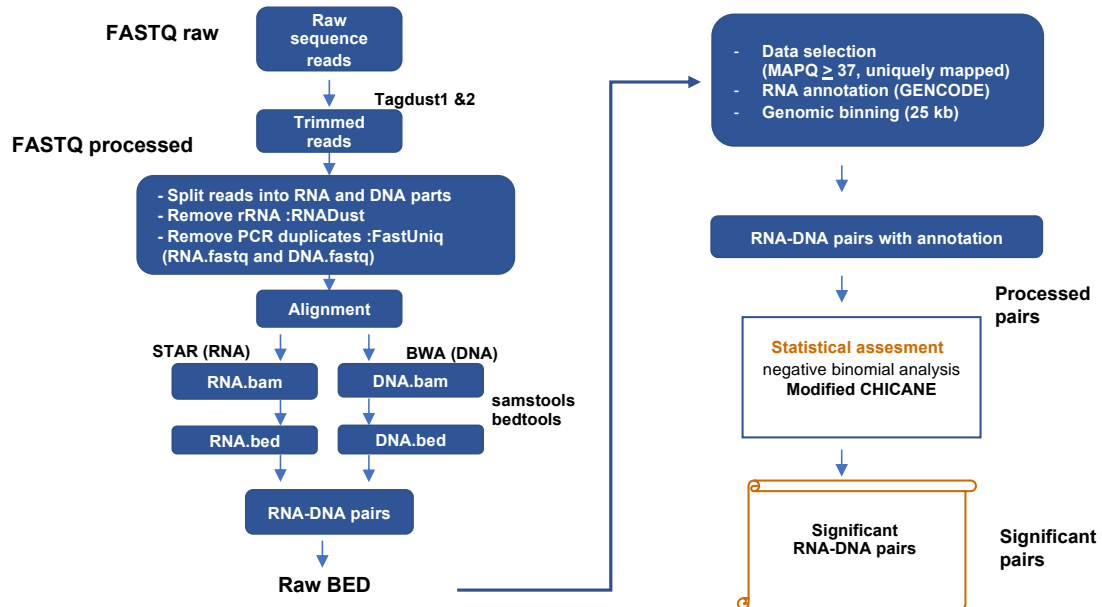

**B**

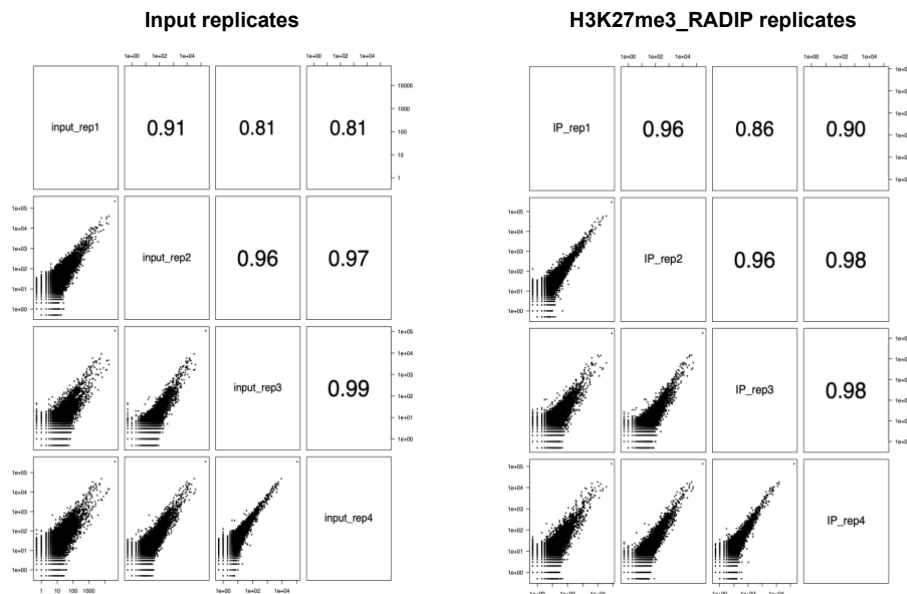

**Figure S1. Data-processing flowchart and high reproducibility of H3K27me3-RADIP technology.**

(A) Starting with the raw sequence reads, the adaptor sequences were trimmed off and the flanking sequences were split into the respective mate pairs of RNA and DNA reads on the basis of the orientation of the internal bridge adaptor. After the rRNA had been removed, data filtering and genomic alignment were performed. Only uniquely mapped RNA–DNA pairs were stored and annotated. The genome-wide RNA–DNA interactome was calculated in a matrix by evaluating captured RNA–DNA pairs between RNA species and genomic bins of 25 kb, with reporting of the processed pairs of all chromatin-associated RNAs on the binned genome. RNA–DNA pairs were processed by background removal, and significant pairs were output for downstream analysis. (B) Following these methodologies, RADIP technology exhibited high reproducibility among four Input replicates and four H3K27me3-RADIP replicates. BAW, Burrows–Wheeler Aligner; MAPQ, mapping quality.

Figure S2.

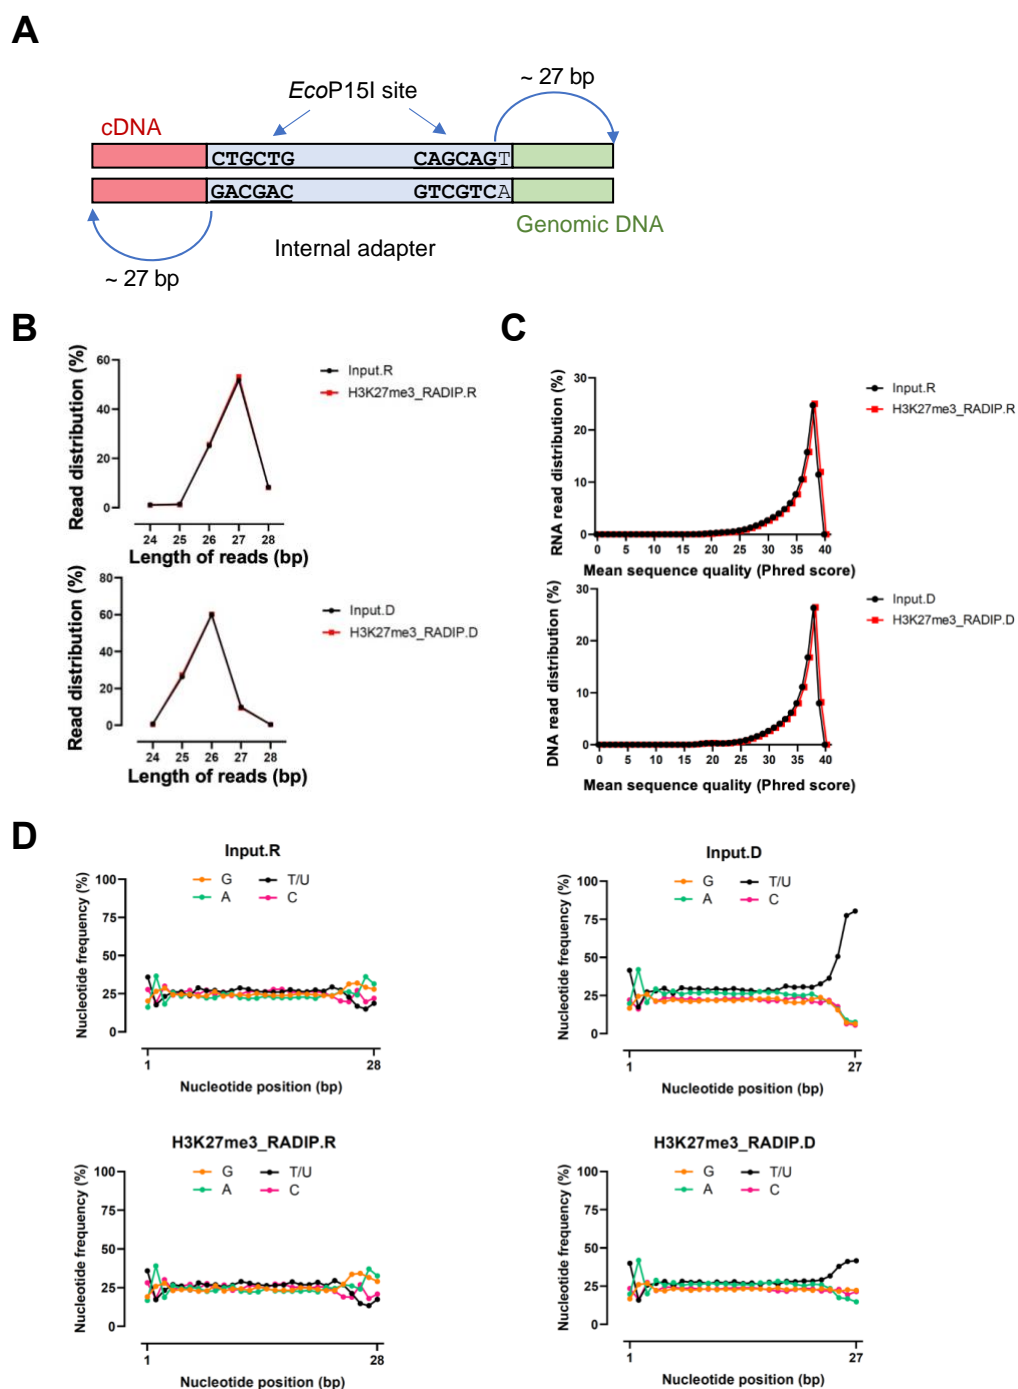

Figure S2. H3K27me3-RADIP data quality and features.

(A) Features of RNA–adaptor–DNA chimeric molecules. (B) Summary of lengths of RNA and DNA tags of Input and H3K27me3-RADIP samples. (C) Report of the base-call accuracy of RNA and DNA tags of Input and H3K27me3-RADIP samples. (D) Nucleotide frequencies of RNA (left) and DNA (right) tags of Input and H3K27me3-RADIP samples, showing that the distributions of nucleotides in the RNA and DNA tags were uniform, with the exception of the overhang of the T and EcoP151 recognition motif on the two ends of the DNA tags.

Figure S3.

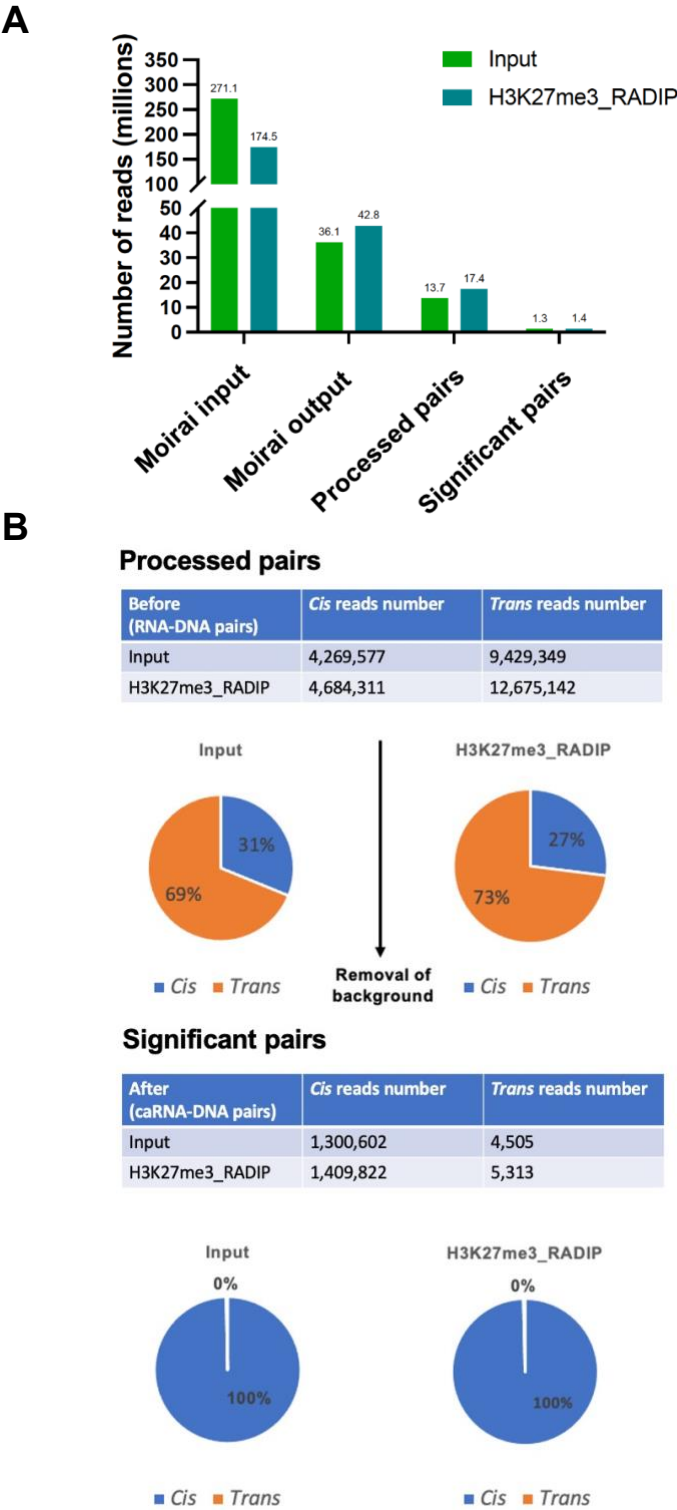

Figure S3. Details of background removal.

(A) Summary of sequenced Input and H3K27me3-RADIP libraries. Numbers above the bars represent the replicate-combined numbers of raw reads or the mate pairs remaining after the individual data-processing steps. (B) After removal of the background, many of the *trans* interactions were eliminated owing to their low frequency. The proportions and actual numbers of *cis* and *trans* RNA–DNA interaction pairs are shown.

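After background removal, the tables held 1300602 *cis* pairs for Input and 1409822 for H3K27me3-RADIP, which is 99.7% and 99.6% of their significant pairs.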

Figure S4.

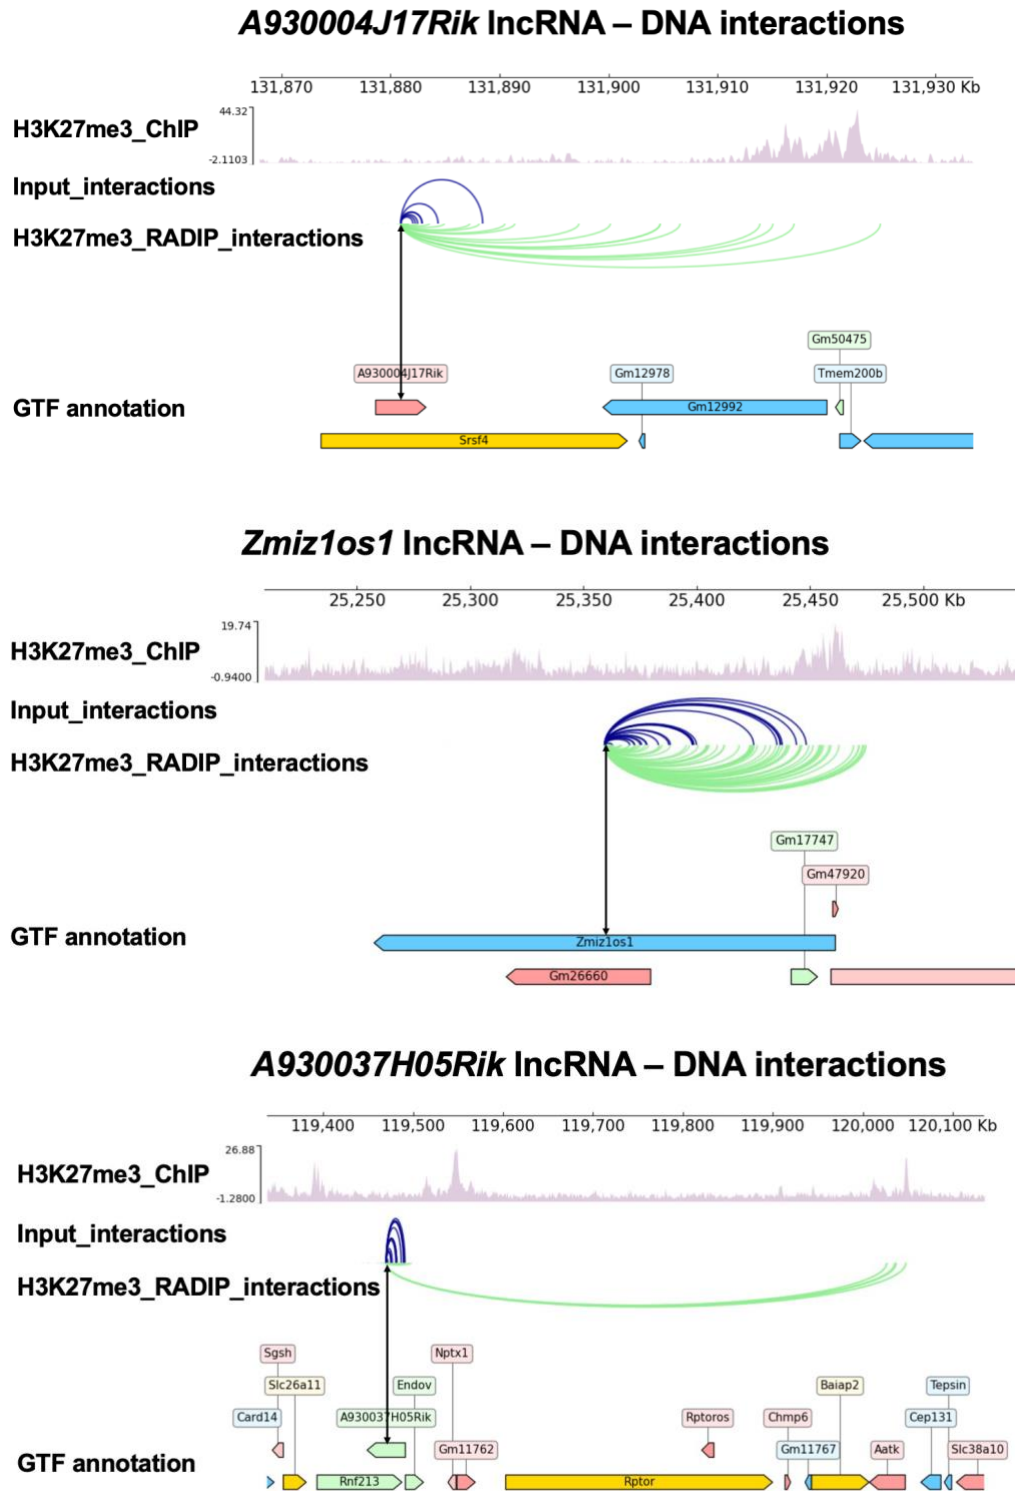

Figure S4. H3K27me3-RADIP samples are enriched with lncRNAs interacting with H3K27me3 ChIP-seq peak DNA regions.

*A930004J17Rik* lncRNA, *Zmiz1os1* lncRNA, and *A930037H05Rik* lncRNA were used as examples to show that the number of lncRNA–DNA interaction pairs was much greater in the H3K27me3-RADIP samples than in the Input samples. In addition, the target DNA tags of these lncRNAs in the H3K27me3-RADIP samples were in strong agreement with the H3K27me3 ChIP peaks.

Figure S5.

A

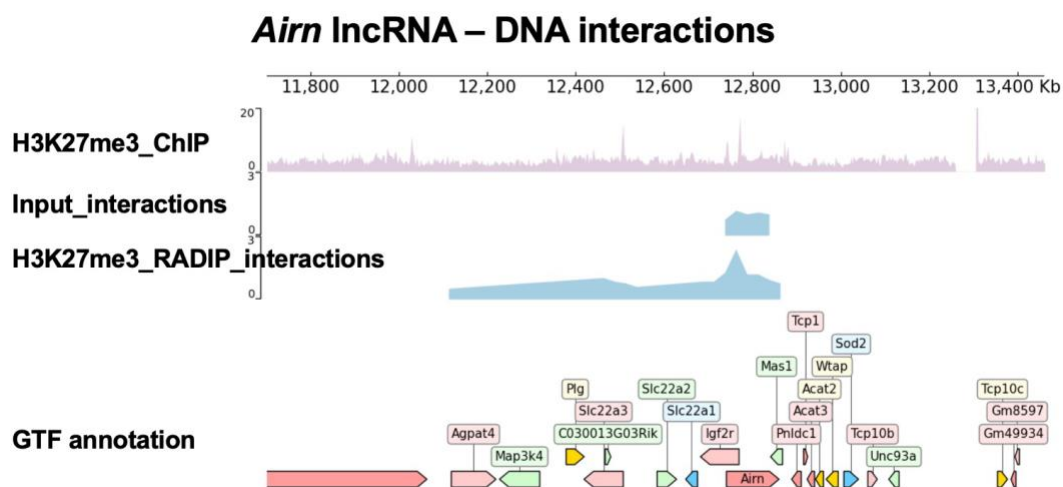

B

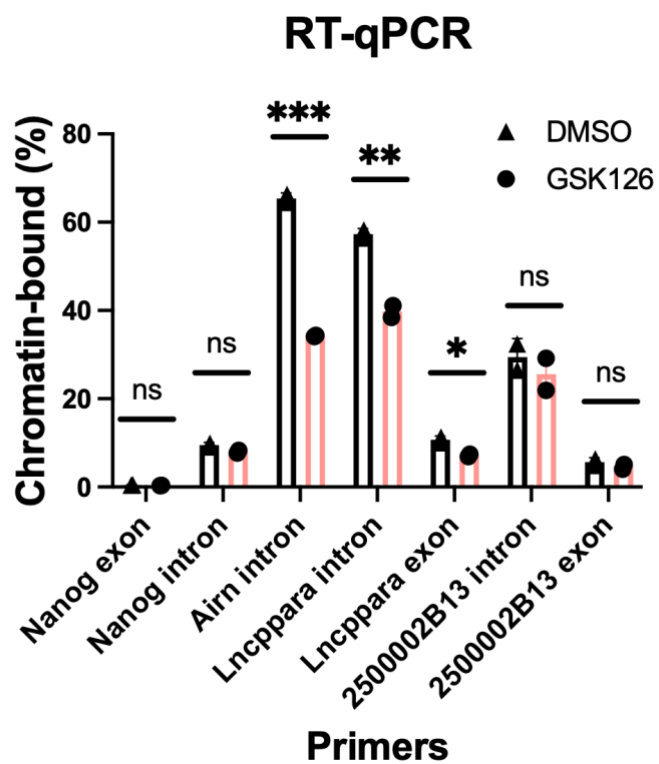

Figure S5. Certain RNA–PRC2 complexes are physically attached to chromatin.

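*Airn* (ENSMUSG00000078247.5) lies on the plus strand of chromosome 17 from 12741311 to 12860136 and overlaps *Gm23833* and *Gm16574* on that strand. It had 68 pairs in Input and 173 in H3K27me3-RADIP, a log2 fold change of 1.22 (interval 0.81 to 1.65). The pairs lay in 5 bins in Input and 13 in H3K27me3-RADIP, and the mean distance was 11.8 kb and 117 kb. Of the pairs, 1 in Input and 51 in H3K27me3-RADIP spanned over 100 kb. The bins of *Igf2r* held 25 pairs in Input and 71 in H3K27me3-RADIP. The bins of *Slc22a3*, whose TSS is 234 kb from that of *Airn*, held 0 and 33 pairs. No pair was listed for *Slc22a2* in either library; pairs that did not pass background removal are not listed.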

(A) H3K27me3-RADIP samples showed relatively high chromatin access of *Airn* lncRNA compared with Input samples, especially in the H3K27me3 ChIP-seq peak DNA regions. (B) The levels of *Airn* intron and *Lncppara* intron and exon in the chromatin-associated fraction were significantly reduced following treatment with GSK126. In contrast, the levels of *Nanog* intron and the intron and exon of *2500002B13* lncRNA, used as negative controls, remained unchanged in the chromatin-associated fraction. The source data and details for these results have been added to Supplementary Table S3. (Independent t-test;  $P$ -value < 0.05: \*;  $P$ -value < 0.01: \*\*;  $P$ -value < 0.001: \*\*\*)

Figure S6.

A

chr.6

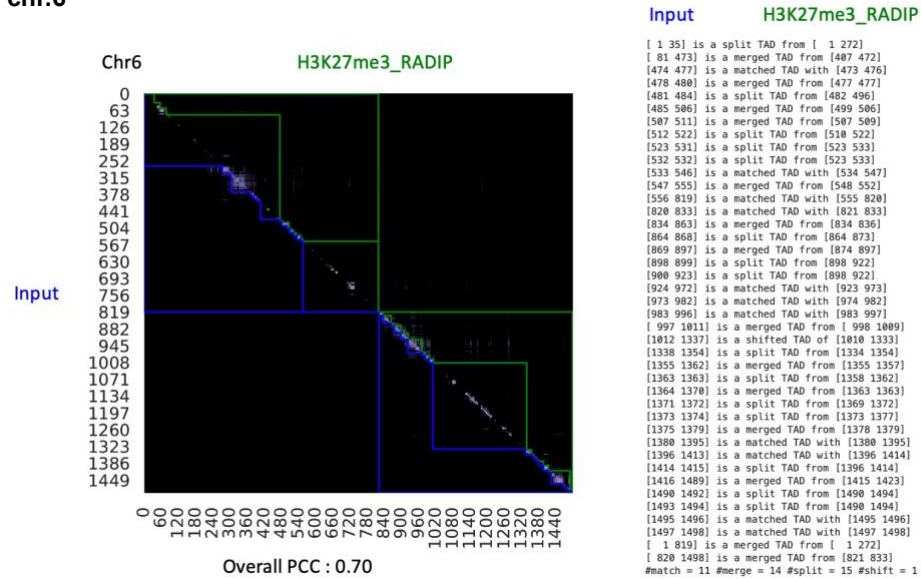

B

RNAs related to common TLDs on chromosome 6 in H3K27me3\_RADIP dataset (41 RNAs)

Zfp777  
Bola3  
Dera  
Tgfa  
Mturn  
Uba3  
Pde3a  
Sinhcaf  
Bicd1  
Hoxa11  
Gm36640  
Mthfd2  
Slc4a5  
Arl6ip5  
Rbsn  
Plekha8  
Dennd5b  
Zfp746  
Gm28308  
Pdia4  
Frmd4b  
Adcyap1r1  
Rerg  
Gcfc2  
Tet3  
Hoxaas3  
Mob1a  
Snrgp  
Emp1  
Restf1  
Txnrd3  
Gm765  
Grin2b  
Hoxa11os  
Gm20696  
Ptpro  
Slc15a5  
Ipo8  
Cntnap2  
Creb5  
Hoxa10

RNAs related to changed TLDs on chromosome 6 in H3K27me3\_RADIP dataset (28 RNAs)

Pde6h  
Foxp1  
Vps50  
Uba3  
Pde3a  
Wlfp3  
Plekha8  
Eogt  
Gmcl1  
Dennd5b  
Jazf1  
Sspo  
Gm43948  
Anxa4  
Adcyap1r1  
Rerg  
Prickle2  
Zfp282  
Krbal  
Aak1  
Gm20696  
Asns  
Pdzn3  
Scrn1  
Tmf1  
Amn1  
Eps8  
Gm43950

**Figure S6. TLDs (topologically associating domain-like domains) for comparison of Input samples and H3K27me3-RADIP samples.**

(A) TLDs on chromosome 6 and the details of changes in TLDs on chromosome 6 for both types of samples are shown. (B) We identified and collected the anchor information for common TLDs and changed TLDs on chromosome (chr.) 6. We then determined which RNA species were related to these common TLDs (left) and changed TLDs (right) on chr. 6 in H3K27me3-RADIP samples as an example. Next, we followed this strategy for all chromosomes to determine the “Changed TLD” RNAs on a genome-wide level.

**Figure S7.**

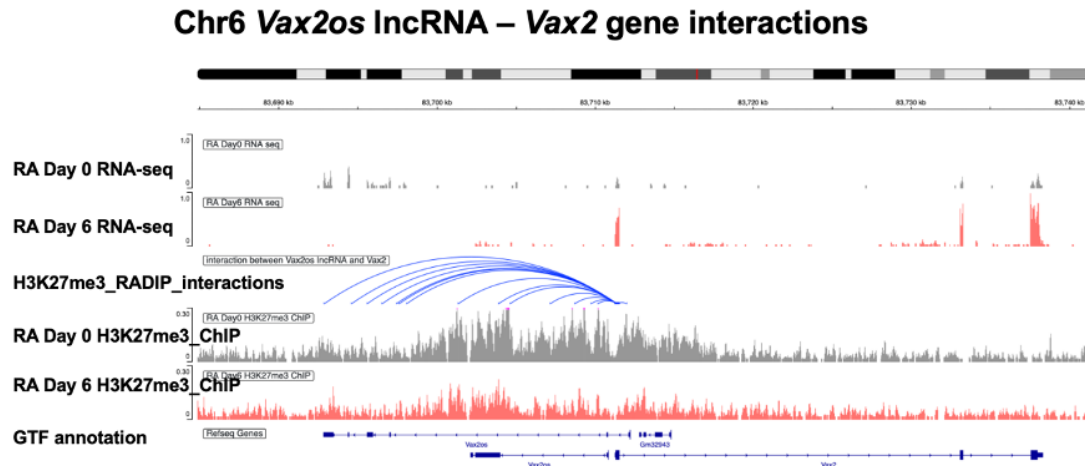

**Figure S7. An additional example of RNA-mediated lineage-specific transcriptional silencing.**

Visualization of interactions between *Vax2os* lncRNA and the *Vax2* gene. the *Vax2os* lncRNA guides PRC2 to the TSS of the *Vax2* gene, facilitating the deposition of H3K27me3 and thereby silencing the *Vax2* gene in mESCs. As differentiation progresses, the expression of *Vax2os* lncRNA ceases, leading to diminished guidance, reduced PRC2 localization, and a consequent decrease in H3K27me3 intensity at the TSS of *Vax2* gene. These changes result in a significant up-regulation of *Vax2* gene expression, which is critical for forebrain development.

**Figure S8.**

### Motifs of H3K27me3\_RADIP all RNAs

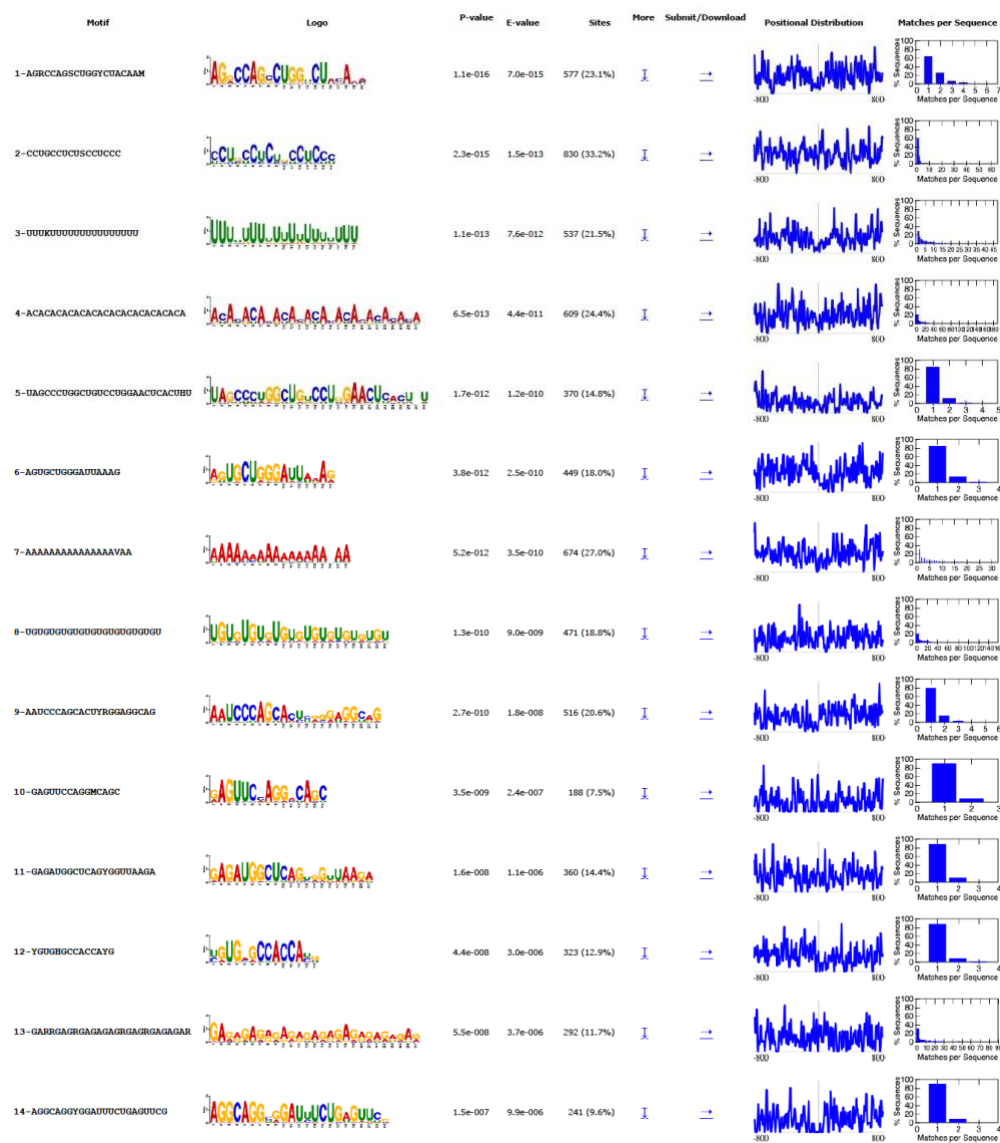

**Figure S8. Full list of enriched motifs from all RNA tags of H3K27me3-RADIP samples (page 1).**

**Figure S9.**

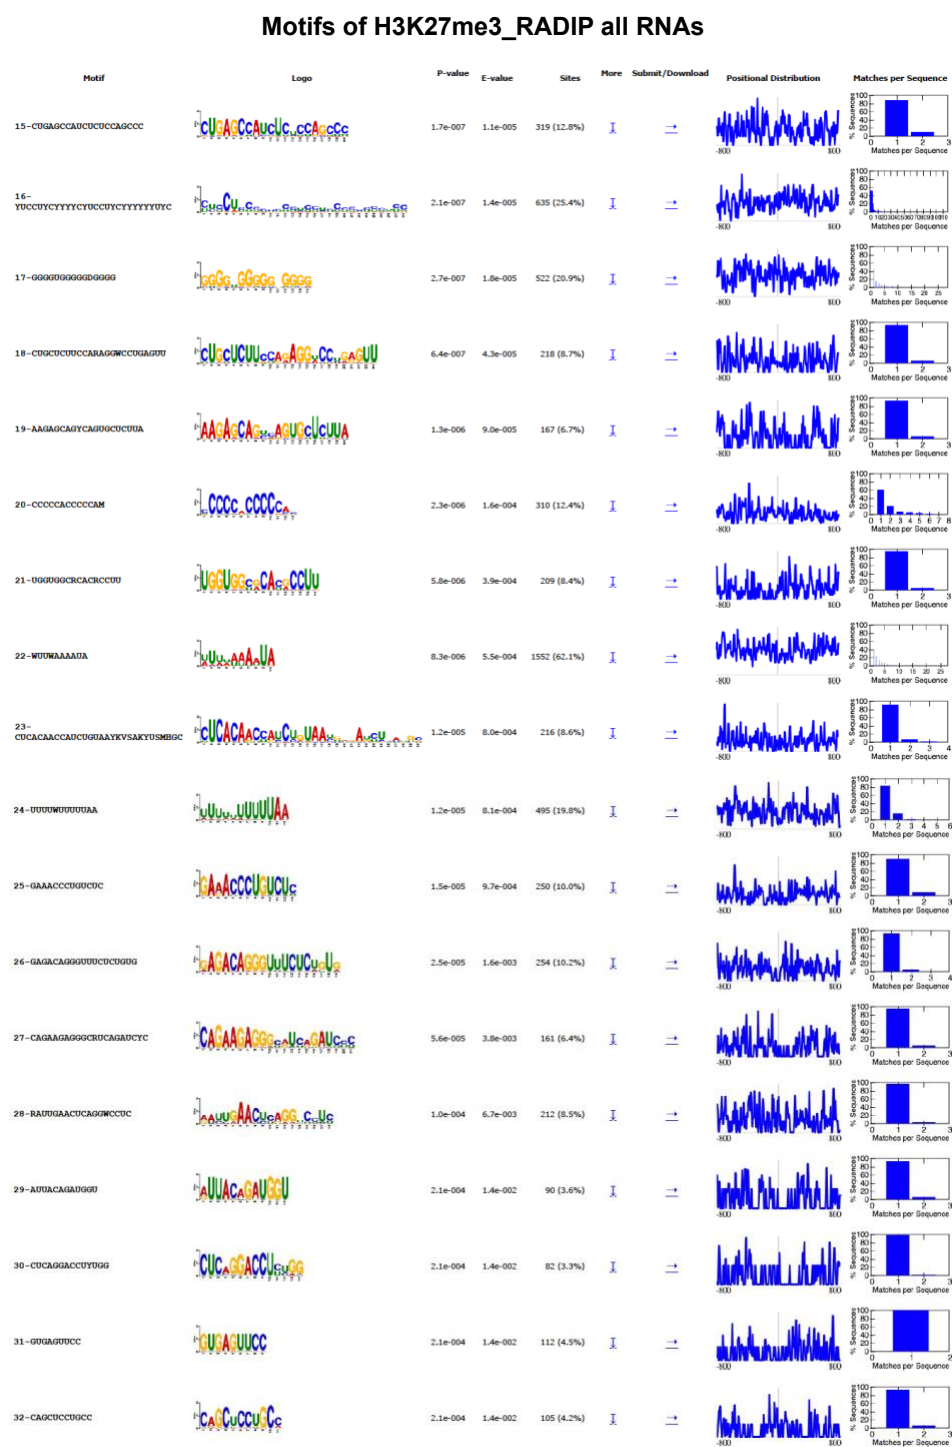

**Figure S9. Full list of enriched motifs from all RNA tags of H3K27me3-RADIP samples (page 2).**

**Figure S10.**

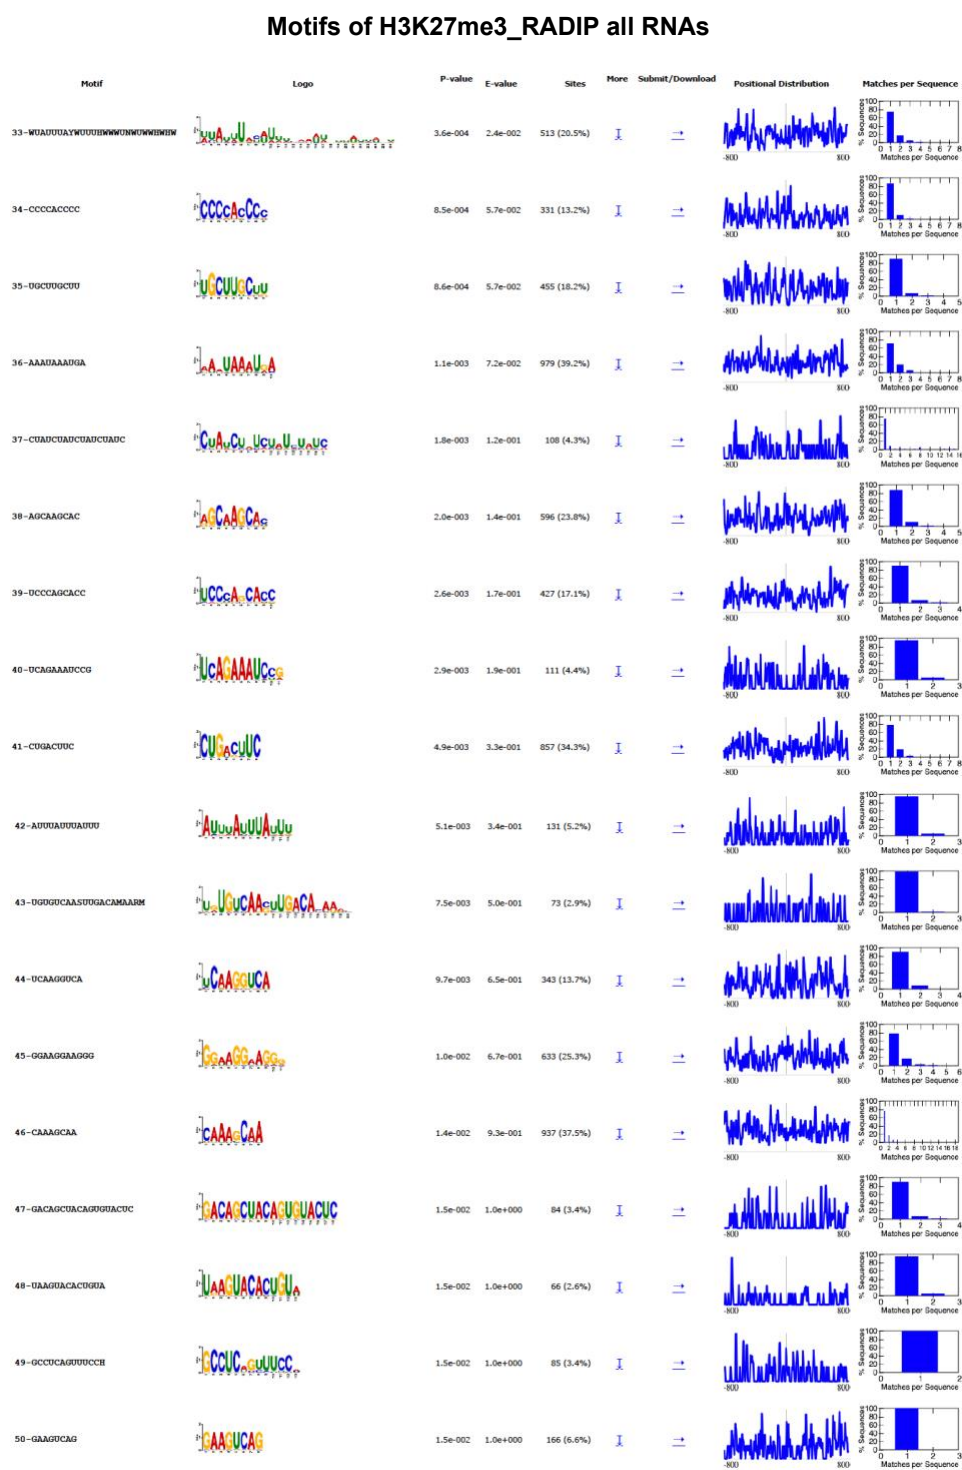

**Figure S10. Full list of enriched motifs from all RNA tags of H3K27me3-RADIP samples (page 3).**

**Figure S11.**

### Motifs of H3K27me3\_RADIP all RNAs

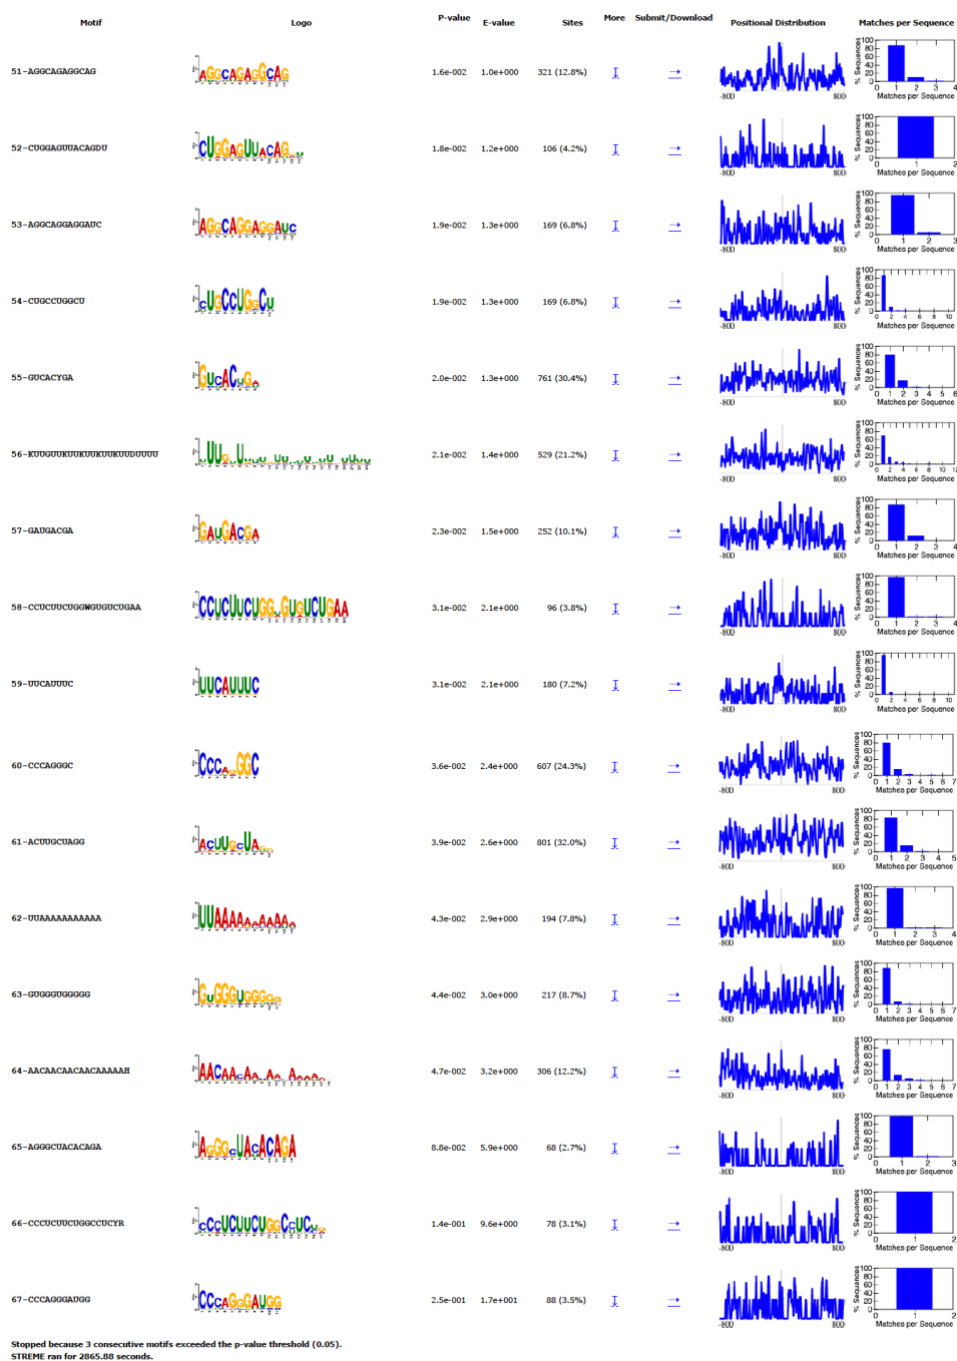

**Figure S11. Full list of enriched motifs from all RNA tags of H3K27me3-RADIP samples (page 4).**

**Figure S12.**

### Motifs of H3K27me3\_RADIP unique RNAs

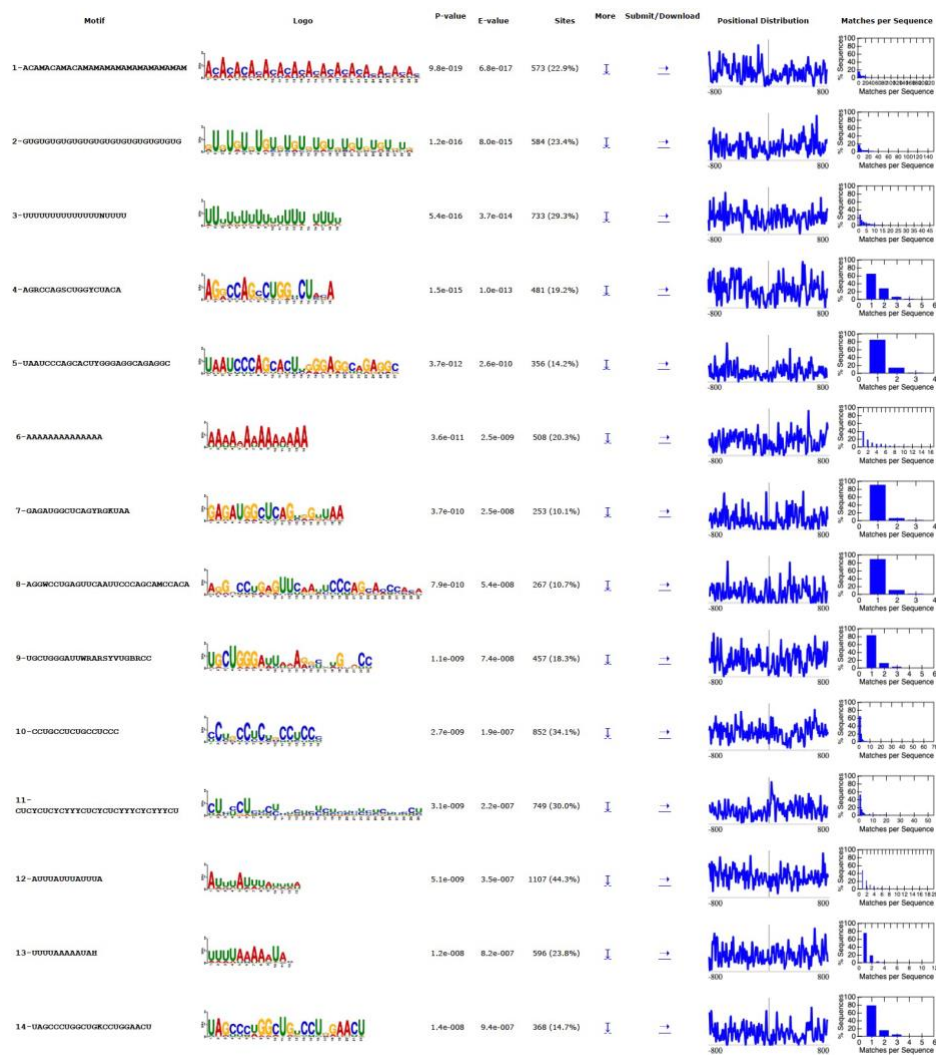

**Figure S12. Full list of enriched motifs from RNA tags unique to H3K27me3-RADIP samples (page 1).**

**Figure S13.**

### Motifs of H3K27me3\_RADIP unique RNAs

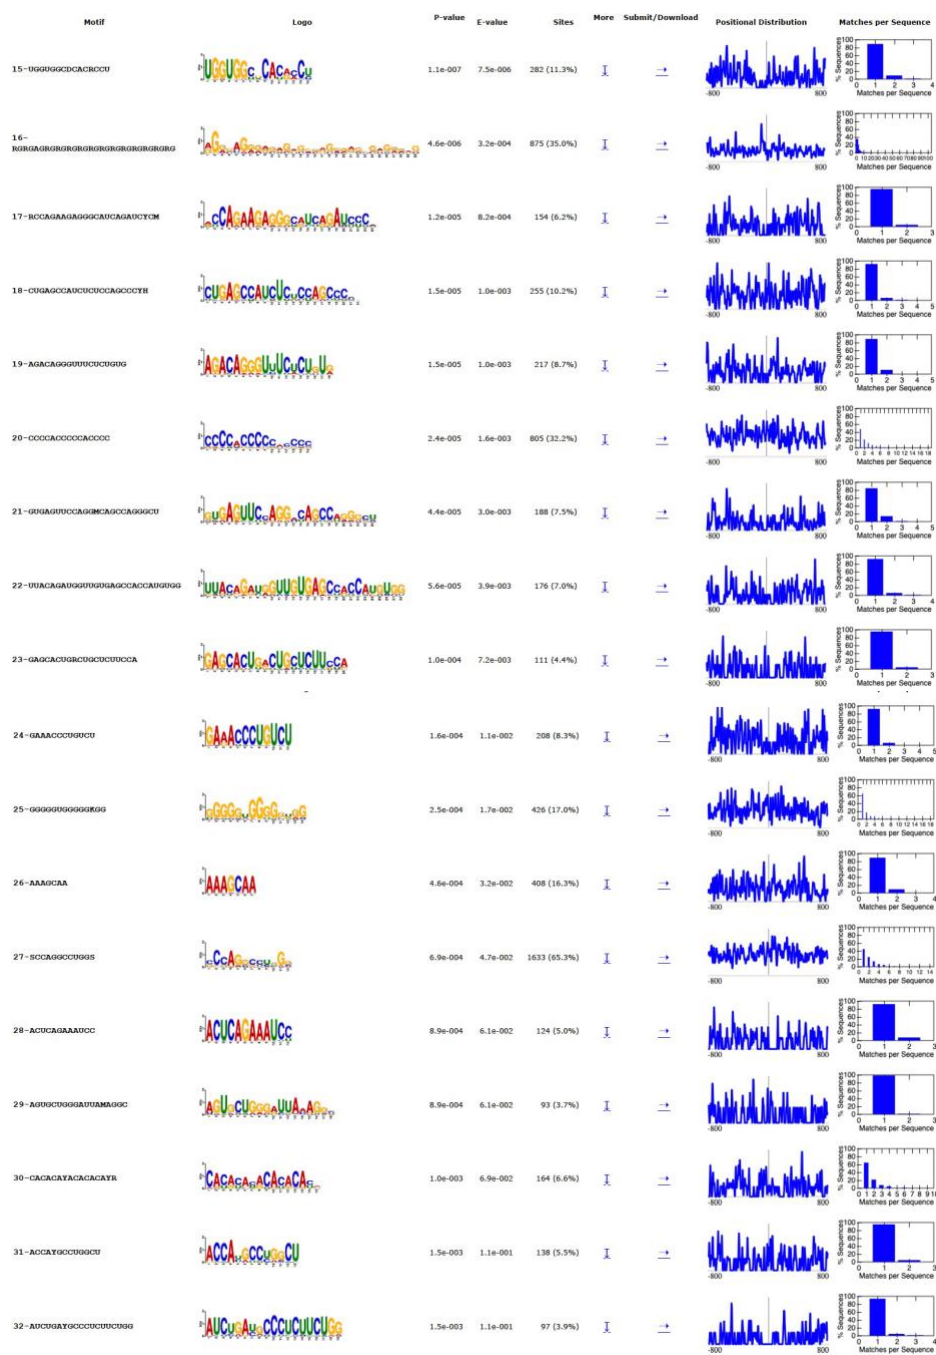

**Figure S13. Full list of enriched motifs from RNA tags unique to H3K27me3-RADIP samples (page 2).**

Figure S14.

### Motifs of H3K27me3\_RADIP unique RNAs

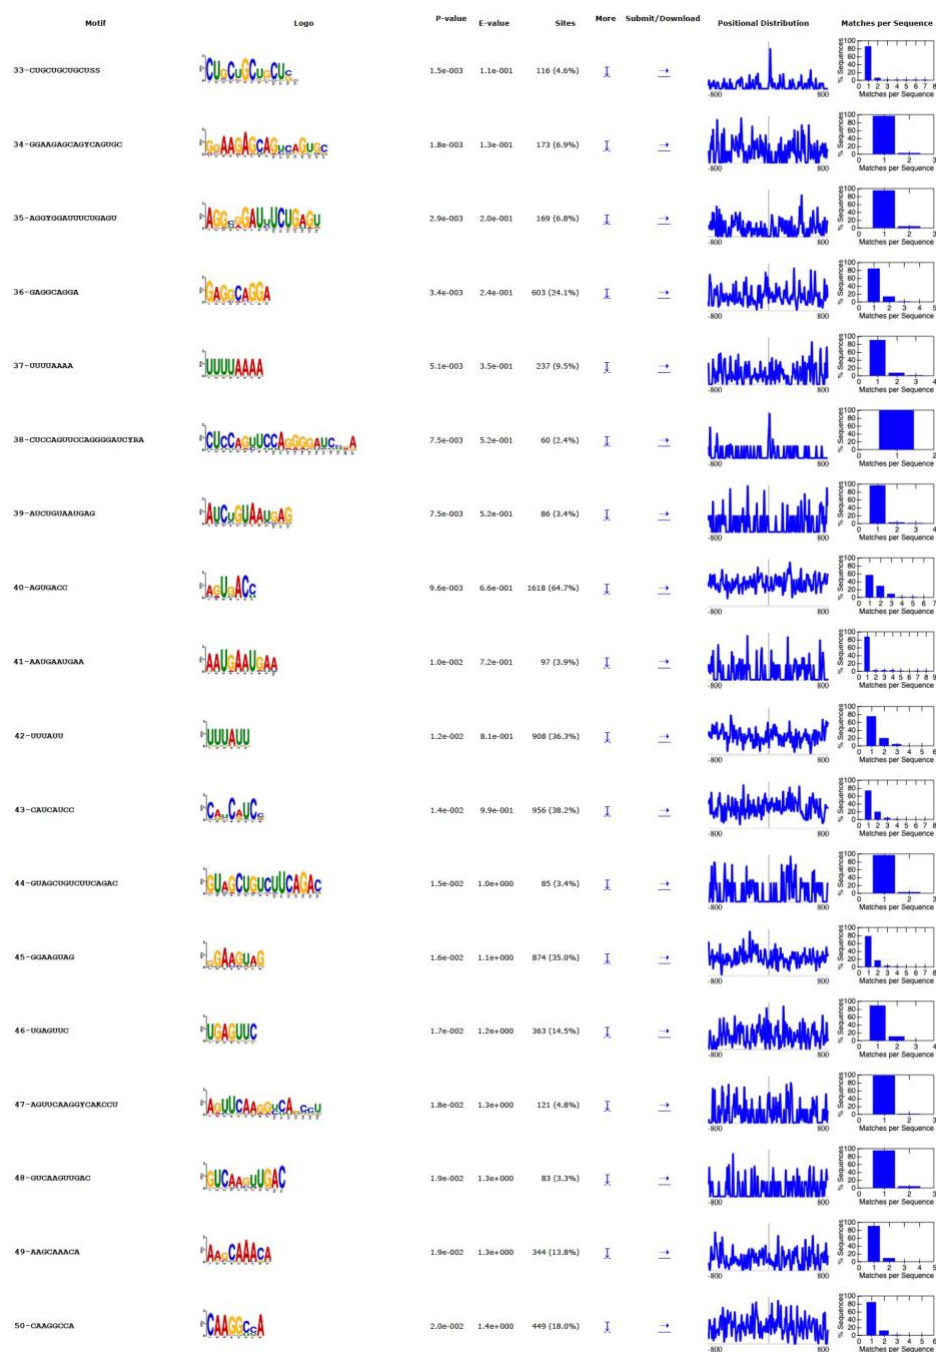

Figure S14. Full list of enriched motifs from RNA tags unique to H3K27me3-RADIP samples (page 3).

Figure S15.

### Motifs of H3K27me3\_RADIP unique RNAs

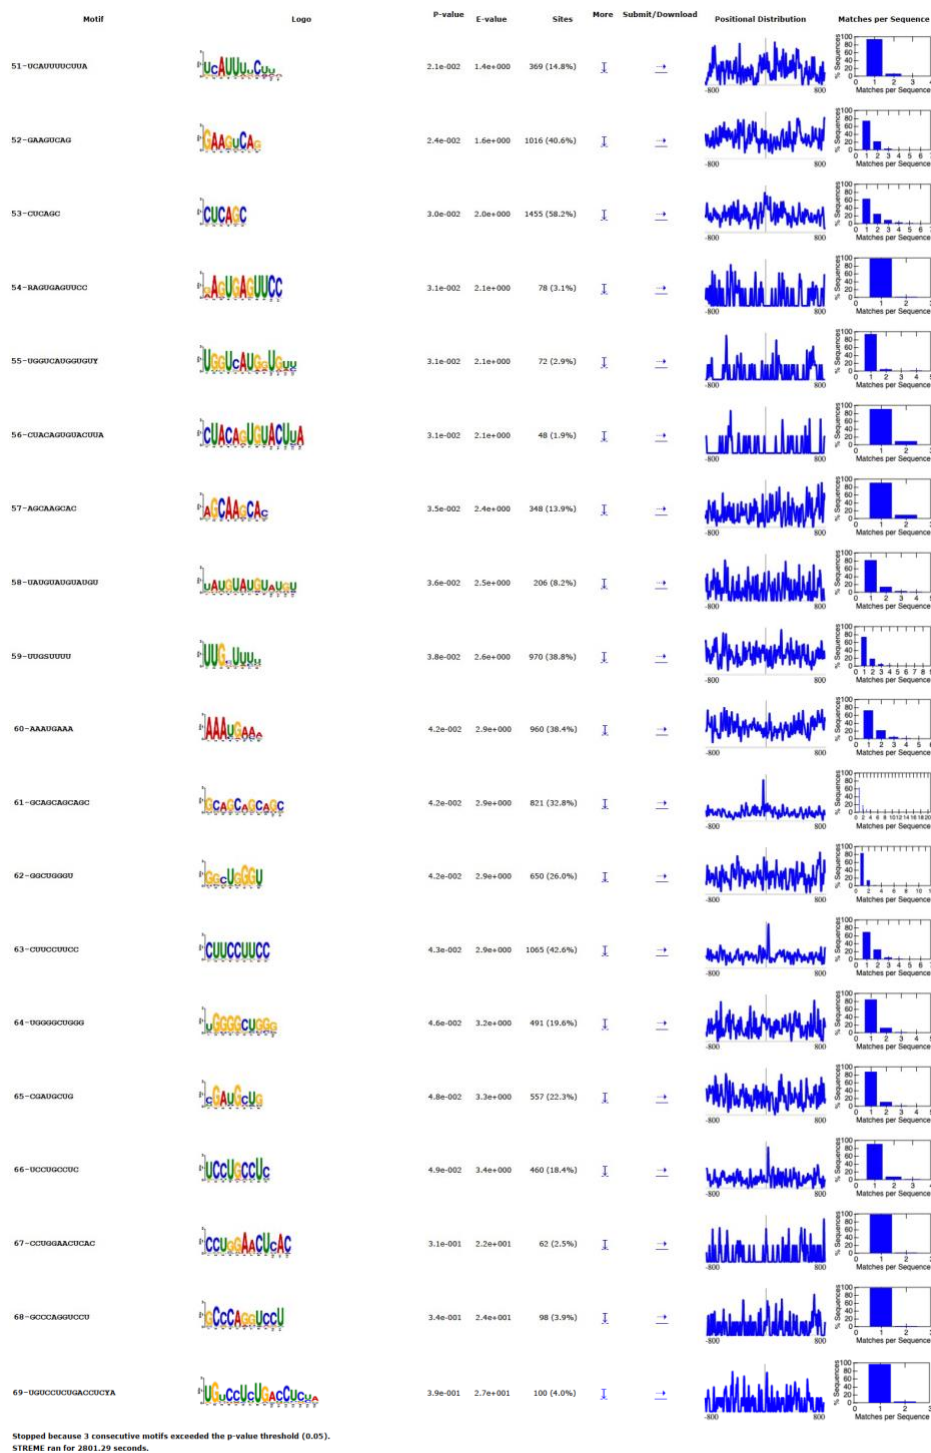

Figure S15. Full list of enriched motifs from RNA tags unique to H3K27me3-RADIP samples (page 4).

**Figure S16.**

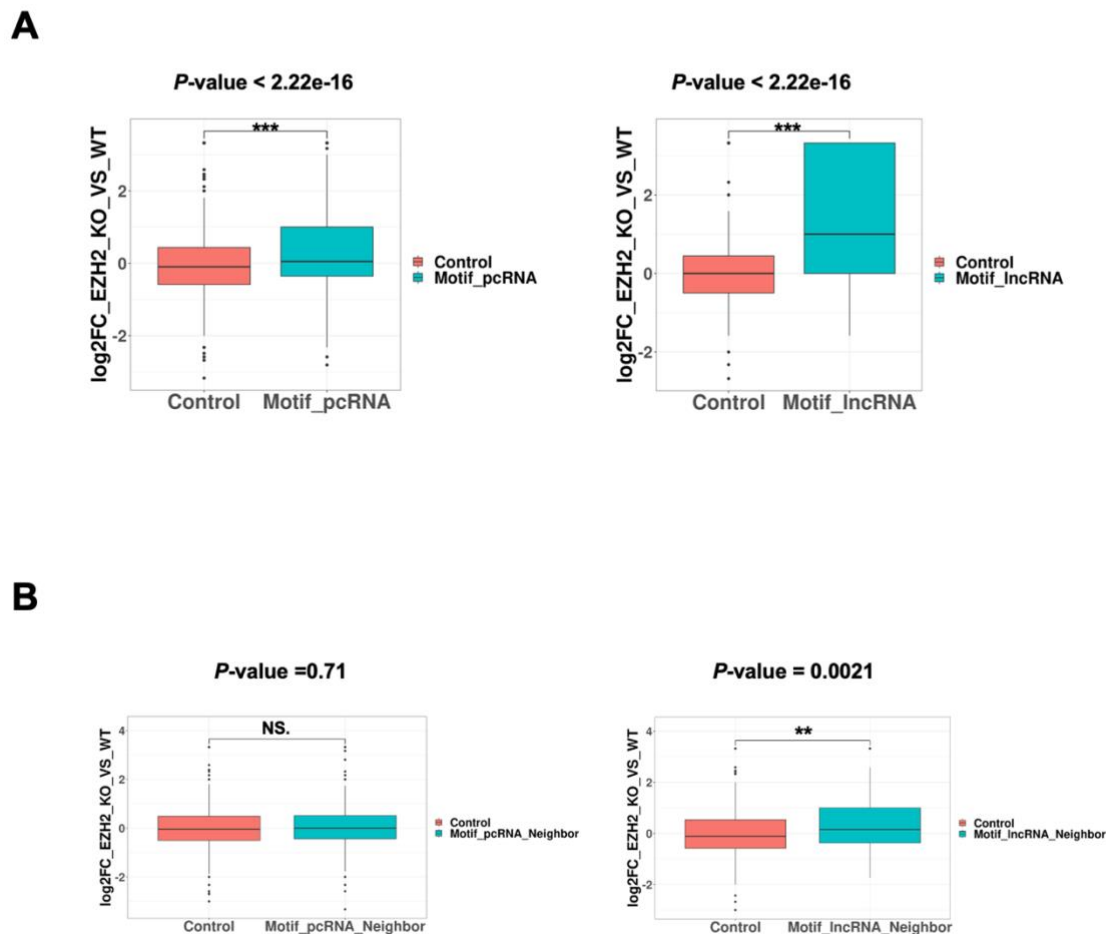

**Figure S16. Expression-level changes of motif-containing RNAs and neighboring genes after EZH2 knockout.**

(A) The expression levels of RNAs containing GCA and CUG repeat motifs were significantly elevated compared to control RNAs (randomly selected and numerically equivalent) after EZH2 knockout. This result suggests that these motif-containing RNAs contribute to the recruitment of PRC2 to their genomic regions, leading to H3K27me3 histone mark deposition and gene repression. (B) The expression levels of neighboring genes around source lncRNA genes were significantly increased, while the expression levels of neighboring genes around source pcRNA genes remained unchanged. This suggests that GCA-repeat- and CUG-repeat-motif-containing lncRNAs facilitate the spreading of PRC2 and H3K27me3 histone marks across surrounding regions, whereas motif-containing pcRNAs confine PRC2 recruitment to their gene loci.

**Figure S17.**

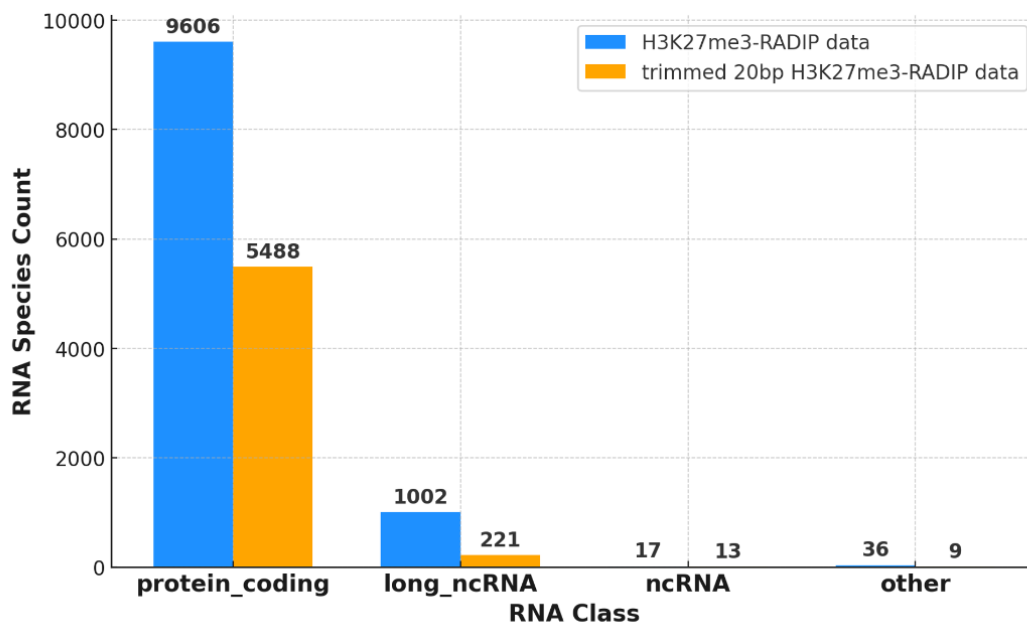

**Figure S17. Comparison of RNA detection between H3K27me3-RADIP and trimmed 20bp H3K27me3-RADIP.**

The H3K27me3-RADIP captured approximately 1.8 times more pcRNAs and about 4.5 times more lncRNAs compared to the trimmed 20bp version. This result underscores the significant impact of improved genome coverage and a higher proportion of uniquely mapped reads on the enhanced detection of various RNA types, particularly lncRNAs, which are crucial for investigating PRC2-associated lncRNA-DNA interactions and their role in chromatin regulation.

# Supplementary material for: RADIP technology comprehensively identifies H3K27me3-associated RNA–chromatin interactions
**Source:** Nucleic Acids Res. 2024 Nov 18;52(22):e104. doi: 10.1093/nar/gkae1054
**Supplement:** gkae1054_Supplemental_Files

## SUPPLEMENTARY METHODS

*GSK126 treatment and cell fractionation.* Cells were treated with 0.1% DMSO (control) or 5  $\mu$ M GSK126 (Merck) for 48 h. To extract the cytoplasmic, nuclear, and chromatin fractions, we followed a protocol described previously<sup>1</sup>.

*RNA extraction, cDNA synthesis, and quantitative RT-PCR.* RNA was isolated using RNeasy Plus Mini Kit (Qiagen). An on-column DNase I (New England Biolabs) digestion was performed in accordance with the manufacturer's instructions. For chromatin RNA, we added 250  $\mu$ L of precooled PBS to the chromatin pellet and resuspended the pellet by pipetting. We then added 750  $\mu$ L of TRIzol™ LS Reagent (Invitrogen) with 10  $\mu$ L of 0.5 M EDTA and incubated the mixture at 65 °C for about 20 min, with vortexing. Next, we added 200  $\mu$ L of chloroform, vortexed the mixture briefly, and incubated it at room temperature for 5 min. This was followed by centrifugation for 15 min at 16,000g and 4 °C.

We transferred the upper aqueous layer to a new tube and added 3.5 sample volumes of Buffer RLT (Qiagen) We then followed the cleanup protocol of the RNeasy Kit. An equivalent volume of total RNA for each fraction was used for cDNA synthesis by using a SuperScript IV kit (Thermo Fisher Scientific) with Random 6-mer primers. For qRT-PCR, a PowerTrack SYBR Kit (Thermo Fisher Scientific) was used. The amount of RNA relative to that of HPRT (hypoxanthine phosphoribosyltransferase) in the cytoplasm fraction was calculated for each fraction, and then the percentage of RNA in the chromatin fraction was calculated.

The qRT-PCR primer sequences were as follows:

Airn\_intron\_Fw: GGGTCGAATCAGGTCACACA  
Airn\_intron\_Rv: TCTCTGCTCTTGTGGGCAA  
Airn\_ex1-2\_Fw: CAGACATCCTGGGGAAGTGA  
Airn\_ex1-2\_Rv: CTGGCAACCTGCCCTATTTC  
Nanog\_intron\_Fw: CCGTTTTCTCCAGCAGAAGC  
Nanog\_intron\_Rv: TGTTTGGGGTTTGGAAGGAG  
Nanog\_exon\_Fw: TTCTGGGAACGCCTCATCAATGCCTGC  
Nanog\_exon\_Rv: TCCTCAGGGCCCTTGTCAGCCTCAG  
Lncppara\_intron\_Fw: GGAAAGGCAGCAGAAAAGGA  
Lncppara\_intron\_Rv: GAAGGAACGTGTGACGGACA  
Lncppara\_ex5-6\_Fw: TTGACAACTTCCCTGGGTGA  
Lncppara\_ex5-6\_Rv: AAGGCAGCCGGTTGTACTGT  
2500002B13\_intron\_Fw: CAGAGGGGCCTCATATCTCTG

2500002B13\_intron\_Rv: AAGGACCATAGCCCCCAAGT  
 2500002B13\_exon\_Fw: TTCAGACCGCCAGCTGACTC  
 2500002B13\_exon\_Rv: CACTTTCATCTGAAGGTTGCTATG  
 Hprt\_exon\_Fw: CAGGCCAGACTTTGTTGGAT  
 Hprt\_exon\_Rv: TTGCGCTCATCTTAGGCTT

*Details of modified CHiCANE method used to select significant pairs.* A modified negative binomial distribution approach, as implemented with the CHiCANE package in R, was used to calculate the adjusted  $P$ -value ( $q$  value) for each interaction pair. Then, only statistically significant interaction reads ( $q$  value  $\leq 0.1$ ) were retained for subsequent analysis.

The purpose-defined CHiCANE-based method merely considers the intractability of the RNA tags. We used *trans* RNA–DNA interactions to produce the background.

Let  $Y_{ij}$  denote the number of reads linking RNA tag  $i$  and target DNA tag  $j$ , and let  $t_i$  denote the number of reads linking the RNA tag  $i$  with all target DNA tags in *trans*.  $\mu$  is a mean parameter, and  $\theta$  is a dispersion parameter calculated from the count of all interaction pairs. After  $\beta_0$ ,  $\beta_1$ , and the overdispersion term are fitted by the maximum likelihood method over the count of all interaction pairs, the MLEs (maximum likelihood estimates) of the coefficients  $\beta_0$  and  $\beta_1$  are used to provide an estimate of the new expected mean parameter  $\mu_{ij}$  for each interaction pair, where:

$$\mu_{ij} = \beta_0 + \beta_1 \log(t_i + 1)$$

The MLE of the dispersion parameter  $\theta$  is used as the dispersion parameter in the negative binomial model without zero observations (zero-count bins), where:

$$Y \sim \text{NB}(\mu, \theta)$$

Therefore,  $Y_{ij}$  is assumed to follow the fitted NB (negative binomial) regression with the adjusted mean parameter  $\mu_{ij}$  and the adjusted dispersion parameter  $\theta_{ij}$  for each interaction pair:

$$\text{Var}(Y_{ij}) \sim \mu_{ij} + (\mu_{ij}^2 / \theta_{ij})$$

Next, a  $P$  value for each interaction pair can be estimated for the observed counts  $y_{ij}$  exceeding what is expected from the fitted NB model (background/noise), as:

$$P = P(Y_{ij} \geq y_{ij})$$

Finally, a multiple testing correction (by the Benjamini and Hochberg method) was applied to convert the  $P$  value into a  $q$  value (adjusted  $P$  value or false discovery rate, or both) and identify significant interaction pairs that interacted more frequently than expected by chance, with a cutoff  $q$  value of no more than 0.1. Only the significant datasets were used for subsequent analysis.

1. Sharma, H. et al. Decryption of sequence, structure, and functional features of SINE repeat elements in SINEUP non-coding RNA-mediated post-transcriptional gene regulation. *Nat Commun* **15**, 1400 (2024).

# Supplementary material for: RADIP technology comprehensively identifies H3K27me3-associated RNA–chromatin interactions
**Source:** Nucleic Acids Res. 2024 Nov 18;52(22):e104. doi: 10.1093/nar/gkae1054
**Supplement:** gkae1054_Supplemental_Files

## RADIP protocol

### CELL CROSSLINKING

- Trypsinize cells. After neutralizing the trypsin with media, transfer into falcon tube
- Spin 500 xg for 5 minutes
- Discard supernatant
- Resuspend cell pellet in PBS or HBSS
- Spin 500 xg for 5 minutes
- Discard supernatant
- Resuspend cell pellet in PBS (1 ml every 2 million cells)
- Add equal amount of 2 % formaldehyde (stock: 16% Formaldehyde (w/v), Methanol-free) diluted with PBS. Note: final FA concentration is 1%
- Incubate cells at room temperature (RT) for 10 minutes with slow rotation
- Add 1M glycine solution (final concentration 125 mM)
- Incubate cells at RT for 5 minutes with slow rotation
- Centrifuge the cells at no more than 150 xg for 5 minutes at 4 °C, remove the supernatant and wash the pellet with ice-cold PBS.
- Centrifuge the cells at no more than 150 xg for 5 minutes at 4 °C, remove the supernatant and snap frozen in liquid nitrogen
- Store at -80°C

### Day 1

### CELL LYSIS

*Lyse plasma membrane in hypotonic buffer, isolate nuclei, permeabilize nuclear membrane*

- Prepare 4 ml lysis buffer in 50 ml falcon (400 µl every 2 million cells)
- Get 800 µl lysis buffer and add to frozen pellet, gently resuspend
- Transfer the resuspended pellet back to the original 50 ml falcon
- Gently resuspend
- Keep on ice 10 minutes
- Dispense 400 µl in 10 1.5 ml tubes previously put on ice.
- Spin 500 xg 4 minutes at 4°C - swinging rotor
- Discard supernatant
- Resuspend in DNase I digestion buffer I 100 µl (gently pipetting)
- Shake 850 rpm 30 minutes at 37°C on Thermomixer
- Add 100 µl DNase I digestion buffer II
- Shake 850 rpm 10 minutes at 37°C on Thermomixer

### DNase I DIGESTION

*DNase I digestion timing for this batch of mESCs (PGK12.1)*

Add 1.5 µl DNase I (1U/ µl) for 4 minutes\*.

*\*The optimal DNase I digestion time varies depending on the cell pellet batch and cell type. The average fragment size should be approximately 1 kilobase (1 kb).*

- Stop the digestion with 40 µl DNase I stop buffer at the indicated time points.
- Pellet nuclei 2,500 xg 4 minutes at RT - swinging rotor

### PELLET WASH

- Remove supernatant
- Resuspend pellet with the mixed buffer of the following reaction (200µl/tube)

|                            |        |
|----------------------------|--------|
| 10x T4 DNA ligation buffer | 20 µl  |
| 10mM dNTPs                 | 5 µl   |
| H <sub>2</sub> O           | 175 µl |

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant

#### **DNA END REPAIR**

- Prepare the following mixture (per tube)

|                                    |        |
|------------------------------------|--------|
| 10x T4 DNA ligation buffer         | 20 µl  |
| 10mM dNTPs                         | 5 µl   |
| T4 DNA Polymerase (5U/µl) (Thermo) | 3 µl   |
| Klenow Fragment (10U/µl)           | 3 µl   |
| H <sub>2</sub> O                   | 169 µl |

- Resuspend the nuclear pellet in 200 µl
- Shake 850 rpm 1h at 25°C (RT) on Thermomixer
- Stop reaction by adding 5 µl 10% SDS

#### **PELLET WASH**

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant
- Resuspend pellet with the mixed buffer of the following reaction (185 µl/tube)

|                  |        |
|------------------|--------|
| 10x NEB buffer 2 | 20 µl  |
| 10mM dATP        | 10 µl  |
| 10% Triton X-100 | 20 µl  |
| H <sub>2</sub> O | 135 µl |

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant

#### **dA-TAILING**

- Resuspend the pellet in 185 µl of the dA tailing buffer showed above
- Add 15 µl of Klenow Fragment (exo-)
- Shake 850 rpm 1h at 37°C on Thermomixer

#### **RNase H TREATMENT**

- Add 5 µl RNase H (5,000U/ml, final concentration 0.122 U/µl)
- Shake 850 rpm 40 minutes at 37°C on Thermomixer

#### **PELLET WASH**

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant
- Resuspend pellet with the mixed buffer of the following reaction (200 µl/tube)

|                            |        |
|----------------------------|--------|
| 10x T4 RNA ligation buffer | 20 µl  |
| H <sub>2</sub> O           | 180 µl |

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant

#### **BRIDGE ADAPTOR AND RNA LIGATION**

- Prepare the RNA ligation mixture (per tube)

|                               |       |
|-------------------------------|-------|
| 10x T4 RNA ligation buffer    | 3 µl  |
| Pre-adenylated adaptor        | 1 µl  |
| RNase OUT                     | 1 µl  |
| T4 RNA ligase 2, truncated KQ | 2 µl  |
| H <sub>2</sub> O              | 23 µl |

- Resuspend pellet in 30 µl
- Shake 850 rpm O/N at 20°C on Thermomixer

## Day 2

### PELLET WASH

- Stop reaction by adding 170 µl Triton Solution

|                  |        |
|------------------|--------|
| 10% Triton X-100 | 20 µl  |
| H <sub>2</sub> O | 150 µl |

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant
- Resuspend pellet with the mixed buffer of the following reaction (200 µl/tube)

|                            |        |
|----------------------------|--------|
| 10x T4 DNA ligation buffer | 20 µl  |
| H <sub>2</sub> O           | 180 µl |

- Spin 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant

### BRIDGE ADAPTOR AND DNA LIGATION

- Resuspend pellet in 495 µl DNA ligation reaction buffer showed above
- Add 5 µl T4 DNA ligase (NEB, 400U/µl), total reaction volume 500 µl
- Shake 850 rpm 4h at 25°C on Thermomixer

### DYNABEADS IgG EQUILIBRATION & ANTIBODY COUPLING

*The volumes reported here are intended for 5 tubes*

- Collect 30 µl of Dynabeads M-280 mouse or rabbit IgG
- Wash beads with 500 µl of ChIP dilution buffer
- Resuspend beads in 15 µl ChIP dilution buffer
- Add 3-5 µg of antibody
- Vortex periodically to resuspend beads and stand on ice at least 1h
- Wash beads twice with 500 µl ChIP dilution buffer when ready to proceed with the following O/N incubation

### STOP DNA LIGATION & BRIEF SONICATION

*A brief sonication is required only to break the nuclear membrane*

- Stop the ligation reaction by spinning 2,500 xg 4 minutes at RT - swinging rotor
- Remove supernatant
- Resuspend pellet in 20 µl SDS lysis buffer

- Pool the 5 tubes in 1 tube, total volume 100  $\mu$ l.
- Keep on ice for 10 minutes
- Add 400 $\mu$ l ChIP dilution buffer, total volume 500  $\mu$ l
- Split into 2 Picoruptor tubes (250  $\mu$ l each)
- Sonicate with Picoruptor (Diagenode) 1 cycle of 5 seconds ON + 30 seconds OFF at 4°C
- Transfer into 1 1.5 ml tube
- Centrifuge max speed 5 minutes at 4°C
- Collect supernatant of 500  $\mu$ l
- Add 600  $\mu$ l ChIP dilution buffer, total volume 1.1ml
- Move 100  $\mu$ l to a new tube to be used for Input library preparation
  - Add 25  $\mu$ l Proteinase K buffer
  - Add 11  $\mu$ l Proteinase K
  - De-crosslink by shaking 850rpm O/N at 65°C on a Thermomixer
- Transfer left 1ml to the previously prepared and washed beads
- Incubate by rotating O/N at 4°C

### **Day 3**

#### **PURIFICATION OF INPUT BY PCR PURIFICATION KIT**

- Elute in 30  $\mu$ l, 5  $\mu$ l used for Qubit & Bioanalyzer later, 25 $\mu$ l kept being processed and sequenced
- Pool the 2 technical replicates of Input together, total volume 50  $\mu$ l
- Freeze at -80°C

#### **BEADS WASHING AND DE-CROSSLINKING**

- Wash beads 3 times with 500  $\mu$ l RIPA 500mM buffer
- Resuspend beads in 200  $\mu$ l water
- Add 50  $\mu$ l Proteinase K buffer and 22 $\mu$ l Proteinase K
- Shake 850rpm 5 h at 65°C on Thermomixer

#### **PURIFICATION OF RADIP BY PCR PURIFICATION KIT**

- Put tubes on the magnet, collect supernatant
- Purify the supernatant by PCR purification Kit, elution volume 30  $\mu$ l
- Pool the 2 technical replicates of RADIP together, total volume 60  $\mu$ l
- Freeze at -80°C

### **Day 4**

*The steps for preparing both Input and RADIP libraries are now the same. Follow these steps to prepare either an Input or RADIP library:*

#### **CONCENTRATION**

- Speedvac to 12  $\mu$ l at 37°C

#### **REVERSE TRANSCRIPTION**

- Add 1 $\mu$ l 10mM dNTPs
- Incubate 5 minutes at 65°C
- Promptly put on ice
- Meanwhile prepare the following reverse transcription mixture (SSIV Thermo):

|                        |           |
|------------------------|-----------|
| 5x First strand buffer | 4 $\mu$ l |
| 0.1M DTT               | 1 $\mu$ l |
| RNaseOUT               | 1 $\mu$ l |

|                |      |
|----------------|------|
| SuperScript IV | 1 µl |
|----------------|------|

- Run reverse transcription program:

|      |        |
|------|--------|
| 56°C | 10 min |
| 80°C | 10 min |
| 4°C  | hold   |

## SECOND STRAND SYNTHESIS

- Prepare the following reaction mix

|                                         |       |
|-----------------------------------------|-------|
| 5x Second Strand buffer                 | 30 µl |
| 10mM dNTPs                              | 3 µl  |
| RNaseH (2U/µl) Thermo                   | 3 µl  |
| E coli DNA polymerase I<br>(10U/µl) NEB | 4 µl  |
| E coli DNA ligase (10U/µl)              | 1 µl  |
| H <sub>2</sub> O                        | 89 µl |

- Incubate 16°C 2h in thermal cycler
- Stop reaction by adding 10µl 0.5M EDTA

## PURIFICATION BY PCR PURIFICATION KIT

- Elute in 30 µl H<sub>2</sub>O

## QUBIT HIGH SENSITIVITY KIT

Determine the concentration to calculate the amount of EcoP15I required for the following EcoP15I digestion step (Use 10U EcoP15I for 1.5 µg DNA).

## ECOP15I DIGESTION

- Prepare the following digestion mixture

|                     |        |
|---------------------|--------|
| NEB 3.1 buffer      | 5 µl   |
| 10x ATP for EcoP15I | 5 µl   |
| 10mM Sinefungin     | 0.5 µl |

- Calculate the volume of **EcoP15I (10U/µl)** and water to add, final volume: 50 µl
- Incubate O/N at 37°C (no shaking)

## Day 5

## PURIFICATION BY NUCLEOTIDE REMOVAL KIT (QIAGEN)

- Elute in 50 µl EB

## END REPAIR AND Y-SHAPED ADAPTOR LIGATION

- Add 7  $\mu$ l NEBNext Ultra II End Prep Reaction Buffer and 3 $\mu$ l of NEBNext Ultra II End Prep Enzyme mix
- Thermal cycle program

|      |         |
|------|---------|
| 20°C | 30 mins |
| 65°C | 30 mins |
| 4°C  | hold    |

- Prepare the following reaction mixture

|                                    |            |
|------------------------------------|------------|
| NEBNext Ultra II Ligase Master mix | 30 $\mu$ l |
| 10 $\mu$ M Y-shaped adaptors       | 2 $\mu$ l  |
| NEBNext Ligation Enhancer          | 1 $\mu$ l  |

- Final volume: 93  $\mu$ l
- Incubate 15 minutes at 20°C

#### **STREPTAVIDIN BEADS CAPTURE**

- Equilibration of MyOne C1 Streptavidin Beads (Dynabeads Thermo)
  - Wash 20  $\mu$ l beads once with 200 $\mu$ l 1x WB buffer
  - Wash beads one more time with 200  $\mu$ l 2x WB buffer
  - Resuspend in 93  $\mu$ l 2x WB buffer
- Add 93 $\mu$ l of bead suspension to 93 $\mu$ l of sample at the end of ligation
- Rotate 20 minutes at RT
- Wash 3 times with 200  $\mu$ l 1x WB buffer
- Wash once with EB
- Resuspend in 30  $\mu$ l EB

#### **PCR CYCLE TEST**

Three amplification cycle conditions (8, 11, and 14 cycles) are tested using the Phusion High Fidelity PCR Kit (Thermo Fisher Scientific) with 4  $\mu$ l of the isolated sample. After 8, 11, and 14 cycles respectively, 10  $\mu$ l aliquots were collected and run on a pre-cast 6% polyacrylamide gel (Invitrogen) at 145 V for 60 minutes. The lowest PCR cycle at which the 220bp to 225bp band, representing the RNA-DNA ligated complexes, could be visualized was chosen for the final library amplification. The goal is to obtain enough material for sequencing while minimizing PCR duplicates.

- Freeze at -20°C

### **Day 6**

#### **LIBRARY PCR AMPLIFICATION**

After selecting the most appropriate cycle number, amplify the rest of the sample. Following amplification, the six reactions were pooled and purified using the PCR purification Kit with an elution volume of 30  $\mu$ l. The 30  $\mu$ l of the library was then run on a pre-cast 6% polyacrylamide gel (Invitrogen) at 145 V for 60 minutes. The 220bp to 225bp band was excised and purified.

- Freeze at -20°C

## **Day 7**

### **LIBRARY SEQUENCING**

Library was quantified by quantitative PCR with the Library Quantification Kit for Illumina sequencing platforms (KAPA Biosystems) on a StepOne Real-Time PCR System (Applied Biosystems). Sequencing was performed using a Single-End 150bp Kit on the Illumina HiSeq 2500 or Novaseq 6000 platform.

### **BUFFER LIST**

lysis buffer

|                         |
|-------------------------|
| 10 mM Tris-HCl (pH 8.0) |
| 10 mM NaCl              |
| 0.2% NP-40              |

DNase I digestion buffer I (per tube)

|                              |       |
|------------------------------|-------|
| 10x DNase I digestion buffer | 5 µl  |
| 10 mM MnCl <sub>2</sub>      | 5 µl  |
| 10% SDS                      | 2 µl  |
| H <sub>2</sub> O             | 88 µl |

DNase I digestion buffer II (per tube)

|                              |       |
|------------------------------|-------|
| 10x DNase I digestion buffer | 5 µl  |
| 10 mM MnCl <sub>2</sub>      | 5 µl  |
| 10% Triton X-100             | 20 µl |
| H <sub>2</sub> O             | 70 µl |

DNase I stop buffer

|             |
|-------------|
| 125 mM EDTA |
| 2.5% SDS    |

ChIP dilution buffer

|                         |
|-------------------------|
| 50 mM Tris-HCl (pH 8.0) |
| 167 mM NaCl             |
| 1.1% Triton X-100       |
| 0.11% NaDOC             |

#### SDS lysis buffer

|                         |
|-------------------------|
| 50 mM Tris-HCl (pH 8.0) |
| 1% SDS                  |
| 10 mM EDTA              |

#### RIPA 500mM buffer

|                         |
|-------------------------|
| 500 mM NaCl             |
| 50 mM Tris-HCl (pH 8.0) |
| 1 mM EDTA               |
| 0.1% SDS                |
| 1% Triton X-100         |
| 0.1% NaDOC              |

#### Proteinase K buffer

|                         |
|-------------------------|
| 10 mM Tris-HCl (pH 7.5) |
| 1% SDS                  |
| 15 mM EDTA              |

#### 1x WB buffer

|                        |
|------------------------|
| 5 mM Tris-HCl (pH 7.5) |
| 0.5 mM EDTA            |
| 1 M NaCl               |
| 0.02% Tween-20         |

How the deposited data were processed for this re-analysis (not part of the article)

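H3K27me3-RADIP and Input libraries of PGK12.1 mESCs were compared. The labels list 8 libraries per condition and the paper reports 4 biological replicates. The authors merged them, and the deposited data hold 1 table of significant RNA–DNA pairs per condition, so samples were grouped by these merged tables alone. Which libraries form a biological replicate is not given by the labels.

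The authors separated the RNA and DNA tags at the bridge adaptor, mapped them to mm10 with BWA, kept uniquely mapped pairs, removed pairs with DNA tags in blacklisted regions and annotated RNA tags with GENCODE genes. The numerical values in the deposited tables are q-values, which the authors computed with a modified CHiCANE model: a negative binomial model was fitted over the counts of all interaction pairs, with the number of *trans* reads of each RNA as the covariate for the background, and the p-values were adjusted by the Benjamini–Hochberg method. Pairs with a q-value above 0.1 had been removed by the authors. The tables were checked for this limit, and the largest q-value was 0.0999 in Input. Each combination of an RNA and a bin had a single q-value. No counts per RNA are given in the tables, so lines of the tables were counted. Pairs before background removal, ChIP, Hi-C and RNA expression were not analysed here.

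Input held 1305107 pairs and H3K27me3-RADIP held 1415135. At this depth a share of 3 pairs, the smallest taken as detectable, is 0.000230% in Input and 0.000212% in H3K27me3-RADIP. Intervals are 95% Wilson intervals and cover counting error only, since replicates were merged and amplified copies cannot be removed without molecular identifiers.

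Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. Distances were taken between tag centres, with limits at 1, 10, 100 and 1000 kb. Shares were compared by 2-sided chi-square tests on pairs. Mean and median distances were given ranges from 1000 resamples of RNAs, and the Monte Carlo test used 2000 simulated tables. The random seed was 1. Gene positions came from an older GENCODE release on the same genome build than the release named in the paper, and 96.1% of the gene identifiers matched with their version in each library.

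Differential enrichment was tested per RNA name on pair counts, separately for pcRNAs and lncRNAs found in both libraries. TMM factors were computed with trims of 30% of the log ratios and 5% of the mean levels, and an exact negative binomial test with an assumed biological coefficient of variation of 0.1 was followed by Benjamini–Hochberg adjustment. The limits were an adjusted p-value of 0.1 and an absolute log2 fold change of 0.5. These steps were coded for this purpose and tested on simulated data with 200 changed RNAs per class. The simulation used the same assumed variation, so it tests the coding and not that assumption. Of the changed RNAs with at least 50 pairs, 58.3% of pcRNAs and 62.5% of lncRNAs were found, and with no change simulated 0 pcRNAs and 1 lncRNA were called.

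RNAs named in the text were those the paper names as examples, the 5 with the most pairs and the 5 with the most *trans* pairs in each library, the 5 with the largest and the 5 with the smallest fold change in each class among shared RNAs with at least 50 pairs, and the 5 with the most pairs among those found in 1 library only. An RNA that meets this rule is not reported here. RNAs named for other reasons were chosen after their values were seen. The paper's Supplementary Tables S1, S2, S4 and S5 were used as lists of RNAs and links.

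Alternatives were a q-value limit of 0.01, counting repeated tag positions once, leaving out the 10 RNAs with the most pairs or *Malat1*, RNAs found in both libraries, drawing the larger library down, weighting each RNA equally, other definitions of distance, minimum numbers of pairs per species, gene identifiers in place of names, other assumed variation, library totals, joint normalization, larger bins, a logarithmic scale and off-diagonal bins on chromosome 6, and a TSS window of 1 kb. Others were added after the data were seen and are named as such where they are given.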

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

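Leaving out *Malat1* was among the alternatives set beforehand, but its use as a test of the *trans* pairs was chosen after the result was seen; the tests of tag copies and of shared bins were chosen before. With 1 merged library per condition, no difference between conditions can be tested against replicates for these RNAs.

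*Trans* pairs of 5 RNAs that the paper does not discuss exceeded the 3 pairs taken as detectable. No combination of an RNA and a bin is listed with under 7 pairs, so every RNA with listed *trans* pairs passes this limit. The spliceosomal RNA gene *Gm22973* had 2940 *trans* pairs in Input and 1765 in H3K27me3-RADIP, which is 65.3% and 33.2% of the *trans* pairs of these libraries. *Snord118* had 169 in Input and 569 in H3K27me3-RADIP, and *Rmrp* had 108 and 293. *Snord13* had 68 in H3K27me3-RADIP and none in Input. *Gm47283*, a gene on the Y chromosome in the reference annotation, had 18 in Input and 11 in H3K27me3-RADIP.

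Tags that also match other places in the genome could give false *trans* pairs. Over *Gm22973*, *Snord118* and *Rmrp*, 2.21% of the *trans* pairs had an RNA tag of 24 bases that occurs exactly at more than 1 place, but the authors had kept uniquely mapped pairs only, so a low share was to be expected and exact copies cannot be judged from it. The share was 5.88% for *Snord13*, and *Gm47283* was not tested. Near matches were not searched, so related copies of these small RNA genes that differ by a base remain a candidate source.

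Among 400 bins with *trans* pairs in H3K27me3-RADIP, 11 were shared by at least 3 RNAs and held 1225 pairs, or 23.1% of its *trans* pairs. In 7 of the 11 bins, most *trans* DNA tags lay within 1 kb of their median position, a pattern that collapsed repeats or copies in a small part of each bin could give. The other 4, of which 3 overlap *Sfi1* on chromosome 11 and 1 lies on chromosome 9, had spread tags. For the 7 bins, collapsed repeats or copies in a small part of the bin therefore remain open. In the other 4 bins, 7.07% to 28.8% of the *trans* DNA tags lay within 1 kb of their median position, so that pattern was absent there. Repeats that extend over a larger part of a bin were not tested, so the source of the pairs in these 4 bins was not decided either.

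A few RNAs take most of the *trans* pairs: the difference of the *trans* share was -0.0283 percentage points without *Malat1*, but 0.131 without *Gm22973* and 0.0724 without both, which were chosen after the data were seen. *Malat1* alone gained more *trans* pairs than all RNAs together, so its removal had to reverse the difference. Repeated tag positions made up 9.50% of the *trans* pairs in Input and 16.0% in H3K27me3-RADIP, and whether these are amplified copies cannot be told. No biological explanation of the *trans* pairs was tested.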

How the results depend on the processing

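Alternatives were set before the data were examined, except those named as added. No paired analysis was possible because the labels share the numbers 1 to 8 across conditions while the tables hold all libraries of a condition merged. Values without a test were compared with their interval.

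The shares over 100 kb and over 1 Mb and the exonic lncRNA share kept their direction under every alternative that was run. The intronic pcRNA share did not: with the pairs of H3K27me3-RADIP weighted to the distance categories of Input, an added alternative, its difference was -0.306 percentage points, and that of the exonic lncRNA share 0.319. With each RNA weighted equally, the difference over 100 kb was 3.13 percentage points, that over 1 Mb 0.196 points, and the ratios of the mean and median distance 1.24 and 1.27. Without the 10 RNAs with the most pairs these ratios were 1.59 and 1.50. Among combinations of an RNA and a bin listed in both libraries, an added alternative, the mean ratio was 1.14 while the difference over 100 kb was 4.68 points and that over 1 Mb 0.642 points. The cause of these shifts in size was not tested.

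The *trans* difference was 0.0141 points with repeated tag positions counted once (chi-square test, p = 0.0566) and -0.0283 points without *Malat1*, and 0.131 points without *Gm22973*, an added alternative. For the 'Overlap' RNAs the difference over 100 kb was 0.0642 points at q at most 0.01 and, over the RNAs found in both libraries, an added alternative, 4.26 points, the reverse of -2.66 over all of them.

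The shared pcRNA percentage was 85.9% both with at least 10 pairs per species and, as an added alternative, with at least 7 distinct tag pairs per combination; the shared lncRNA percentage stayed between 54.8% and 58.8%. The differential counts depended on the assumed variation. With a coefficient of 0.2, 108 pcRNAs and 0 lncRNAs passed, while 812 and 56 had an unadjusted p-value under 0.05. With 0.4, 0 pcRNAs and 0 lncRNAs passed, with 107 and 5 under 0.05. With no variation beyond counting, 2013 pcRNAs passed, and 77 lncRNAs. TMM-normalized values (CPM) entered as counts, an added alternative, gave 303 lncRNAs, of which 52 were among the 53 reported. Library totals in place of TMM shifted every lncRNA by 0.24 on the log2 scale and gave 14 lncRNAs higher and 31 lower in H3K27me3-RADIP, against 32 and 21; for pcRNAs they gave 450 higher and 782 lower. Which side holds more lncRNAs therefore depends on the normalization. At q at most 0.01, 847 of the 1176 pcRNAs and 24 of the 53 lncRNAs passed again.

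For *Kcnq1ot1* the ratio of distances was 2.06 at q at most 0.01 and 1.44 for medians, and for *Tenm4* 1.41 for medians. The correlation on chromosome 6 was 0.931 in 100-kb bins, 0.615 off the diagonal and 0.339 on a log2 scale. What moved these values was not tested. The ratios at TSSs stayed above 1, but the ratio of the Input list was larger over the chromosome (1.45 against 1.29) and smaller within the same bin (1.05 against 1.08), an added alternative. Of 91 values for fold changes of 33 named RNAs, 14 moved outside their interval. Library totals shift all RNAs of a class alike and many of these RNAs were chosen for large fold changes, so that their signs held shows no stability. Minimum numbers of 5 pairs per species and 10 pairs in total removed no RNA, and drawing down removed no species, so these show no stability. The tables list no combination under 7 pairs, which limits what can be said of RNAs absent from 1 library.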

Differences from the paper's values

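The percentage of shared lncRNAs called differentially enriched was 9.27% here against the paper's 53%. None of the alternatives set before the data were examined closed this gap: they gave 0% with a coefficient of variation of 0.2 or 0.4, 13.5% with no variation beyond counting, 7.87% with library totals, 10.7% with joint normalization, 12.8% at q at most 0.01, 8.22% with repeated tag positions counted once, and 9.27% with at least 10 pairs in total. With TMM-normalized values (CPM) entered as counts and scaled to equal totals, an alternative chosen after seeing the values from among 40 settings that were tried, 53.0% of lncRNAs and 10.5% of pcRNAs were called. The paper's value for pcRNAs is 10.5%, and pair counts gave 14.4%.

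Pearson's *r* between the libraries on chromosome 6 was 0.758 here, over pairs of 25-kb bins. The paper's 0.7 is given for TLDs, which were not called here, so the values are not of the same quantity. None of the alternatives set before the data were examined came to the paper's value: *r* was 0.931 in 100-kb bins, 0.615 off the diagonal and 0.339 for log2 counts.

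The paper states that the additional exonic lncRNA tags in H3K27me3-RADIP came for the most part from *Malat1*. Here *Kcnq1ot1* accounted for 77.6% of the additional pairs and *Malat1* for 15.5%. The paper lists *A930004J17Rik* as enriched in H3K27me3-RADIP. It was not called here from pair counts (log2 fold change 1.35, interval 0.20 to 2.63), but was called with no variation beyond counting, and with CPM values, which were chosen after seeing the values. *Malat1* was called here (log2 fold change 0.70) and is not in the paper's lists; it was not called with library totals or with a coefficient of variation of 0.2 or 0.4, which were set before the data were examined, or with CPM values.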

Other observations

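The tests of CPM values, of combinations listed in both libraries, of a second Poisson draw and of GCA and CTG runs were chosen only after the result was seen. Counting repeated tag pairs once was an alternative set beforehand, but its use as a test of the distances was chosen after the result was seen. The GC tests were set before their results but were prompted by the order of the chromosomes.

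More lncRNAs were called in the paper than from pair counts. Of the lncRNAs the paper lists, 100% (303 of 303) were called when TMM-normalized CPM values were entered into the test as if they were pair counts, and 17.2% from pair counts. A candidate explanation is that CPM values were tested in place of counts; this setting was found by trying 40. Per pair of a listed lncRNA, the normalized values in the paper's Supplementary Tables S1 and S2 are 25.3 in Input and 23.2 in H3K27me3-RADIP, the same as for TMM-normalized CPM values here, and the paper states that the calls were made from the normalized counts of pairs.

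Longer distances in H3K27me3-RADIP were tested against technical explanations. The difference over 100 kb was 4.68 percentage points among combinations of an RNA and a bin listed in both libraries, 7.29 with repeated tag pairs counted once, 6.73 without the 10 RNAs with the most pairs and 6.67 with pairs weighted to the GC content of the Input DNA bins, where it was higher in 20 of 20 GC classes. None of these 4 removed the difference in this share. Among the combinations listed in both libraries, however, the difference over 1 Mb fell from 2.70 to 0.642 points and the ratio of the mean distances from 1.82 to 1.14, so bins listed in 1 library only may account for most of the effect at far range. Drawing the listed pairs down gave 7.28, but depth before background removal cannot be tested from the listed pairs. The paper reports fewer raw reads for H3K27me3-RADIP than for Input, so a greater depth in raw reads is not the source; the numbers of pairs that entered background removal were not analysed here.

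Fewer lncRNA than pcRNA species were shared with Input. When pcRNAs were drawn with the lncRNAs' numbers of pairs, 66.0% were shared on average (63.7 to 69.1 over 100 draws). A second Poisson draw of the H3K27me3-RADIP lncRNAs kept 63.7% (60.5 to 67.7). Both lie above the 57.1% observed. The second draw took listed numbers of pairs, which had passed the cut, as true means and added no variation beyond Poisson. It can therefore overstate the share kept. Low numbers of pairs may explain most of the distance from 84.9%, and whether they explain all of it was not decided.

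Repeated tag pairs were not rarer in *trans*: they made up 16.0% of *trans* pairs and 8.09% of pairs under 1 kb in H3K27me3-RADIP. *Trans* pairs come from few RNAs and few positions, where chance repeats are also more frequent, so chance ligation at the same positions and amplification cannot be told apart by this comparison.

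The number of pairs was tested for a list of 84 developmental regulator genes written before the test. Pairs of any RNA with a DNA tag in the 25-kb bins of these genes, summed over the genes, numbered 1728 in Input and 5626 in H3K27me3-RADIP. The log2 ratio was 1.70, at percentile 100 of 10000 random lists with as many Input pairs, and at percentile 100 of lists also matched on GC content. Neighbouring genes of the list, such as those of a *Hox* cluster, can share a bin, whose pairs are then counted for each gene. The random lists drew each gene separately, so these percentiles treat neighbouring genes as independent and overstate the evidence. Matching moved the median of the random lists from 0.34 to 0.67, so GC content may account for part. The enrichment of chromatin at such genes by the antibody may explain this, as a hypothesis. X-linked pcRNAs had a median log2 fold change of -0.41, lower in H3K27me3-RADIP for 149 of 222, at percentile 0 of random lists and 0.1 of lists matched on GC content. Matching moved the median of the random lists from 0.00 to -0.25, so GC content may account for part here too. Chromosome 3 was also at percentile 0, so the X chromosome is not alone, and no biological explanation was tested for it.

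GC-rich pcRNAs had larger fold changes: across 8157 pcRNAs, which are not independent replicates, Spearman's rho was 0.39. Amplification that favours GC-rich tags was tested within combinations listed in both libraries, first on DNA tags and then on both kinds of tag. DNA tags were richer in GC in H3K27me3-RADIP by 2.16 percentage points, of 3.17 over all pairs. RNA tags differed by -0.465 points within these combinations, but by 0.120 points over all pairs. Within the combinations, the DNA tags fit such a bias and the RNA tags go against it, so CpG-rich chromatin and library bias cannot be told apart.

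Runs of GCA or CTG near tags were tested as a hypothesis. Of the RNAs found only in H3K27me3-RADIP, 8.56% had a run, at percentile 97.85 of region-matched draws of shared RNAs. The criterion was changed after a first run, the excess is narrow, and GCA alone (91.65) and CTG alone (95.35) gave lower percentiles, neither of which passed.

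*Galnt2l* and *Fgfr2* had the most pairs over both libraries. Of the 26291 tags of *Galnt2l*, 67.5% lay inside another gene on the same strand, and 84.1% of the 25865 tags of *Fgfr2* did. Their gene models, 4.43 and 2.96 Mb long, likely take tags of the genes they span.

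RNAs found only in H3K27me3-RADIP had short distances, with 0.521% of pairs over 100 kb. Shared RNAs drawn with as many pairs had 1.01% (0.604 to 1.55 over 100 draws), so low numbers of pairs may explain much of this but the observed share lies below every draw.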
